# Global Gene Expression Analysis of Murine Limb Development

**DOI:** 10.1371/journal.pone.0028358

**Published:** 2011-12-09

**Authors:** Leila Taher, Nicole M. Collette, Deepa Murugesh, Evan Maxwell, Ivan Ovcharenko, Gabriela G. Loots

## Abstract

Detailed information about stage-specific changes in gene expression is crucial for understanding the gene regulatory networks underlying development and the various signal transduction pathways contributing to morphogenesis. Here we describe the global gene expression dynamics during early murine limb development, when cartilage, tendons, muscle, joints, vasculature and nerves are specified and the musculoskeletal system of limbs is established. We used whole-genome microarrays to identify genes with differential expression at 5 stages of limb development (E9.5 to 13.5), during fore- and hind-limb patterning. We found that the onset of limb formation is characterized by an up-regulation of transcription factors, which is followed by a massive activation of genes during E10.5 and E11.5 which levels off at later time points. Among the 3520 genes identified as significantly up-regulated in the limb, we find ∼30% to be novel, dramatically expanding the repertoire of candidate genes likely to function in the limb. Hierarchical and stage-specific clustering identified expression profiles that are likely to correlate with functional programs during limb development and further characterization of these transcripts will provide new insights into specific tissue patterning processes. Here, we provide for the first time a comprehensive analysis of developmentally regulated genes during murine limb development, and provide some novel insights into the expression dynamics governing limb morphogenesis.

## Introduction

The developing limb serves as an ideal model for studying differentiation of pluripotent mesenchymal cells into several distinct tissues, including cartilage, muscle, blood vessels, tendons and endochondral bone [1]. While the limb is a well established model system for studying genetic factors that regulate tissue patterning, differentiation and growth, the last decade of limb development research has been dominated by the same collection of widely studied genes, with little introduction of new candidate contributors. However, malformations affecting the limbs, more specifically the number of digits with which an infant is born, are among the most frequent congenital defects recorded in humans, occurring as often as 1 in 1000 live births. Currently, there are about 221 syndromes described with polydactyly and 120 syndromes with oligodactyly [2]. Despite this wide prevalence of limb abnormalities, to date only ∼84 genes have been associated with syndromes that include limb defects, 15 of which have described polydactyly [2]. Similarly, the sequential and tightly interconnected cellular events that lead to the establishment of each individual tissue type, as well as the three-dimensional molecular interplay within the vertebrate limb are not yet fully understood [3]. Finally, we have yet to grasp how the genome specifies fore- and hind-limb patterning to establish limb identity and ultimately result in the formation of complex homologous structures that are distinct in shape and function, such as the human hand and foot [4], [5].

The availability of DNA microarray technologies has provided the opportunity to comprehensively examine gene expression in serially homologous structures, such as the developing limbs. In this study, we took a genome-wide transcript analysis approach to obtain insights into the temporal and spatial pattern of gene expression during limb formation from embryonic day 9 (E9.5; shortly after limb bud initiates) to E13.5 when the cartilage template of future bone formation is established, to determine previously unidentified transcripts likely to contribute to limb patterning and limb identity, as well as to describe cohorts of genes that share the same stage-specific clustering, onset or peak expression profiles and are likely to contribute to shared developmental functions. Studies in *Drosophila* have determined that periods of rapid morphological changes during embryogenesis are associated with large-scale gene expression changes and have suggested that cataloging tissue specific gene expression at various stages of development would improve our understanding of factors involved in the development and function of each tissue [6], [7], therefore, our study aimed to gain novel insights into the molecular events underlying limb development.

Most of our current knowledge of vertebrate limb development has been acquired by observing the normal development of chicken embryos, *in ovo*; by ectopically administering molecules to the chicken limb and documenting the resulting morphological changes; or more recently, through the characterization of mutant mice with limb defects [8]. Forelimb buds start first, as small bilateral protrusions near the anterior end of the torso. About half a day later, when the forelimb is already visible as a tissue bulge, the hindlimb buds begin to protrude near the posterior end of the embryo. Each limb bud is composed of lateral plate mesoderm (LPM) covered by the surface ectoderm. The mesoderm contains the progenitors of skeletal elements, tendons, and other connective tissue of the fully-formed limb. The surface ectoderm gives rise to the skin and other cutaneous structures such as feathers on birds or hair on mammals. Shortly after the limb buds emerge, changes in cell shape and position within the surface ectoderm result in the appearance of a ridge, the apical ectodermal ridge (AER), which runs along the distal margin of each limb bud. Immediately after the AER has formed, a second control region emerges in the posterior region of the limb bud, the zone of polarizing activity (ZPA). The interplay between the AER, ZPA, ectoderm and the underlying mesenchyme control the elongation along the proximo-distal axis (shoulder to fingers), the flattening along the dorso-ventral axis (back of hand to palm), the number, and the identity of digits along the antero-posterior axis (thumb to little finger).

In an effort to learn more about the genes involved in limb morphogenesis, we have determined the global gene expression profiles in a time course from limb initiation, at embryonic day 9.5 to E13.5 when the limbs are fully patterned. This study identified 3520 genes up-regulated in the mouse limb that comprise 20 distinct expression profiles and determined that more than 1000 of these transcripts are novel, or have not yet been characterized in the limb, dramatically expanding the repertoire of candidate genes likely to function during limb pattering and development.

## Results

### Transcriptome Analysis Identifies 3520 Genes Up-regulated in the Developing Mouse Limb

To identify novel molecules responsible for limb patterning processes and determinants of limb identity, as well as to characterize the expression profiles of genes co-transcribed at high levels during limb development, we generated mouse whole-genome microarray gene expression data for fore- and hind-limbs from five consecutive developmental time points, from E9.5 to E13.5 (Figure 1), accompanied by data for whole embryos as controls. Fore- and hind-limb samples were compared to whole embryo samples at each time point to determine which transcripts were differentially expressed in the limb. 

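Limb buds and whole embryos of FVB mice were profiled on 51 whole-genome mouse arrays, 1 sample of total RNA per array after 2 rounds of amplification and labelling. Forelimbs were measured on 3 arrays at E9.5, 5 at E10.5, 4 at E11.5, 5 at E12.5 and 5 at E13.5. Hindlimbs were measured on 4 arrays at E10.5 and on 5 at each of E11.5, E12.5 and E13.5, and whole embryos on 2 arrays at every stage. The authors background-corrected, normalized and summarized the 45101 probe sets with RMA, and the deposited intensities, which are on a linear scale, were converted to log2 here. The log2 values of the 34958 probe sets assigned to a single gene symbol were averaged per gene, which gave 18194 genes. All 14 groups of tissue and stage were fitted together in limma, and a gene was called up-regulated or down-regulated where its fold change was 2 or greater at a Benjamini-Hochberg adjusted p under 0.001. The number of arrays limits the precision of each comparison, most of all the 2 whole-embryo arrays per stage, and the limb replicates of a stage come from 1 litter, so stage and litter coincide. Dap, a bacterial transcript spiked into RNA before labelling, read 10.7 to 13.3 on the log2 scale on the 10 whole-embryo and 3 E9.5 forelimb arrays and 3.04 to 3.63 on the 38 later limb arrays. The log2 signal of the 3′ probe set of Gapdh exceeded that of its 5′ probe set by 1.48 to 2.85 on the first set of arrays and by -0.10 to 0.16 on the second. Forelimb and whole embryo at E9.5, forelimb and hindlimb from E10.5 to E13.5, and consecutive limb stages from E10.5 on were compared within a set, and the other comparisons cross between the sets.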

Comprehensively, 6216 unique genes (31.4% of the mouse genome) were differentially expressed in at least one of the comparisons (with 3520 being significantly up-regulated), therefore, unless specified all percentages herein are based on this total count of differentially expressed genes (6216). 

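Most of the genes furthest below whole embryo in the late limb were liver, red blood cell or neuronal transcripts. Alb, which encodes serum albumin of the liver, had a log2 fold change of -9.36 in E13.5 forelimb (standard error 0.36, adjusted p = 2.85e-25, limma), at 4.22 ± 0.39 (SD, n = 5) in forelimb and 13.57 ± 0.15 (SD, n = 2) in whole embryo. The other lowest genes at this stage were Serpina6, Hemgn, Ttr, Serpina1b, Ambp, Fgg, Fga, Rhag and Apoa1, most of them liver or red blood cell transcripts, at -8.83 to -7.04. At E12.5, Alb, Serpina6, Serpina1b and the erythroid gene Hemgn were again among the 10 lowest, together with the neuronal genes Ina, Nhlh2, Sox2, Stmn3, Tubb3 and Neurog2 (-7.64 to -5.56). 10 of the 10 liver genes were down-regulated (10 adjusted over the list alone), with a median log2 fold change of -5.96 (camera, adjusted p = 2.94e-13) in E13.5 forelimb. 7 of the 10 erythroid genes were down-regulated (7 adjusted over the list alone), with a median log2 fold change of -3.93 (camera, adjusted p = 3.96e-07, and adjusted p = 0.0821 with an estimated correlation), and 6 of the 9 lens and retina genes were down-regulated (6 adjusted over the list alone), with a median log2 fold change of -2.88 (camera, adjusted p = 8.14e-08). The genes furthest above whole embryo in E13.5 forelimb were Cap1, LOC102631979, AI506816, Tmem87a, 6820431F20Rik, Csrp1, Malat1, C130021I20Rik, Hoxd13 and Grb10 (3.44 to 5.55), of which Grb10 had -0.05 log2 (adjusted p = 0.633) from its probe set of highest mean alone, Hoxd13 patterns the digits and Malat1 is a long nuclear RNA. At E12.5 they were AI506816, Hoxd12, Csrp1, Cap1, 6820431F20Rik, Osr1, Hoxd13, Hoxd11, Tmem87a and Zbtb12 (3.90 to 5.05), of which Osr1 is a transcription factor of joints and Csrp1 a LIM protein of the cytoskeleton. The hindlimb gave Osr1 in addition at E13.5 and Hoxa13 in addition at E12.5 among its 10 highest, and Ttr, Fabp7 and Zic1 among its 10 lowest at E12.5. Over the 9 comparisons, 5474 of 18194 genes (30.1%) passed in at least 1, and 3304 (18.2%) were up-regulated in at least 1. The 3′ probe set of Actb exceeded its 5′ probe set by 0.85 to 2.07 on the whole-embryo and E9.5 forelimb arrays and by 0.19 to 0.70 on the later limb arrays, and 8 of the 9 comparisons cross this difference. At E9.5, within 1 set of arrays, mean log2 values in forelimb and whole embryo were 4.63 and 4.28 for AI506816. They were 6.17 and 5.95 for Cap1 and 5.26 and 5.59 for Tmem87a, but 7.93 and 4.99 for C130021I20Rik. AI506816, Cap1 and Tmem87a were also among the lowest genes of E9.5 forelimb against E10.5 hindlimb. Their later values may thus follow the set of arrays or the stage, which these comparisons cannot separate.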

We found E10.5–E11.5 to have the largest number of significantly up-regulated genes, with 30–36% of the transcripts up-regulated (1840–2263 genes). 

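At E11.5, posterior Hox genes lay above whole embryo in forelimb and genes of the nervous system below it. 10 of the 10 posterior HoxA and HoxD genes were up-regulated (10 adjusted over the list alone), with a median log2 fold change of 2.68 (camera, adjusted p = 1.99e-08) in forelimb. Hoxd12, which patterns the distal limb, reached 9.05 ± 0.20 (SD, n = 4) in E11.5 forelimb and 3.65 ± 0.42 (SD, n = 2) in whole embryo, a log2 fold change of 5.40 (standard error 0.26, adjusted p = 2.62e-21) in limma. Sox2, a transcription factor of neural progenitors, had a log2 fold change of -6.45 (standard error 0.69, adjusted p = 7.31e-11) in the same comparison. The 10 highest genes were AI506816, Hoxd12, Osr1, Cap1, Pfn1, Frg1, Net1, Nnat, Hoxd13 and Hoxd11 in E11.5 forelimb and AI506816, Hoxd11, Cap1, Nnat, Pfn1, Hoxd12, Ubl7, Net1, Capn6 and Tbx15 in E10.5 forelimb, where they ranged over 4.34 to 5.46 and 4.21 to 5.43. Cap1, Pfn1 and Net1 act on the actin cytoskeleton, and Nnat is an imprinted membrane protein gene. Hindlimb added Fgf8, Smn1 and Otub1 at E10.5, of which Fgf8 is the growth factor of the apical ridge, and Zbtb12 and Ubl7 at E11.5. The 10 lowest genes were Sox2, Nhlh2, Fabp7, Ina, Zic1, Alb, Ttr, Neurog2, Nefl and Mir124-2hg in E11.5 forelimb (-6.45 to -5.06) and Zic1, Sox2, Fabp7, Actc1, Nhlh2, Neurog2, Myl7, Nefl, Nefm and Mir124-2hg in E10.5 forelimb (-7.43 to -4.81). Hindlimb added the heart genes Nppa, Myl2 and Myh7 at E10.5 and Dner at E11.5. 22 of the 24 genes of neural progenitors and neurons were down-regulated (22 adjusted over the list alone), with a median log2 fold change of -2.67 (camera, adjusted p = 5.28e-20) in E11.5 forelimb. 2 of the 26 skeletal muscle genes were up-regulated and 11 down-regulated (2 and 11 adjusted over the list alone), with a median log2 fold change of -1.01 (camera, adjusted p = 0.0061, and adjusted p = 0.528 with an estimated correlation) in E10.5 forelimb, which holds muscle precursors but no muscle. Up-regulated genes numbered 1908 in forelimb and 1778 in hindlimb at E10.5, and 2124 and 2140 at E11.5 (10.5%, 9.77%, 11.7% and 11.8% of genes). Quantile normalization between arrays lowered the forelimb counts to 1195 and 1324 and the hindlimb counts to 1158 and 1331. Thr, another spiked bacterial transcript, read 8.70 to 11.7 on the whole-embryo and E9.5 forelimb arrays and 3.47 to 4.14 on the 38 later limb arrays. The 99th percentile of the log2 signals averaged 12.04 on E11.5 whole-embryo and 12.68 on E11.5 forelimb arrays. AI506816 and Cap1, among the highest genes here, were also among the lowest of E9.5 forelimb against E10.5 hindlimb. Whether their values follow the limb or the set of arrays stays open.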

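In E9.5 forelimb, genes of early limb growth and identity exceeded whole embryo while genes of the heart and brain fell short of it. Lhx9 ranked first and was followed by Wif1, Hoxd9, Vegfd, C130021I20Rik, Cdo1, Rspo4, Hoxd8, Bhlha9 and Pfn1, from 3.70 for the WNT inhibitor Wif1 to 2.53 for the actin-binding Pfn1. Hoxd9, a patterning gene of the proximal limb, had a log2 fold change of 3.69 (standard error 0.18, adjusted p = 1.53e-20) in limma, at 11.88 ± 0.16 (SD, n = 3) in forelimb and 8.18 ± 0.60 (SD, n = 2) in whole embryo. Vegfd, a growth factor for lymph vessels, and the WNT agonist Rspo4 had log2 fold changes of 3.36 ± 0.20 and 2.78 ± 0.20 (standard error). The 10 lowest genes were Sox2, Zic1, Myl7, Fabp7, Actc1, Pcdh8, Myh7, Otx2, Foxa1 and Tnnc1, from -7.33 for the neural gene Sox2 to -4.19 for Tnnc1, a troponin of heart muscle. 10 of the 12 heart genes were down-regulated (10 adjusted over the list alone), with a median log2 fold change of -3.42 (camera, adjusted p = 7.07e-26). 15 of the 24 genes of neural progenitors and neurons were down-regulated (15 adjusted over the list alone), with a median log2 fold change of -1.60 (camera, adjusted p = 3.78e-15). 3 of the 11 genes of kidney, gut and lung epithelium were down-regulated (3 adjusted over the list alone), with a median log2 fold change of -0.53 (camera, adjusted p = 2.26e-06), and 2 of the 5 neural crest and Schwann cell genes were down-regulated (2 adjusted over the list alone), with a median log2 fold change of -0.54 (camera, adjusted p = 8.38e-05). Of the genes of mitosis and DNA replication, Plk1, a mitotic kinase, was up-regulated (1.07 ± 0.21), and the list had a median log2 fold change of 0.33 (camera, adjusted p = 0.0191, and adjusted p = 0.395 with an estimated correlation). In all, 378 genes were up-regulated (2.08% of genes) and 293 down-regulated, in a comparison within 1 set of arrays. After quantile normalization 229 were up-regulated and 352 down-regulated. Fitted on the 3 forelimb and 2 whole-embryo arrays alone, limma called 2 genes up-regulated and 17 down-regulated. The count of up-regulated genes was 1633 without the first whole-embryo replicate of E9.5 and 120 without the second, whose gene values correlate at 0.97. Of all 51 arrays the second replicate had the largest distance between 3′ and 5′ probe sets, 2.85 log2 in Gapdh and 2.07 in Actb, and the smallest interquartile range, 3.43, against 2.03, 1.30 and 3.77 on the first. Pfn1 (0.33 to 2.55, adjusted p = 0.00105 to 0.684) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2 or E9.5 forelimb replicates 1, 2 or 3. Plk1 (0.32, adjusted p = 0.302) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2.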

The least number of differentially expressed genes was found in the E9.5 fore-limb, where only 8% of the genes were up-regulated (Table 1), consistent with the very early stage.

**Figure 1:**
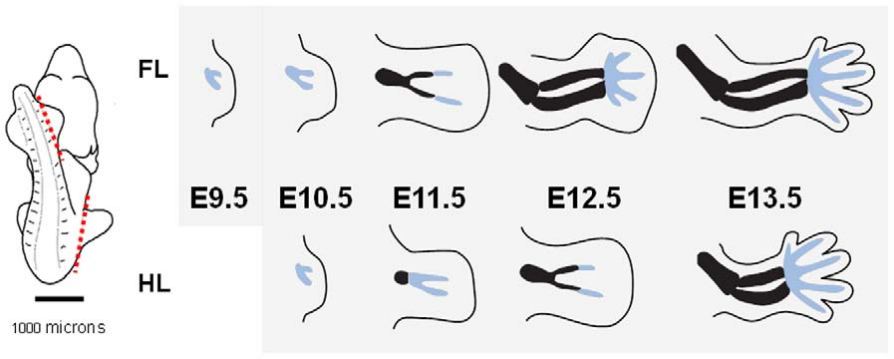
Limb Bud Morphology. Fore- and hind-limb buds were cut away from the embryo body as indicated by the red dash and RNA was processed from the full appendages outlined for stages E9.5 to E13.5. Light blue indicate mesenchymal condensations, and cartilage as determined by alcian blue staining is marked by thick black lines. Hindlimbs are morphologically delayed by ∼half a day.

**Table 1:** Differentially Expressed Genes.

*Differentially Expressed Genes from Limb vs. Whole Embryo Comparisons*													
	FL 9.5		HL 10.5	FL 10.5		HL 11.5	FL 11.5		HL 12.5	FL 12.5		HL 13.5	FL 13.5
Up-regulated	468 (8%)		1840 (30%)	1931 (31%)		2228 (36%)	2263 (36%)		1230 (20%)	1512 (24%)		1077 (17%)	953 (15%)
Down-regulated	347 (6%)		816 (13%)	796 (13%)		960 (15%)	868 (14%)		1194 (19%)	1189 (19%)		1799 (29%)	1765 (28%)

A total of 6216 or 31.4% of gene symbols represented on the Affymetrix mouse array displayed expression changes in at least one pairwise comparison. All percentages displayed here are based on this total 6216 gene count. For both forelimbs (FL) and hindlimbs (HL) at each time point the number of up-regulated (>2X) and down-regulated (<2X) genes in relationship to whole embryo total RNA levels are indicated. Gene cohorts relevant to particular developmental stages were determined by comparing up-regulated genes between pairs of successive time points; genes exclusively up-regulated at each of the two time points considered (i.e., down-regulated or unchanged at the other) are indicated for each comparison (E9.5 vs E10.5; E10.5 vs E11.5; E11.5 vs E12.5 and E12.5 vs E13.5). Genes up-regulated only at one particular time point were identified by comparing the genes up-regulated at a given limb stage with those up-regulated at any other stage.

For the top 100 forelimb genes significantly up-regulated at each developmental time point we examined the known molecular function (GO category), description of available knock-out mouse phenotypes (http://www.informatics.jax.org/phenotypes.shtml) and the documented limb expression in whole mount mouse embryos (http://genome.ucsc.edu/cgi-bin/hgVisiGene). Most genes were represented in more than one developmental stage, corresponding to a total set of 279 non-redundant transcripts (Table S1). Thirty genes were up-regulated at all 5 time points, 126 were up-regulated at 4 time points (primarily E10.5–E13.5), 51 were up-regulated at 3 time points, 28 were up-regulated at 2 time points, and 44 transcripts were up-regulated at only one time point, either E9.5 (28 genes) or E13.5 (16 genes).

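The 3 genes that stood among the 100 most enriched at each of the 5 forelimb stages were the uncharacterized C130021I20Rik, the protease-like Capn6 and the forelimb T-box gene Tbx5. Capn6 had log2 fold changes over whole embryo of 2.44 ± 0.12, 4.21 ± 0.11, 3.87 ± 0.11, 3.33 ± 0.11 and 2.58 ± 0.11 (standard error) from E9.5 to E13.5, each called in limma, with 5 of 5 E10.5 forelimb arrays above both whole-embryo arrays. Tbx5 stood at 1.75 ± 0.23 at E9.5, 3.35 ± 0.21 at E12.5 and 2.58 ± 0.21 at E13.5. Other highly ranked genes held their place for part of the time course. Nnat had 1.85 ± 0.36, 4.70 ± 0.33, 4.40 ± 0.34 and 1.83 ± 0.33 from E9.5 to E12.5, and at E13.5 its 0.50 ± 0.33 did not pass the test. Rspo4 had 1.76 ± 0.18 at E10.5 and 0.28 ± 0.19 at E11.5, where it was not called. The union of the 5 lists held 281 genes, of which 33 were up-regulated at all 5 stages and 123 at 4. Without the first whole-embryo replicate of E9.5, 52 of the union were up-regulated at all 5 stages. Phe, a spiked transcript, read 7.62 to 10.5 on the whole-embryo and E9.5 forelimb arrays and 4.45 to 5.21 on the later limb arrays, and 4 of the 5 lists compare across this difference. Nnat (0.36 to 1.72, adjusted p = 0.00101 to 0.435) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2 or E9.5 forelimb replicate 3. Nnat (1.62, adjusted p = 0.00205) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 1.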

Among the 279 transcripts significantly up-regulated in at least one developmental stage, we found 21% to be transcription factors, 10% signaling molecules, 9% membrane-associated proteins (including receptors and channels) and 24% of them to be of unknown or novel function. Twenty-eight percent of these transcripts had confirmed musculoskeletal knockout phenotypes (79 genes; highlighted in brown in Table S1), and a similar percentage (27%; 76 genes) have been previously shown to be expressed in the limb by *in situ* hybridization (Figure 2A). These two sets of genes were highly overlapping (67%), and 23 genes with confirmed limb expression patterns corresponded either to previously uncharacterized genes, genes that resulted in no phenotypes (normal mice) when knocked out from the mouse genome, or the available knockout had no reported limb or musculoskeletal defect. Of the genes previously uncharacterized in the limb, 12 were perinatal lethal prior to E11.5 (highlighted in purple in Table S1), 14 had *in situ* expression patterns available and 137 or ∼50% were novel, lacking any prior knowledge of their putative limb function (Table S1; highlighted in grey). In contrast, the available knockout mice for 38 genes had ‘normal’ or no reported limb/musculoskeletal defects described, suggesting that these genes may be functionally redundant and the loss of their proteins is compensated by the presence of another, closely related transcript. Table S1 provides details for all the 279 transcripts. When analyzing the putative gene function off all 279 limb-enriched genes, the largest number of transcription factors (33%) and growth factors (15%) were found enriched at E9.5. In addition, 45 of the total 77 genes with reported limb or musculoskeletal defects in the documented knockout mouse strains were up-regulated at E9.5 suggesting that limb morphogenesis may be driven by very early signaling/transcriptional events that commence immediately after limb bud initiation.

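In E9.5 forelimb, transcription factors of the limb mesenchyme already exceeded whole embryo. Up-regulated were Shox2 (1.96 ± 0.16), Twist1 (1.93 ± 0.19), Tbx2 (1.87 ± 0.27), Msx1 (1.59 ± 0.17) and Tbx15 (1.59 ± 0.17) (log2 fold change ± standard error, limma), of which Shox2 and Tbx15 shape the proximal skeleton, Twist1 and Msx1 act in the progress of the bud, and Tbx2 acts at its posterior margin. Shox2 had an adjusted p of 2.22e-13, with 3 of 3 forelimb arrays above both whole-embryo arrays. 11 of the 22 genes of limb mesenchyme transcription factors were up-regulated and 1 down-regulated (11 and 1 adjusted over the list alone), with a median log2 fold change of 1.03 (camera, adjusted p = 1.15e-10). Of the HoxA and HoxD genes from group 8 on, Hoxa9 (1.77 ± 0.11), Hoxd10 (2.11 ± 0.11) and Hoxa11 (1.84 ± 0.16) were up-regulated besides Hoxd8 and Hoxd9, and Hoxd11 (0.45 ± 0.15), Hoxd12 (0.28 ± 0.28), Hoxd13 (-0.01 ± 0.22) and Hoxa13 (-0.02 ± 0.37), which pattern the hand, were not called. 5 of the 10 posterior HoxA and HoxD genes were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 1.11 (camera, adjusted p = 1.62e-07). Anterior Hox genes, which mark the level of the body axis at which the forelimb arises, were also higher, among them Hoxc5 (2.00 ± 0.29), Hoxb5 (2.14 ± 0.38) and Hoxb6 (1.81 ± 0.30). 5 of the 15 anterior Hox genes were up-regulated (7 adjusted over the list alone), with a median log2 fold change of 1.07 (camera, adjusted p = 0.0031, and adjusted p = 0.395 with an estimated correlation). Genes of the apical ectodermal ridge included Fgf8 (1.94 ± 0.33), Jag2 (1.60 ± 0.17) and Dlx2 (1.01 ± 0.21). 3 of the 14 genes of the apical ectodermal ridge were up-regulated (3 adjusted over the list alone), with a median log2 fold change of 0.58 (camera, adjusted p = 0.0488, and adjusted p = 0.232 with an estimated correlation). The paper proposes that limb morphogenesis may be driven by signals and transcription that start right after the bud forms, from its count of knockout genes up-regulated at E9.5. The E9.5 forelimb and whole-embryo arrays differed in the distance between the 3′ and 5′ probe sets of Gapdh, with means of 1.64 and 2.44 log2. Fitted on the E9.5 groups alone, limma called 2 genes up-regulated in all. Most of the calls named here thus rest on the fit of all groups. Tbx2 (0.94, adjusted p = 0.00687), Hoxb5 (1.53, adjusted p = 0.0168), Hoxb6 (1.40, adjusted p = 0.00632) and Fgf8 (0.91, adjusted p = 0.0527) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2. Dlx2 (0.32 to 0.96, adjusted p = 0.0013 to 0.336) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2 or E9.5 forelimb replicates 1 or 2.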

**Figure 2:**
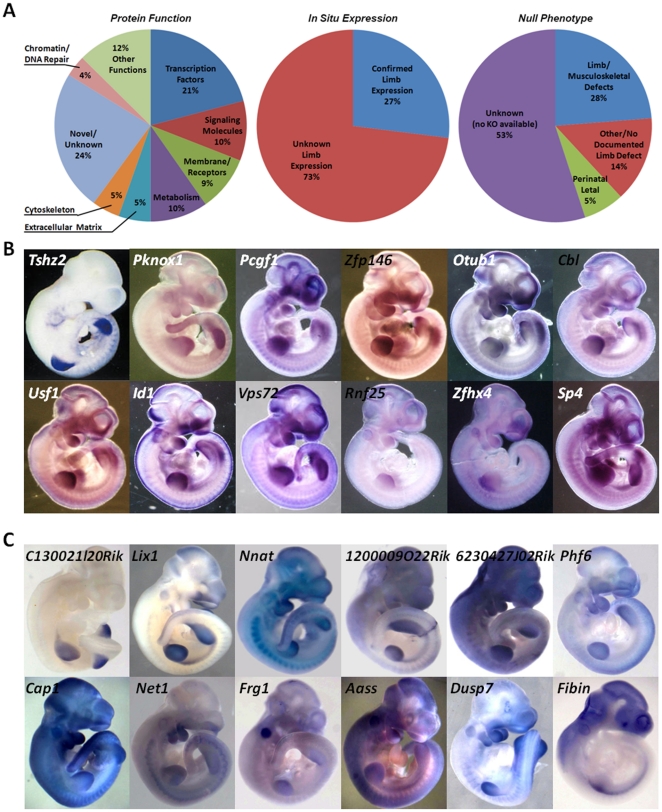
Analysis of the Top 100 Up-regulated Genes. 279 genes were examined for their putative protein function, available *in situ* expression in the limb, and description of null mouse phenotype (A). Most known genes previously uncharacterized in the limb with (B), or novel genes (C) showed unique and restrictive expression pattern in the limb. A survey of *in situs* of known genes with musculoskeletal defects in the knockout mouse are in Figure S1.

### More than 100 Novel Genes are likely to Contribute to Limb Morphogenesis

Among the 279 transcripts identified as the most highly expressed genes in the murine limb relative to the whole embryo, about half were novel (49% or 137 genes; Table S1; highlighted in grey). We defined novel genes as genes with no available knockout information and no published reports that would suggest the gene is essential to limb patterning or function. A few of the novel genes, primarily transcription factors, had known embryonic *in situs* patterns and those were noted in Table 2. We surveyed *in situ* expression patterns among 3 groups of transcripts: 1) genes known to function during limb development (Figure S1), 2) known genes previously uncharacterized in the limb (Figure 2B), and 3) novel genes (Table S1; highlighted in grey and Figure 2C), and found that while the majority of genes appeared to be expressed at E10.5 throughout the limb bud (without differentiating between superficial ectodermal staining and mesenchymal deep staining), a large number of genes had restricted and unique limb expression patterns. For example, among the novel genes, *C130021l20Rik* was expressed in dorsal ectoderm, *Nnat* and *Cap1* were primarily expressed in distal mesenchyme, *Fibin* was expressed at the base of the limb corresponding to cells migrating from the somites into the limb anlage, while the rest were expressed throughout the limb. The novel genes in Figure 2C are highlighted in grey in Table S1.

**Table 2:** Enrichment of functionally related genes in groups of co-expressed genes.

Cluster	Gene Count	Total # Genes	GO Category	Ontology	Description of GO Category	*p*-value	Enrichment
**cluster 1 (44 genes)**	4	47	GO:0048704	BP	embryonic skeletal system morphogenesis	0.0002	36.83
	19	682	GO:0003700	MF	sequence-specific DNA binding transcription factor activity	0.0000	12.06
	3	114	GO:0045892	BP	negative regulation of transcription, DNA-dependent	0.0259	11.39
	8	406	GO:0045944	BP	positive regulation of transcription from RNA polymerase II promoter	0.0001	8.53
	4	211	GO:0016564	MF	transcription repressor activity	0.0187	8.20
	18	1499	GO:0003677	MF	DNA binding	0.0000	5.20
**cluster 2 (51 genes)**	2	6	GO:0070700	MF	BMP receptor binding	0.0056	124.44
	2	6	GO:0060272	BP	embryonic skeletal joint morphogenesis	0.0056	124.44
	***4***	***33***	***GO:0001649***	***BP***	***osteoblast differentiation***	***0.0008***	***45.25***
	***3***	***28***	***GO:0030855***	***BP***	***epithelial cell differentiation***	***0.0033***	***40.00***
	4	42	GO:0030509	BP	BMP signaling pathway	0.0014	35.56
	4	55	GO:0030326	BP	embryonic limb morphogenesis	0.0022	27.15
	5	144	GO:0007507	BP	heart development	0.0029	12.96
	7	211	GO:0016564	MF	transcription repressor activity	0.0008	12.39
	6	406	GO:0045944	BP	positive regulation of transcription from RNA polymerase II promoter	0.0124	5.52
**cluster 5 (186 genes)**	4	33	GO:0048706	BP	embryonic skeletal system development	0.0425	12.54
	***5***	***47***	***GO:0048704***	***BP***	***embryonic skeletal system morphogenesis***	***0.0194***	***11.01***
	6	99	GO:0004888	MF	transmembrane receptor activity	0.0471	6.27
	***6***	***101***	***GO:0009952***	***BP***	***anterior/posterior pattern formation***	***0.0473***	***6.15***
	18	488	GO:0043565	MF	sequence-specific DNA binding	0.0008	3.82
	10	274	GO:0045941	BP	positive regulation of transcription	0.0425	3.78
**cluster 6 (475 genes)**	***4***	***8***	***GO:0048699***	***BP***	***generation of neurons***	***0.0186***	***20.52***
	***5***	***22***	***GO:0035108***	***BP***	***limb morphogenesis***	***0.0405***	***9.33***
	***7***	***38***	***GO:0042733***	***BP***	***embryonic digit morphogenesis***	***0.0150***	***7.56***
	7	45	GO:0060021	BP	palate development	0.0279	6.38
	11	103	GO:0003735	MF	structural constituent of ribosome	0.0150	4.38
	10	100	GO:0006414	BP	translational elongation	0.0351	4.10
	20	242	GO:0006397	BP	mRNA processing	0.0037	3.39
	17	236	GO:0008380	BP	RNA splicing	0.0186	2.96
**cluster 7 (73 genes)**	***3***	***18***	***GO:0001837***	***BP***	***epithelial to mesenchymal transition***	***0.0288***	***45.33***
**cluster 11 (405 genes)**	4	6	GO:0042273	BP	ribosomal large subunit biogenesis	0.0057	31.58
	29	100	GO:0006414	BP	translational elongation	0.0000	13.74
	21	103	GO:0003735	MF	structural constituent of ribosome	0.0000	9.66
	19	214	GO:0006412	BP	translation	0.0001	4.21
**cluster 12 (491 genes)**	5	17	GO:0070491	MF	repressing transcription factor binding	0.0373	11.43
	8	56	GO:0016566	MF	specific transcriptional repressor activity	0.0373	5.55
	21	261	GO:0000122	BP	negative regulation of transcription from RNA polymerase II promoter	0.0058	3.13
	16	209	GO:0016481	BP	negative regulation of transcription	0.0373	2.97
	16	211	GO:0016564	MF	transcription repressor activity	0.0373	2.95
	18	262	GO:0051301	BP	cell division	0.0437	2.67
	29	468	GO:0015031	BP	protein transport	0.0112	2.41
**cluster 14 (151 genes)**	***5***	***49***	***GO:0051216***	***BP***	***cartilage development***	***0.0224***	***12.95***

8/15 clusters were identified to contain cohorts of functional related genes (p<0.05; >2-fold enrichment) primarily represented by transcription factors (clustes 1/2/5/12) and genes associated with limb/skeletal morphogenesis (clusters 1/2/5/6). ‘Gene count’ represents the number of genes in the cluster with the specified biological process or molecular function, while ‘total # genes’ represents the total number of genes present on the microarray within the same category. Enrichment is fold over background. Genes corresponding to GO enriched categories highlighted in brown are plotted in Figure 5. BP biological process; MF molecular function.

In particular, the transcript corresponding to the novel gene *C130021I20Rik*, which was one of the most highly enriched transcript [classified among the top 100 genes at all developmental stages examined (E9.5 to E13.5)], was found to have a highly restricted expression pattern, primarily in the dorsal mesenchyme, highly similar to LIM homeodomain transcription factor 1 beta (*Lmx1b*) [9] (Figure 2C). 

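C130021I20Rik and its neighbour Lmx1b, which specifies dorsal fate, were both called above whole embryo from E9.5 to E11.5 in forelimb. C130021I20Rik was up-regulated in forelimb at every stage, with log2 fold changes of 2.94 ± 0.13, 3.95 ± 0.12, 3.81 ± 0.12, 3.35 ± 0.12 and 3.58 ± 0.12 (standard error, limma) from E9.5 to E13.5. At E13.5 its mean was 9.20 ± 0.02 (SD, n = 5) in forelimb and 5.62 ± 0.19 (SD, n = 2) in whole embryo, with an adjusted p of 7.35e-28 and 5 of 5 forelimb arrays above both whole-embryo arrays. Lmx1b was up-regulated at E9.5, E10.5 and E11.5 (1.70 ± 0.16, 1.40 ± 0.15 and 1.48 ± 0.15) and did not pass at E12.5 or E13.5 (0.57 ± 0.15 and 0.38 ± 0.15). At E11.5 Lmx1b had an adjusted p of 3.01e-11, and 4 of 4 forelimb arrays lay above whole embryo. In hindlimb, C130021I20Rik stood at 3.96 ± 0.12 and Lmx1b at 1.42 ± 0.15 at E13.5 and E11.5. Both genes passed in each limb at those stages, and both passed at E9.5, where all arrays were of the same set. A fit of the E9.5 groups alone called only 2 genes up-regulated in all.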

Further examination of the genomic locus of this transcript, revealed that in the mouse, its transcription start site is physically located 682 base pairs upstream of *Lmx1B*, and is transcribed on the opposite strand (Figure 3A). Using nucleotide blast we compared the *Lmx1B* 1.2 kb mRNA (NM_010725) to the *C130021I20Rik* mRNA (AK147796) and found no significant sequence homology between the transcripts. We also did a detailed *in situ* analysis of these two genes from E10.5 to E12.5 (Figure 3B–C) and found them to have highly similar expression patterns in the limb. The close proximity of these genes, the lack of sequence homology shared by the transcripts and the divergent transcriptional direction of these two genes suggest that they are transcribed from a bidirectional promoter and are likely to share *cis*-regulatory elements that may be required for their shared limb-specific expression patterns. *LMX1B* mutations in humans cause an autosomal dominant inherited disease called nail-patella syndrome (NPS), which is characterized by abnormalities of the arms and legs as well as kidney disease and glaucoma [10], [11]. Expression of *Lmx1b* has been described as dorso-mesenchymal and this gene has been shown to be critical for specification of dorsal limb cell fates and consequently dorso-ventral patterning of limbs [12]. *C130021I20Rik* also appears to be restricted to the dorsal mesenchyme (Figure 3B), suggesting that this new transcript may functionally cooperate with *Lmx1b* to play a central role in fate determination and/or cell differentiation in the dorsal limb.

**Figure 3:**
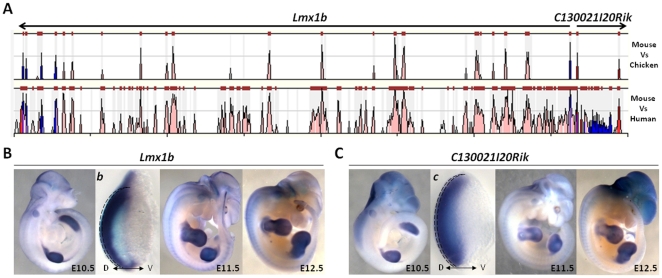
C130021I20Rik is a Novel Gene Co-transcribed from the Lmx1b Promoter, a well Known Limb Gene. *C130021I20Rik* was mapped to the *Lmx1b* gene locus (A) and found to be transcribed on the opposite strand. Time course *in situ* analysis revealed that *C130021I20Rik* (C) expression pattern is indistinguishable from its neighbor, *Lmx1b* (B), in the dorsal mesenchyme (b–c) suggesting that they are transcribed from the same divergent promoter and share limb-specific regulatory elements.

### Limits of Transcriptome Analysis: Missing Functional Genes with Low Limb Expression

To identify transcripts with elevated levels of expression in the limb we initially compared each limb sample to its corresponding whole embryo sample. In this comparison, genes that are highly expressed in the limb but at relatively low levels in all other parts of the embryo will emerge as ‘up-regulated’ in the limb. Even if a gene is expressed at high levels in other parts of the embryo, it will still be identified as ‘up-regulated’ in the limb as long as its overall RNA concentration (total RNA per sample volume) remains lower in the whole embryo as compared to the limb sample. In contrast, a gene that is ‘ubiquitously’ expressed will have similar RNA concentrations and hence will not be identified as ‘up-regulated in the limb. Thus, one potential limitation of this analysis stems from comparing the limb expression to the whole embryo expression; while powerful at extracting genes that are robustly expressed in the limb in relationship to other tissues, it falsely eliminates transcripts that are expressed in the limb at very low levels, or play important roles in non-limb tissues and are thus highly expressed in other parts of the embryo as well.

To estimate the rate of false negatives we examined how many genes known to cause limb defects are up-regulated in our comparisons. We extracted from the Mouse Genome Informatics Database (http://www.informatics.jax.org/) all the genes (674 genes) annotated with abnormal limb morphology (MP:0002109) as well as categories directly related to this one in the Phenotype Ontology hierarchy. Of these 674 genes, only 449 were represented on the array and 186 (41%) were significantly up-regulated in the limb in at least one comparison. Next we examined whether the genes that were not significantly up-regulated had different expression levels in the limb and in the whole embryo as compared with the genes up-regulated in the limb. We found that the genes that were not up-regulated in limb were expressed at significantly lower levels in the limb (P-value = 0.4×10^−13^, Wilcoxon rank sum test), but at approximately the same levels in the whole embryo. Furthermore, these genes were found to be expressed at lower levels in the limb as compared with all the genes on the array (P-value 2.9×10^−6^, Wilcoxon rank sum test), but not in the whole embryo. This analysis suggests that it is the particularly low level of expression of these genes in the limb rather than the differences in their average level of expression in the whole embryo that reduces our power to detect them in the context of this analysis (Figure S2).

We also examined 200 genes corresponding to the BMP, WNT, TGF-beta, hedgehog, FGF, and ROR signaling pathways, homeobox transcription factors along with other known signaling molecules and transcription factors linked to these pathways. 

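Ligands, receptors and targets of the BMP, WNT, FGF and retinoic acid pathways were among the genes higher in E11.5 forelimb than in whole embryo. In the BMP pathway, the target Id1 (3.31 ± 0.15) and the ligands Bmp7 (2.39 ± 0.15), Bmp4 (2.24 ± 0.14) and Bmp2 (1.92 ± 0.21) were up-regulated (log2 fold change ± standard error, limma), and the inhibitor of differentiation Id4 (-1.35 ± 0.18) was down-regulated. 11 of the 20 BMP pathway genes were up-regulated and 1 down-regulated (11 and 1 adjusted over the list alone), with a median log2 fold change of 1.11 (camera, adjusted p = 2.86e-04, and adjusted p = 0.0842 with an estimated correlation). In the WNT pathway, Ctnnb1 (2.33 ± 0.09), Wnt11 (2.12 ± 0.13), Lrp5 (1.95 ± 0.19), Lef1 (1.94 ± 0.18) and Dkk2 (1.92 ± 0.26) were up-regulated, of which Ctnnb1 encodes beta-catenin and Dkk2 a secreted inhibitor. 13 of the 33 WNT pathway genes were up-regulated (13 adjusted over the list alone), with a median log2 fold change of 0.81 (camera, adjusted p = 0.0012, and adjusted p = 0.142 with an estimated correlation). In the FGF pathway, the ligand Fgf18 (3.18 ± 0.32) and the target Etv5 (2.83 ± 0.11) led, followed by Fgf8 (2.07 ± 0.31), Fgf10 (1.71 ± 0.22) and Spry2 (1.52 ± 0.13), of which Fgf8 and Fgf10 keep the outgrowth of the bud going. 10 of the 20 FGF pathway genes were up-regulated (10 adjusted over the list alone), with a median log2 fold change of 0.93 (camera, adjusted p = 1.82e-04, and adjusted p = 0.0827 with an estimated correlation). In the retinoic acid pathway, the receptor Rarg (3.18 ± 0.17), the transporter Stra6 (2.42 ± 0.21) and the degrading enzyme Cyp26b1 (2.39 ± 0.21) were up-regulated. 5 of the 13 retinoic acid pathway genes were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 0.55 (camera, adjusted p = 0.0411, and adjusted p = 0.433 with an estimated correlation). Rarg had an adjusted p of 2.37e-20, and 4 of 4 forelimb arrays lay above both whole-embryo arrays. These comparisons cross between the 2 sets of arrays, and among genes with 2 or more probe sets the probe sets of a gene differed by a median of 0.723 log2 in E11.5 forelimb over whole embryo.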

We found 40% of these genes to be up-regulated in the limb in at least one comparison (82/200; Table S2). Twenty-nine percent (58) of these transcripts were down-regulated in the limb, compared to whole embryos, at least at one time point, and unchanged at all other time points, suggesting that a different part of the embryo had much greater expression of these transcripts than the expression observed in the limb. An additional 6 transcripts displayed a mixture of up-regulated and down-regulated incidences at specific time points, mostly in the *Hox* transcription factor category (4/6 genes). Most of the hedgehog signaling pathway genes were underrepresented among the up-regulated genes (*Gli2*; 1/7 was enriched in the limb), primarily because of their wide tissue distribution that masked their transcriptional enrichment in the limb.

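Several hedgehog pathway genes besides Gli2 were higher in limb than in whole embryo. Disp1 (1.81 ± 0.13), which releases the ligand from secreting cells, was up-regulated at E12.5, as were the co-receptor Gas1 (1.02 ± 0.11) and the transcription factor Gli2 (1.07 ± 0.11) (log2 fold change ± standard error, limma). Disp1 was up-regulated from E9.5 to E12.5, Gas1 from E10.5 to E13.5 and Gli2 at E11.5 and E12.5, and the repressor Gli3 at E13.5 alone (1.09 ± 0.12, adjusted p = 1.22e-10, 5 of 5 arrays above whole embryo). At E9.5, the ligand Shh (-1.68 ± 0.21) and the targets Gli1 (-1.73 ± 0.20) and Hhip (-1.19 ± 0.21) were down-regulated. 1 of the 14 hedgehog pathway genes was up-regulated and 3 down-regulated (1 and 3 adjusted over the list alone), with a median log2 fold change of 0.21 (camera, adjusted p = 0.929) at E9.5, where the mean was -0.06 and the median had the opposite sign. 2 of the 14 hedgehog pathway genes were up-regulated and 1 down-regulated (2 and 1 adjusted over the list alone), with a median log2 fold change of 0.44 (camera, adjusted p = 0.0049, and adjusted p = 0.165 with an estimated correlation) at E13.5. The paper states that wide expression of the pathway in the embryo masks an enrichment in the limb. Gas1 (0.72 to 0.99, adjusted p = 2.15e-10 to 2.45e-06) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 1 or E12.5 forelimb replicates 4 or 5. Gli2 (0.78, adjusted p = 5.08e-06) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 1. Gli3 (0.99, adjusted p = 9.27e-07) lost the call in E13.5 forelimb over whole embryo without E13.5 whole-embryo replicate 2. Hhip (-0.94, adjusted p = 0.00962) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2.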

Finally, we examined the expression values for genes transcribed at low, moderate and high levels in the limb. Genes on the arrays had (log2 transformed) expression values ranging from 2.4 to 14.6, with a median of 6.1. 

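Lrp5, a co-receptor for WNT ligands, was expressed at a low level in forelimb, at 4.15 ± 0.34 (SD, n = 3) at E9.5, 5.53 ± 0.15 (SD, n = 4) at E11.5 and 4.99 ± 0.16 (SD, n = 5) at E13.5 on the log2 scale. Shh, the ligand of the posterior margin of the bud, was at 5.24 ± 0.17 (SD, n = 3) at E9.5 and 7.37 ± 0.27 (SD, n = 5) at E10.5, its highest forelimb mean, and at 4.53 ± 0.12 (SD, n = 5) at E13.5. The paper's range for Shh reaches 8.8, above this highest mean, and the paper does not state which limbs its range covers. In whole embryo, where notochord and floor plate also express it, Shh was at 6.76 ± 0.06 (SD, n = 2) at E10.5 and 6.43 ± 0.03 (SD, n = 2) at E12.5. Over all genes and arrays the log2 values ran from 2.39 to 14.6 with a median of 5.98.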

Using the average expression values for *Lrp5* and *Shh*, genes known to have important roles in the limb, but expressed at low levels (*Lrp5*; 4.2–5.6 expression value range) or in a highly restricted cluster of cells (*Shh*; 4.7–8.8 expression value range), we identified 19 genes with low expression values (<5) at all 5 developmental time points. This list included 4 genes known to have limb defects as heterozygous or homozygous null (*Tbx6*/*Tbx22*/*HoxB13*/*Lmx1a*). These analyses suggest that up to 60% of genes of limb genes expressed at very low levels may be missed by this method (Table S2; genes highlighted in yellow). However, additional biological validation will be needed to confirm the true rate of false negatives.

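Tbx6, a gene of the tailbud and early somites, was down-regulated in E9.5 forelimb with a log2 fold change of -1.10 (standard error 0.24, adjusted p = 0.000378) in limma, and 2 of 3 forelimb arrays lay below both whole-embryo arrays. Tbx22, a gene of the palate, Hoxb13, a gene of the tail, and Lmx1a, a gene of the roof plate, were not called at any forelimb stage. At E11.5 their log2 fold changes were -0.17 ± 0.18, -0.83 ± 0.17 and 0.48 ± 0.18 (standard error), and forelimb means were 4.39 ± 0.12 (SD, n = 4), 4.64 ± 0.20 (SD, n = 4) and 4.87 ± 0.23 (SD, n = 4). Tbx6 did not pass from E10.5 on, at -0.39 ± 0.22 at E10.5 and -0.14 ± 0.22 at E13.5. Tbx6 (-1.12 to -0.17, adjusted p = 0.00119 to 0.561) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 1 or E9.5 forelimb replicates 1 or 3.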

### Shared Expression Profiles Reveal Gene Specific Functions in Limb Development

Genes significantly up-regulated in the forelimb clustered into 31 groups according to their expression profiles. Twenty of these groups were comprised primarily of the up-regulated expression profiles of 3213 transcripts or 91% of the total genes found to be up-regulated in at least one pair-wise comparison with the corresponding whole embryo control. These 20 clusters were further grouped into four major categories: early genes, peak genes, late genes and oscillating genes (Figure 4A–D; genes corresponding to each cluster are listed in Table S3). 

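Patterning genes were among the genes above whole embryo at all 5 forelimb stages. These included Hoxa9, Hoxa11, Hoxc5, Hoxd8 and Hoxd10 of the Hox clusters, the T-box genes Tbx5 and Tbx15, the homeobox genes Msx1, Prrx1, Prrx2 and Shox2, and Lef1 and Etv5, which respond to WNT and FGF. Hoxa9 had log2 fold changes of 1.83 ± 0.10 at E10.5 and 1.64 ± 0.10 at E13.5 (standard error, limma), Hoxa11 3.39 ± 0.15 and 1.81 ± 0.15, and Hoxd8 1.85 ± 0.14 and 1.33 ± 0.14. At E13.5, 5 of 5 forelimb arrays lay above both whole-embryo arrays for Hoxa11 (adjusted p = 5.38e-14). Lef1 and Etv5 stood at 2.19 ± 0.17 and 3.07 ± 0.11 at E10.5 and at 1.32 ± 0.17 and 2.07 ± 0.11 at E13.5. In all, 46 genes passed at the 5 stages. The count was 96 without the first whole-embryo replicate of E9.5, 27 without the second, 30 after quantile normalization, and 1 with each comparison fitted on its own groups.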

The expression of 247 transcripts was elevated at E9.5 and at least one other time point, as part of clusters 1–4 comprising the ‘early gene’ category, where only 44 transcripts were enriched at all examined time points (Figure 4A).

**Figure 4:**
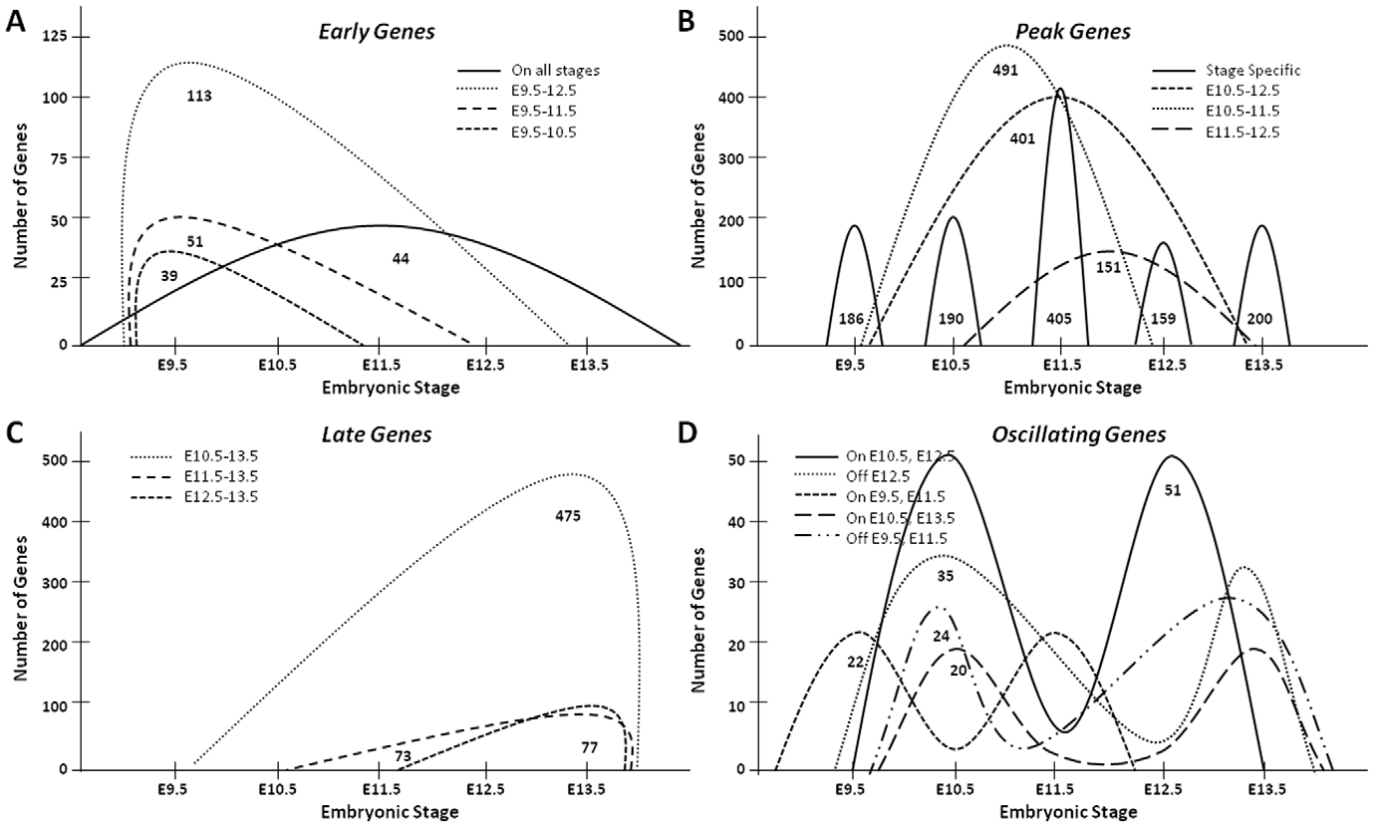
Temporal Expression Pattern Analysis in the Developing Forelimb. Clusters of co-transcribed genes were grouped into early genes (A), peak genes (B), late genes (C) and oscillating genes (D) based on their profiles. The number of genes corresponding to each curve are indicated below the trace.

A second category of genes, defined as ‘peak genes’, were distinctly up-regulated either at a single time point or within a narrow range of time points (Figure 4B). The largest cluster consisted of transcripts up-regulated at E10.5 and E11.5 (491). 

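Among the genes called above whole embryo at E10.5 and E11.5 alone were the ventral ectoderm gene En1, the LIM cofactor gene Lmo4, the endothelial cadherin gene Cdh5, the keratin gene Krt15 and the retinoic acid receptor gene Rara. En1 had log2 fold changes of 1.02 ± 0.24 at E10.5, 1.60 ± 0.24 at E11.5 and 0.72 ± 0.24 at E12.5 (standard error, limma), and Lmo4 1.10 ± 0.14, 1.22 ± 0.15 and 0.87 ± 0.14. Krt15 had 1.02 ± 0.22, 1.46 ± 0.23 and 0.81 ± 0.22, and Cdh5 1.10 ± 0.16, 1.01 ± 0.16 and 0.56 ± 0.16. The values at E12.5 lay above 0 and under the 2-fold threshold, and none of these genes was called in the test of the difference in enrichment between E11.5 and E12.5. En1 had an adjusted p of 3.32e-07 at E11.5, with 4 of 4 forelimb arrays above both whole-embryo arrays. Other ectoderm genes up-regulated at E10.5 were Krt5 (2.98 ± 0.15), Grhl3 (1.78 ± 0.18) and Tfap2c (1.57 ± 0.15). 8 of the 19 genes of surface ectoderm and epidermis were up-regulated (8 adjusted over the list alone), with a median log2 fold change of 0.50 (camera, adjusted p = 0.0197, and adjusted p = 0.456 with an estimated correlation) at E10.5. The endothelial genes Pecam1 (3.17 ± 0.12), Tie1 (1.80 ± 0.21) and Emcn (1.42 ± 0.14) passed too, and 4 of the 13 endothelial genes were up-regulated (4 adjusted over the list alone; median 0.22; camera, adjusted p = 0.146). In all, 414 genes were up-regulated at E10.5 and E11.5 alone. The count was 203 without the first whole-embryo replicate of E9.5, 259 without the first of E10.5 and 238 without the first of E11.5. It was 231 after quantile normalization and 89 with 4 whole-embryo arrays as 1 control, an alternative chosen after the data were seen. Against that control, in which stage is not matched, Krt15 changed sign at E10.5 and E11.5 and Krt5 at E10.5. Tfap2c, measured from the probe set of highest mean or of largest interquartile range alone, stood at -0.16 in E10.5 forelimb over whole embryo (adjusted p = 0.554). En1 (0.92 to 1.12, adjusted p = 6.62e-04 to 0.0137) lost the call in E10.5 forelimb over whole embryo without E10.5 whole-embryo replicates 1 or 2 or E10.5 forelimb replicates 3 or 4. En1 (1.08, adjusted p = 0.00222) and Lmo4 (1.00, adjusted p = 1.55e-05) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicate 1. Lmo4 (1.15, adjusted p = 4.58e-07) was called in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 2. Krt15 (0.90 to 0.95, adjusted p = 3.98e-04 to 0.00926) lost the call in E10.5 forelimb over whole embryo without E10.5 whole-embryo replicate 1 or E10.5 forelimb replicates 1, 2 or 5. Cdh5 (0.87, adjusted p = 4.09e-04) lost the call in E10.5 forelimb over whole embryo without E10.5 whole-embryo replicate 1. Cdh5 (0.96 to 0.99, adjusted p = 5.05e-06 to 2.42e-04) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicate 1 or E11.5 forelimb replicates 2 or 4.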

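The cartilage collagen Col9a1, the growth factor Fgf10 and the epidermal keratin Krt14 exceeded whole embryo from E10.5 to E12.5, while the growth factor Bmp2 and the chondroitin sulfotransferase Chst11 did so at E11.5 and E12.5. Col9a1 had log2 fold changes of 1.14 ± 0.16 at E10.5, 2.22 ± 0.17 at E11.5 and 1.59 ± 0.16 at E12.5 (standard error, limma), and the G protein Gna12 1.53 ± 0.12, 1.39 ± 0.12 and 1.02 ± 0.12. At E12.5, Bmp2 (2.18 ± 0.20), Mgp (1.57 ± 0.26) and Chst11 (1.45 ± 0.12) were up-regulated, of which Mgp encodes an inhibitor of mineralization. Bmp2 had an adjusted p of 1.11e-12, and 5 of 5 forelimb arrays lay above both whole-embryo arrays. Cartilage matrix genes up-regulated at this stage included Matn4 (3.35 ± 0.27), Cytl1 (2.56 ± 0.26), Hapln1 (1.92 ± 0.21) and Col9a2 (1.81 ± 0.29). 12 of the 22 cartilage genes were up-regulated (12 adjusted over the list alone), with a median log2 fold change of 1.14 (camera, adjusted p = 9.34e-05, and adjusted p = 0.168 with an estimated correlation). In all, 433 genes were up-regulated from E10.5 to E12.5 alone and 129 at E11.5 and E12.5 alone. The first count was 212 after quantile normalization. The E12.5 comparison crosses between the 2 sets of arrays, with the 3′ and 5′ probe sets of Gapdh 1.93 log2 apart on whole-embryo and -0.03 on forelimb arrays. Gna12, measured from the probe set of highest mean alone, stood at -0.08 in E11.5 forelimb over whole embryo (adjusted p = 0.643). Gna12, measured from the probe set of highest mean alone, stood at -0.39 in E12.5 forelimb over whole embryo (adjusted p = 0.0128). Col9a2 (1.30, adjusted p = 0.0027) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 1.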

A smaller cluster encompassed genes enriched between E10.5 and E12.5 (401) and 151 transcripts were significantly up-regulated at E11.5 and E12.5. Genes that peaked at a single time point were classified as ‘stage-specific’ genes and are discussed in the next section. A third category of genes, termed ‘*late genes*’ turned on past E9.5 and their up-regulated expression persisted up to E13.5, and possibly beyond. 

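Hand2, which sets up the posterior signalling centre, and Grem1, which inhibits BMPs, exceeded whole embryo from E10.5 to E13.5, as did the digit gene Hoxa13, while Hand2 was just under the threshold at E9.5 (0.98 ± 0.16). At E10.5 their log2 fold changes were 2.68 ± 0.15, 3.83 ± 0.35 and 2.38 ± 0.34 (standard error, limma), and at E13.5 1.04 ± 0.15, 1.89 ± 0.35 and 2.13 ± 0.34. Gdf5 and Nog, a growth factor and a BMP inhibitor of the joints, passed from E11.5 on, at 3.69 ± 0.25 and 1.84 ± 0.25 at E11.5 and 2.37 ± 0.24 and 1.36 ± 0.24 at E13.5. For Gdf5 at E11.5 the adjusted p was 7.89e-17, and 4 of 4 forelimb arrays lay above both whole-embryo arrays. At E12.5 and E13.5 alone, the receptor Tgfbr3 (1.02 ± 0.13 and 1.18 ± 0.13), the link protein Hapln1 (1.16 ± 0.21 at E13.5) and the muscle protein Ttn (1.70 ± 0.22 and 2.44 ± 0.22) passed. 6 of the 10 joint genes were up-regulated and 1 down-regulated (6 and 1 adjusted over the list alone), with a median log2 fold change of 1.39 (camera, adjusted p = 0.0098, and adjusted p = 0.0827 with an estimated correlation) at E11.5, led by Osr1, Gdf5 and Osr2 (2.45 ± 0.16). 5 of the 12 tendon genes were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 0.78 (camera, adjusted p = 0.0035, and adjusted p = 0.144 with an estimated correlation) at E13.5, namely Kera (3.09 ± 0.24), Tnc (1.59 ± 0.27), Mkx (1.49 ± 0.19), Scx (1.05 ± 0.13) and Dcn (1.04 ± 0.13). In all, 524 genes were up-regulated from E10.5 to E13.5 alone, 61 from E11.5 to E13.5 and 96 at E12.5 and E13.5. Genes with several probe sets showed a median spread of 0.628 log2 between probe sets at E13.5, a comparison between the 2 sets of arrays. Hand2 (1.08 to 1.35, adjusted p = 9.06e-08 to 1.20e-05) was called in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 1 or E9.5 forelimb replicate 3. Hand2 (0.98, adjusted p = 6.90e-05), Grem1 (1.72, adjusted p = 0.00232), Nog (1.25, adjusted p = 0.00112) and Scx (0.94, adjusted p = 8.60e-06) lost the call in E13.5 forelimb over whole embryo without E13.5 whole-embryo replicate 1. Tgfbr3 (0.97 to 1.00, adjusted p = 2.49e-08 to 3.05e-06) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 2 or E12.5 forelimb replicates 2, 4 or 5. Hapln1 (1.13, adjusted p = 0.00104) and Dcn (0.96, adjusted p = 1.05e-05) lost the call in E13.5 forelimb over whole embryo without E13.5 whole-embryo replicate 2.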

A large number of transcripts (475) were found significantly up-regulated from E10.5 to E13.5, while smaller cohorts were enriched from E11.5 (73) or E12.5 (77) and beyond.

The last category of genes, ‘*oscillating genes*’ is represented by clusters of genes that display patterns of oscillating up-regulation in the limb, relative to whole embryo. 

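Bambi, a decoy receptor for BMPs, was up-regulated at E9.5 and E11.5 and not at E10.5, with log2 fold changes of 1.51 ± 0.11 at E9.5, 0.68 ± 0.10 at E10.5 and 1.10 ± 0.11 at E11.5 (standard error, limma). At E9.5 its adjusted p was 5.14e-14, and 3 of 3 forelimb arrays lay above both whole-embryo arrays. Bambi at E10.5 stayed above 0 and missed the fold change of 2. It was 1 of 12 genes up-regulated at exactly E9.5 and E11.5. The count was 121 and 3 without the first and second whole-embryo replicate of E9.5, 47 and 7 without those of E10.5, and 6 and 61 without those of E11.5. At exactly E10.5 and E12.5, 42 genes were up-regulated, and 76 without the second whole-embryo replicate of E12.5. At exactly E10.5 and E13.5, 20 were, and 12 without the same array.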

A small number of genes (151) were distributed among these 5 clusters, with the smallest clusters representing genes that are up-regulated only at E9.5 and E11.5 (22), or at E10.5 and E13.5 (20). To determine if these genes truly have an oscillating behavior or whether their profiles are misleadingly derived because of fluctuating expression levels in the whole embryo we normalized the log2 expression value of each gene so that the mean and standard deviation across all the arrays are 0 and 1 respectively and plotted the limb and whole embryo expression in Figure S3. For most whole embryo samples we found the log2 expression to be negative, corresponding to low level of expression in the whole embryo. In most cases we found that, indeed, the limb expression oscillates, but the oscillating behavior was due either to variability in the limb expression only, or both in the limb and whole embryo (Figure S3). For example, in the case of genes that are “on” in the forelimb at E10.5 and E12.5 (51 genes), we actually have two effects at work: these genes are particularly highly expressed in the limb at these time points, but they are also slightly less expressed in the whole embryo as well, magnifying this effect. Similar observations were made for genes “on” in the fore-limb at E10.5 and E13.5: their expression was slightly decreased in the forelimb at E11.5 and E12.5, but also slightly increased in the whole embryo. Although the observed changes in expression are obviously not restricted to the limb, there is a limb-specific trend in their expression and this trend in the limbs is contrary to that in the whole embryo.

One goal of using cluster analysis for such comprehensive expression datasets is to detect co-expressed genes, potentially revealing gene networks likely to regulate functionally distinct developmental processes such as chondrogenesis, osteoblastogenesis or myogenesis that progress concomitantly (Figure 5A). While the limb has long been an important model system for examining the molecular mechanisms of tissue patterning during development, its tissue heterogeneity, with many different cell types and signaling pathways intersecting to build complex multifunctional structures, poses a great challenge for the identification of functionally related genes. In Figure 5 we have outlined the events, developmental landmarks, and few molecular markers currently known for the formation of skeletal elements, muscle, nerves and skin between E9.5 and E14.5. To determine whether we can identify new gene candidates likely to contribute to one, or more of these pathways, we examined all clusters with more than 40 transcripts (15 clusters) for the presence of enriched functional categories (enrichment ≥2 fold with *p*-values adjusted for multiple testing ≤0.05) using the available Gene Ontology (GO) annotation for each transcript. ∼50% of the clusters examined (8/15) were found to be statistically enriched in genes that share a molecular function or a biological process (Table 2).

**Figure 5:**
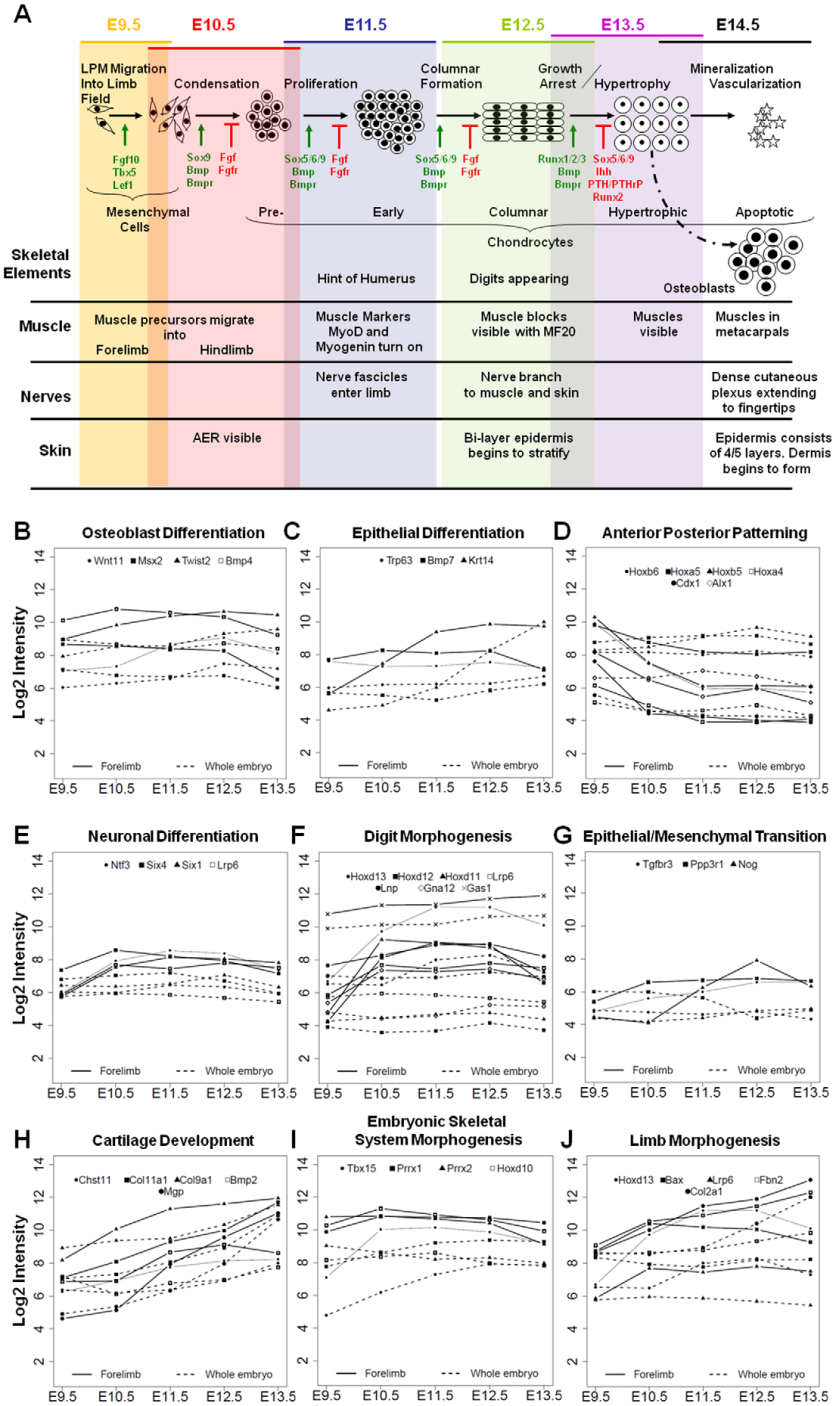
Differentiation Events Corresponding to Stages of Limb Development and Functional Category Enrichments that Describe some of these Events. Here we graphically depict the change in cell types and tissue formation as a function of developmental stage, highlighting key events during bone, muscle, nerve and skin formation (A). Some key molecules known to participate in these processes are also included along with the cell type morphologies for different stages of skeletal development. GO analysis identified several enrichment categories including osteoblast differentiation (B), epithelial differentiation (C), anterior-posterior patterning (D), neuronal differentiation (E), digit morphogenesis (F), epithelial to mesenchymal transition (G), cartilage development (H), embryonic skeletal system morphogenesis (I) and limb morphogenesis (J). For each plot log2 intensity is on the y axis, and developmental stages are on the x-axis. For each gene the solid trace depicts limb expression and the dashed trace depicts expression found in the whole embryo. Each gene corresponds to a different symbol along the traces.

Clusters 1, 2, 5, and 6 were found to be enriched in transcripts involved in limb and skeletal morphogenesis, while clusters 1, 2, 5 and 12 were enriched in genes associated with transcriptional regulatory functions. 

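Tbx15 and Hoxd10, 2 genes of the embryonic skeleton that stayed above whole embryo throughout, peaked at E10.5. Tbx15, which shapes the scapula and long bones, had log2 fold changes of 4.21 ± 0.16 at E10.5 and 1.99 ± 0.16 at E13.5 (standard error, limma), and Hoxd10, which patterns the forearm, 2.94 ± 0.10 and 2.11 ± 0.10. Shox2, a gene of the upper arm, stood at 4.01 ± 0.14 and 1.96 ± 0.14. Tbx15 had an adjusted p of 3.86e-25 at E10.5, with 5 of 5 forelimb arrays above both whole-embryo arrays. All 4 genes of the panel on skeletal morphogenesis, Tbx15, Prrx1, Prrx2 and Hoxd10, were up-regulated at E10.5 (4 adjusted over the list alone; median 2.85; camera, adjusted p = 1.15e-05), and they were selected on these arrays, which is not independent evidence. Lys, a spiked transcript, read 7.43 to 10.4 on whole-embryo and E9.5 forelimb arrays and 2.82 to 3.37 on later limb arrays, between which the E10.5 to E13.5 values are compared.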

The transcripts in cluster 1 (44 transcripts) were up-regulated in the limb at all examined time points; 45% of them had documented limb and/or skeletal defects (20/44) and 40% corresponded to transcription factors (18/44), a 12-fold enrichment for DNA binding transcription factor activity (Tables 2; S3).

We plotted the relative expression levels for the genes corresponding to osteoblast differentiation, epithelial differentiation, anterior-porterior patterning, neuronal differentiation, digit morphogenesis, epithelial-mesenchymal transition, cartilage development, embryonic skeletal morphogenesis, and limb morphogenesis enriched categories in Figure 5B–J and examined their expression dynamics vis-à-vis what is known about the morphological events during this developmental time course (Figure 5A). For most of these clusters we found a tight correlation between their expression pattern and the function they are known to participate in. For example anterior-posterior pattering is an early event, therefore most of the genes associated with this function had the highest expression level at E9.5, and continued to decline beyond this time point (Figure 5D). In contrast, digit morphogenesis occurs beyond E10.5, and most transcripts associated with this function were not expressed at E9.5, but were sharply up-regulated at E10.5 and beyond (Figure 5F). 

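Genes of anterior-posterior patterning were highest in E9.5 forelimb and fell by E10.5. Hoxb5 fell by 2.84 ± 0.30 log2 from E9.5 to E10.5 (standard error, limma), Hoxb6 by 2.50 ± 0.24, Hoxa4 by 1.21 ± 0.18, Hoxa5 by 1.20 ± 0.15, and the homeobox genes Cdx1 and Alx1 by 3.19 ± 0.16 and 1.85 ± 0.21. Cdx1, which sets Hox expression along the body axis, went from 7.61 ± 0.14 (SD, n = 3) to 4.42 ± 0.18 (SD, n = 5) (adjusted p = 7.34e-21), with 5 of 5 E10.5 arrays below every E9.5 array. 6 of the 6 genes of the panel were down-regulated (6 adjusted over the list alone), with a median log2 fold change of -2.18 (camera, adjusted p = 1.16e-04) between E9.5 and E10.5. Against whole embryo, 6 of 6 were up-regulated at E9.5 (median 1.68; camera, adjusted p = 4.16e-05), a comparison within 1 set of arrays. With the E9.5 groups fitted alone, limma called 2 genes up-regulated in all, so the 6 calls rest on the fit of all groups. The calls of Hoxb5 and Hoxb6 at E9.5 also depended on E9.5 whole-embryo replicate 2. From E10.5 to E11.5, Hoxb5 and Hoxb6 fell again, by 1.38 ± 0.28 and 1.51 ± 0.22, and 2 of the 6 were down-regulated. These genes were placed in the figure by their profiles on the same arrays and are not independent evidence. The paper states that most genes of the panel are highest at E9.5 because this patterning is an early event. The step from E9.5 to E10.5 crosses between the 2 sets of arrays, and probe sets of a gene differed over it by a median of 0.520 log2, against 0.149 for the next step. Hoxb5 (-1.33 to -1.22, adjusted p = 0.00124 to 0.00215) lost the call from E10.5 to E11.5 in forelimb without E10.5 forelimb replicate 4 or E11.5 forelimb replicates 3 or 4.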

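Genes of digit morphogenesis rose in the forelimb between E9.5 and E10.5, led by the posterior HoxD genes. Hoxd12 rose by 3.85 ± 0.22 log2 (standard error, limma), Hoxd11 by 4.51 ± 0.12 and Hoxd13 by 3.38 ± 0.18, and Hoxd11 went from 4.71 ± 0.30 (SD, n = 3) to 9.22 ± 0.18 (SD, n = 5) (adjusted p = 2.95e-30), with 5 of 5 E10.5 arrays above every E9.5 array. 4 of the 7 genes of the panel were up-regulated (4 adjusted over the list alone), with a median log2 fold change of 1.34 (camera, adjusted p = 1.47e-06). Gas1 (0.37 ± 0.09) and Lnpk (0.80 ± 0.14) did not pass, and Lrp6, a WNT co-receptor, and Gna12 were at 1.34 ± 0.13 and 0.95 ± 0.10. Against whole embryo, 7 of the 7 were up-regulated at E10.5 (median 1.77; camera, adjusted p = 4.13e-06). Within the later arrays Hoxd13 rose again from E10.5 to E11.5, by 1.62 ± 0.16. These genes were placed in the figure by their profiles on the same arrays and are not independent evidence. The same holds for the panel on limb morphogenesis, of which Hoxd13 (3.46 ± 0.20), Lrp6 (1.77 ± 0.15), the fibrillin gene Fbn2 (1.21 ± 0.13) and the cartilage collagen Col2a1 (1.45 ± 0.22) were up-regulated at E10.5 (4 of 4 and 4 adjusted over the list alone; median 1.61; camera, adjusted p = 0.003, and adjusted p = 0.0586 with an estimated correlation), while its gene Bax was not analysed here. The paper states that digit morphogenesis takes place beyond E10.5. Mean Dap signals were 13.0 log2 on E9.5 and 3.34 on E10.5 forelimb arrays, and the first step compares arrays of the 2 sets.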

The most surprising observation was for genes associated with osteoblast differentiation (Figure 5B). Osteoblasts themselves are not ‘present’ in the limb until late E12.5, early E13.5, yet, these genes seemed to be consistently expressed at high levels during most time points, suggesting that these genes either participate in multiple independent events during limb morphogenesis, or that osteoblast specification and differentiation may initiate much earlier than anticipated and new cell-type specific markers may be needed to discriminate pre-osteoblasts from mature osteoblasts. 

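The 4 genes of the osteoblast panel, Wnt11, Msx2, Twist2 and Bmp4, act in early limb signalling as well as in bone. At E10.5, Wnt11 (1.01 ± 0.12), Twist2 (1.30 ± 0.13) and Bmp4 (2.15 ± 0.13) were up-regulated over whole embryo (log2 fold change ± standard error, limma), and Msx2 (0.54 ± 0.11) was not called. Bmp4 had an adjusted p of 7.43e-18, with 5 of 5 forelimb arrays above both whole-embryo arrays. 3 of the 4 genes of the panel were up-regulated (3 adjusted over the list alone), with a median log2 fold change of 1.16 (camera, adjusted p = 0.0065, and adjusted p = 0.0586 with an estimated correlation) at E10.5. These genes were placed in the figure by their profiles on the same arrays and are not independent evidence. Genes of the bone matrix rose later. Ibsp, a bone sialoprotein, rose by 3.69 ± 0.22 log2 in forelimb from E12.5 to E13.5 (adjusted p = 1.61e-17; 5 of 5 E13.5 arrays above every E12.5 array), and the collagen genes Col1a1 (1.64 ± 0.19) and Col1a2 (1.44 ± 0.08) rose with it. 3 of the 7 osteoblast genes were up-regulated (3 adjusted over the list alone), with a median log2 fold change of 0.88 (camera, adjusted p = 5.13e-07) in this step, and 5 of the 7 osteoblast genes were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 1.15 (camera, adjusted p = 4.77e-07) in hindlimb, where Ibsp rose by 1.23 ± 0.22. Limb arrays of E12.5 and E13.5 belong to 1 set by Dap and Gapdh, yet the 3′ less 5′ signal of Actb was 0.20 to 0.27 log2 at E12.5 and 0.36 to 0.62 at E13.5. Probe sets of a gene differed over this step by a median of 0.335 log2 in forelimb and 0.253 in hindlimb, against 0.147 and 0.153 for the step before. The paper proposes that the panel genes act in several events of limb morphogenesis or that osteoblast specification starts earlier than anticipated. Wnt11 (0.94 to 0.97, adjusted p = 1.24e-08 to 3.22e-06) lost the call in E10.5 forelimb over whole embryo without E10.5 whole-embryo replicate 1 or E10.5 forelimb replicates 2 or 5. Ibsp (0.97, adjusted p = 1.46e-04) lost the call from E12.5 to E13.5 in hindlimb without E13.5 hindlimb replicate 2.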

While functional correlation of genes comprising these clusters can only be achieved through experimentation and validation, these new relationships can assist prioritization in future functional characterization of limb genes and conclusively link the genes with the biological process they mediate during musculoskeletal morphogenesis.

### Stage Specific Limb Development is Regulated by Redundant Mechanisms

With the aim of identifying the genes that determine limb patterning at particular developmental stages, we first established differences among cohorts of up-regulated genes between all pairs of successive time points. Overall, less than 27% of genes were differentially expressed between consecutive time points, with most changes ranging between 3–10% of the total 6216 differentially expressed transcripts were limb specific. 

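From E9.5 to E10.5 the forelimb gained posterior HoxA and HoxD genes. Osr1 (3.60 ± 0.18) and Osr2 (2.43 ± 0.13), transcription factors of the joints and mesenchyme, rose between the 2 stages (log2 fold change ± standard error, limma), as did Mkx (1.84 ± 0.17) and Scx (1.32 ± 0.11) of the tendons and Myf5 (1.87 ± 0.20) and Met (1.83 ± 0.12) of the muscle precursors. Osr1 had an adjusted p of 4.54e-21, with 5 of 5 E10.5 arrays above every E9.5 array. 7 of the 10 posterior HoxA and HoxD genes were up-regulated (7 adjusted over the list alone), with a median log2 fold change of 1.63 (camera, adjusted p = 1.25e-04). In forelimb itself, 1044 genes rose and 328 fell. Counted by enrichment over whole embryo, 1688 genes were up-regulated at E10.5 and not at E9.5, and 158 at E9.5 and not at E10.5. Of the 1688, 847 (50.2%) gained in enrichment over whole embryo by the test of the difference, and 768 (45.5%) rose in forelimb. The gain in enrichment was called in 1006 genes and a loss in 322, the latter in 805 without the first whole-embryo replicate of E9.5 and in 496 after quantile normalization, where the 1688 were 1078. Without the first or second of these replicates the 158 were 1036 and 54. The 2 stages belong to different sets of arrays, with 3′ and 5′ probe sets of Gapdh 0.08 log2 apart on E10.5 forelimb arrays.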

We found the most dramatic up-regulation of gene expression to occur between E9.5 and E10.5 fore-limb comparisons, where ∼8 times more transcripts or 27% of total transcripts were more highly expressed at E10.5 forelimb than at E9.5. In the hindlimb, a similar transition was observed between E11.5 and E12.5 where the E11.5 hindlimb had 6 times more genes expressed than the E12.5 hindlimb. 

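Between E11.5 and E12.5 the hindlimb gained cartilage and muscle genes while red blood cell genes fell. Of the cartilage matrix, Matn1 (2.36 ± 0.28), Epyc (1.59 ± 0.26) and Cytl1 (1.42 ± 0.20) rose (log2 fold change ± standard error, limma), as did the contractile genes Tnnc1 (2.15 ± 0.39), Myh3 (2.08 ± 0.43) and Acta1 (1.90 ± 0.40), and the erythroid genes Rhag and Klf1 fell by 2.30 ± 0.22 and 1.91 ± 0.20. Matn1 had an adjusted p of 2.92e-08, with 5 of 5 E12.5 arrays above every E11.5 array. 8 of the 22 cartilage genes were up-regulated (8 adjusted over the list alone), with a median log2 fold change of 0.64 (camera, adjusted p = 7.35e-15) in this step. 11 of the 26 skeletal muscle genes were up-regulated and 1 down-regulated (12 and 1 adjusted over the list alone), with a median log2 fold change of 1.07 (camera, adjusted p = 1.09e-09, and adjusted p = 0.122 with an estimated correlation). In hindlimb itself 106 genes rose and 44 fell. Counted by enrichment over whole embryo, 1021 genes were up-regulated at E11.5 and not at E12.5, and 174 at E12.5 and not at E11.5. Of the 1021, 52 (5.09%) lost enrichment by the test of the difference and 9 (0.881%) fell in hindlimb. The 1021 were 525 after quantile normalization and 335 with 4 whole-embryo arrays as 1 control, an alternative chosen after the data were seen. A loss of enrichment was called in 237 of all genes, which became 113 and 839 without the first and second whole-embryo replicate of E11.5, 498 and 498 without those of E9.5, and 138 without the second of E12.5. A gain was called in 48, in 79 without the second of E11.5 and in 102 after quantile normalization. The 174 were 112 and 371 without the first and second whole-embryo replicate of E12.5. Myh3 (1.73 to 2.05, adjusted p = 0.00155 to 0.00446) and Acta1 (1.57 to 1.90, adjusted p = 0.00145 to 0.00498) lost the call from E11.5 to E12.5 in hindlimb without E11.5 hindlimb replicates 3, 4 or 5 or E12.5 hindlimb replicates 2, 3, 4 or 5.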

Since hindlimb development is delayed approximately by half a day in relationship to fore-limb development [13], we compared the overlap between E10.5 fore-limb specific genes (1675) and E11.5 hind-limb specific genes (1193). 

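Cartilage and muscle genes marked the hindlimb step from E10.5 to E11.5. Cnmd (3.97 ± 0.32), Matn4 (3.25 ± 0.22), Col9a2 (2.26 ± 0.23) and Col2a1 (2.04 ± 0.18) of the cartilage matrix rose (log2 fold change ± standard error, limma), together with the muscle genes Myog (3.42 ± 0.45), Tnnt1 (3.48 ± 0.23) and Myl1 (3.85 ± 0.38) and the tendon matrix gene Kera (3.98 ± 0.20). Cnmd had an adjusted p of 1.72e-13, with 5 of 5 E11.5 arrays above every E10.5 array. 10 of the 22 cartilage genes were up-regulated and 1 down-regulated (10 and 1 adjusted over the list alone), with a median log2 fold change of 0.78 (camera, adjusted p = 3.88e-11) in this hindlimb step, and 12 of the 26 skeletal muscle genes were up-regulated and 1 down-regulated (12 and 1 adjusted over the list alone), with a median log2 fold change of 0.98 (camera, adjusted p = 1.05e-07, and adjusted p = 0.251 with an estimated correlation). Of the genes up-regulated in forelimb at E10.5 and not E9.5 and those in hindlimb at E11.5 and not E12.5, 544 were shared, 53.3% of the hindlimb and 32.2% of the forelimb genes. Independent lists of these sizes would share 94.7. Both lists hold only genes higher in limb than in whole embryo, so sharing above that number cannot by itself show similar stages. The shared count was 315 without the first whole-embryo replicate of E9.5 and 349 without the first of E11.5, and 267 after quantile normalization and 239 with 4 whole-embryo arrays as 1 control, an alternative chosen after the data were seen. The paper proposes that the 2 stages may pass through similar morphological processes. Both lists cross between the 2 sets of arrays, with a median spread between probe sets of 0.688 log2 at E10.5 in forelimb and 0.751 at E11.5 in hindlimb.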

We found 607 transcripts or 50% of genes to be shared among these two cohorts, suggesting that E10.5 in forelimb and E11.5 in hindlimb may be proceeding through similar morphological processes and may represent key transitional time points during limb development, with the greatest number of up-regulated transcripts during the E9.5 to E13.5 developmental window.

Next, we turned to the analysis of strictly stage-specific genes, i.e., genes that are exclusively up-regulated at one time point (Figure 4B; stage specific genes). E11.5 had the largest number of *stage-specific* transcripts (405 or 7%), E12.5 has the least (159 or 3%), while all other time points had an average of 192 genes (3%). 

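Genes called above whole embryo in forelimb at E11.5 alone included the muscle regulator Myog (2.37 ± 0.58), the complement genes C1qa (1.35 ± 0.16) and C1qc (1.24 ± 0.21) and the collagen Col11a1 (1.22 ± 0.16) (log2 fold change ± standard error, limma). At E12.5 alone, the collagen Col14a1 (1.02 ± 0.15) and the desmosome gene Dsp (1.21 ± 0.15) did, while Col14a1 was just under the threshold at E9.5 (0.93 ± 0.17). At E13.5 alone, the tendon genes Tnc and Dcn, the growth factor receptor Fgfr3 (1.10 ± 0.19) and the muscle regulator Mef2c (1.09 ± 0.18) did, and at E9.5 alone the signalling genes Spry1 (1.66 ± 0.22), Pth1r (1.08 ± 0.20) and Egr1 (1.38 ± 0.24). Myog had an adjusted p of 0.000519, with 4 of 4 forelimb arrays above both whole-embryo arrays. Genes up-regulated at exactly 1 forelimb stage numbered 144 at E9.5, 209 at E10.5, 338 at E11.5, 135 at E12.5 and 203 at E13.5. By the test of the difference in enrichment, 12 of those of E11.5 gained over E10.5 and 18 lost by E12.5, and 31 of those of E9.5 lost by E10.5. Of those of E10.5, 36 gained over E9.5 and 4 lost by E11.5. Of those of E12.5, 3 gained over E11.5 and 14 lost by E13.5. Of those of E13.5, 37 gained over E12.5. The E9.5 count was 910 and 48 without the first and second whole-embryo replicate of E9.5. The E10.5 count was 321 and 376 without the second replicate of E10.5 or the first of E11.5. The E11.5 count was 669 without the second replicate of E11.5 and 28 with 4 whole-embryo arrays as 1 control, an alternative chosen after the data were seen. The E12.5 count was 313 without the second replicate of E12.5. After quantile normalization the E10.5 and E11.5 counts were 123 and 206. With each comparison fitted on its own groups, the E9.5 count was 0 and the E10.5 count 341. Fgfr3, measured from the probe set of highest mean or of largest interquartile range alone, stood at -0.36 in E13.5 forelimb over whole embryo (adjusted p = 0.233). Mef2c, measured from the probe set of highest mean alone, stood at -0.08 in E13.5 forelimb over whole embryo (adjusted p = 0.762). Against 4 whole-embryo arrays as 1 control, in which stage is not matched, C1qc and Col11a1 changed sign at E11.5 and Pth1r at E9.5. Myog (2.30 to 2.42, adjusted p = 0.00134 to 0.00921) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicates 1 or 2 or E11.5 forelimb replicates 3 or 4. C1qc (0.85, adjusted p = 0.00621) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicate 1. Col14a1 (0.99 to 1.00, adjusted p = 1.10e-06 to 1.21e-06) lost the call in E12.5 forelimb over whole embryo without E12.5 forelimb replicates 4 or 5. Col14a1 (1.00, adjusted p = 1.53e-04) was called in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 1. Spry1 (0.85, adjusted p = 0.00186) and Pth1r (0.41, adjusted p = 0.134) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2.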

Twenty-three of these transcripts were also found among the top 100 overexpressed genes in the fore-limb, and are highlighted in Table S1 by 1 or 3 asterisks. We examined the known molecular function, description of available knock-out mouse phenotypes and the documented limb expression in whole mount mouse embryos for these 1121 genes (Table S4). E9.5 enriched transcripts had the largest number of confirmed musculoskeletal null phenotypes (30/184 or 16%), while E13.5 had the lowest (9/183 or 5%). The reverse relationship was observed for genes without any reported function in the limb, where 82% of the E13.5 enriched transcripts (150/183) had no available knockout, nor was the gene ever linked to any embryonic limb developmental function; in contrast 57% of the E9.5 enriched genes present in this category (106/184) (Figure 6A).

**Figure 6:**
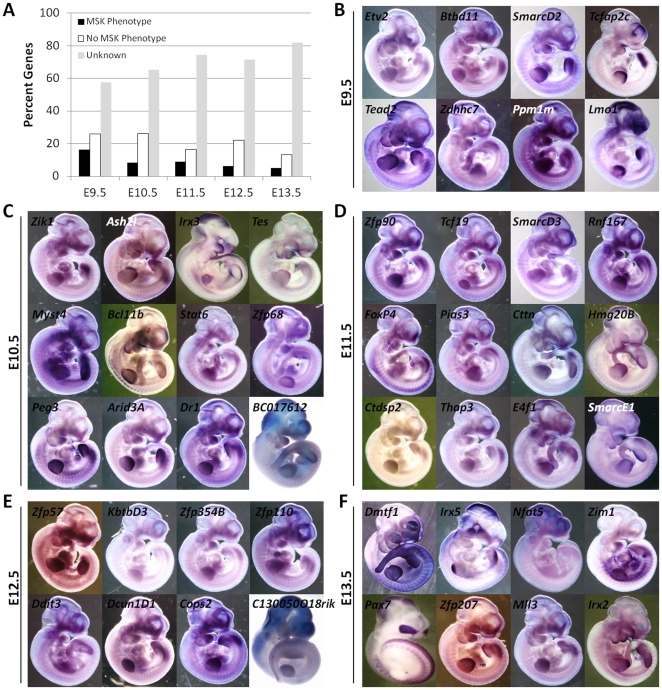
Analysis of Stage Specific Gene Expression. 1140 transcripts were found to be significantly up-regulated exclusively at one developmental time point. A large fraction of these stage specific genes were found to be novel (A), in particular at E13.5 only 5% of the transcripts had confirmed musculoskeletal knockout phenotypes and 6% of the genes have been validated by *in situ* hybridization. A survey of available *in situ* expression profiles for genes with peak expression levels at E9.5 (B), E10.5 (C), E11.5 (D), E12.5 (E) and E13.5 (F) revealed that they display a wide range of patterns, and include closely related members of gene families such as Irx, Smarc and zinc finger transcription factors.

The *in situ* expression pattern survey of these 1121 stage specific genes revealed that with the exception of E9.5 and E10.5 genes where 18.5% and 11.5% were confirmed to be expressed in the limb, all other time points had less than 7% of genes with reported limb expression data. In Figure 6 we show the spatial expression pattern for representative stage specific genes from each time point (marked by an asterisk in Table S4). While a majority of these transcripts appear to be expressed throughout the limb bud (without differentiating between superficial ectodermal staining and mesenchymal deep staining), a large number of these genes also exhibit restricted and unique limb expression patterns. Interestingly, even transcripts where the available knockout mouse has not been reported to have a musculoskeletal defect show highly restricted limb expression patterns. Such genes include *Lmo1, Lmo3, Irx2* and *Irx5* transcription factors (Figure 6). 

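Lmo1 was called above whole embryo early in forelimb, and Irx2 late. Lmo1, a LIM cofactor, was up-regulated at E9.5 (1.48 ± 0.25, standard error, limma) and down-regulated at E12.5 and E13.5 (-1.87 ± 0.23 and -1.99 ± 0.23). Irx2 and Irx5, homeobox genes of the digits, were up-regulated at E13.5 alone (1.20 ± 0.16 and 1.01 ± 0.19), and at E9.5 Irx2 was down-regulated (-1.19 ± 0.18) and Irx5 just under the threshold (0.96 ± 0.20). Irx2 had an adjusted p of 2.03e-08 at E13.5, with 5 of 5 forelimb arrays above both whole-embryo arrays. Lmo3 was down-regulated at every forelimb stage, from -1.39 ± 0.16 at E9.5 to -3.39 ± 0.15 at E13.5, where 5 of 5 forelimb arrays lay below whole embryo. Between E12.5 and E13.5 the forelimb differed by 0.41 ± 0.12 log2 in Irx2 and 0.19 ± 0.14 in Irx5. Lmo1 (0.83, adjusted p = 0.0352) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2. Irx5 (0.97, adjusted p = 4.22e-05 to 0.00125) lost the call in E13.5 forelimb over whole embryo without E13.5 whole-embryo replicate 2 or E13.5 forelimb replicate 1. Irx5 (1.00 to 1.54, adjusted p = 1.00e-07 to 7.93e-04) was called in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 1 or E9.5 forelimb replicate 3.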

While *Lmo1* and *Lmo3* knockouts have no obvious phenotypes, the *Lmo1/Lmo3* double knockout dies shortly after birth due to neural tube defects. In contrast *Lmo2* and *Lmo4* knockouts die embryonically before E10.5, suggesting that some or all of the 4 *Lmo* family members have redundant and overlapping functions, possibly including aspects of limb development [14].

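The paper assigns a group of zinc finger genes to the KRAB family of transcriptional repressors, which was not checked here. Of these genes, Zfp324 (1.31 ± 0.15), Zfp110 (1.16 ± 0.08), Zfp354b (1.04 ± 0.18) and Zfp57 (1.02 ± 0.14) were up-regulated in E12.5 forelimb alone (log2 fold change ± standard error, limma). Zfp90 (1.17 ± 0.09), Zfp637 (1.03 ± 0.11) and Zfp13 (1.01 ± 0.14) were up-regulated in E11.5 forelimb alone. Zfp760 (1.24 ± 0.11), Zfp280d (1.13 ± 0.13), Zfp783 (1.09 ± 0.15) and Zfp207 (1.07 ± 0.14) were up-regulated in E13.5 forelimb alone. Zfp775 (1.11 ± 0.20) passed at E9.5 alone and Zfp418 (1.07 ± 0.15) at E10.5 alone, while Zfp771, Zfp763, Zfp715 and Zfp788 did not pass at any stage and Zfp68 was not analysed here. Zfp760 had an adjusted p of 1.07e-13, with 5 of 5 forelimb arrays above both whole-embryo arrays. A stage named alone here rests on the threshold. By the test of the difference in enrichment, 3 of all 135 genes called at E12.5 alone gained over E11.5 and 14 lost by E13.5. 4 of the 18 zinc finger genes were up-regulated and 1 down-regulated (4 and 1 adjusted over the list alone), with a median log2 fold change of 0.58 (camera, adjusted p = 0.0016) at E12.5. Of the Tmem genes of transmembrane proteins, Tmem178 (1.36 ± 0.13), Tmem59l (1.27 ± 0.14), Tmem54 (1.26 ± 0.17), Tmem101 (1.18 ± 0.20) and Tmem115 (1.07 ± 0.19) were up-regulated at E9.5 alone, Tmem120a (1.17 ± 0.17) at E10.5 alone and Tmem208 (1.06 ± 0.09) and Tmem11 (1.00 ± 0.09) at E12.5 alone. 5 of the 11 Tmem genes were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 0.84 (camera, adjusted p = 2.58e-04, and adjusted p = 0.0923 with an estimated correlation) at E9.5. Of the chromatin regulators of the Smarc family, Smarcd3 (1.21 ± 0.18) was up-regulated at E11.5 alone, and Smarcd2 (0.89 ± 0.11) and Smarce1 (0.75 ± 0.09) did not pass at E9.5 and E11.5. 1 of the 3 Smarc genes was up-regulated (1 adjusted over the list alone), with a median log2 fold change of 0.75 (camera, adjusted p = 0.0634) at E11.5. The study picked the 3 families from these arrays, and they are not independent evidence. Genes with several probe sets had a median spread of 0.692 log2 between probe sets in the E12.5 and 0.316 in the E9.5 comparison, of which the first crosses between the 2 sets of arrays. Zfp110 (1.00, adjusted p = 2.34e-11) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 1. Zfp354b (0.84 to 0.97, adjusted p = 2.08e-05 to 0.00245) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 2 or E12.5 forelimb replicate 3. Zfp57 (0.91, adjusted p = 4.48e-05) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 2. Zfp637 (0.87, adjusted p = 2.05e-06) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicate 2. Zfp13 (0.90 to 1.00, adjusted p = 1.76e-07 to 4.61e-05) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicate 1 or E11.5 forelimb replicates 2 or 4. Zfp775 (0.71, adjusted p = 0.0265), Tmem54 (0.88, adjusted p = 9.87e-04), Tmem101 (0.63, adjusted p = 0.0362) and Tmem115 (0.36, adjusted p = 0.168) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 2. Zfp418 (0.93, adjusted p = 1.73e-04) lost the call in E10.5 forelimb over whole embryo without E10.5 whole-embryo replicate 1. Tmem11 (0.97 to 1.00, adjusted p = 1.41e-12 to 7.80e-10) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 2 or E12.5 forelimb replicates 1 or 3. Smarcd3 (0.91, adjusted p = 0.00104) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicate 1. Smarcd2 (1.26, adjusted p = 9.66e-13) was called in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 1.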

Several other gene families were overrepresented among these stage specific enriched genes: 19 transcription factors belonged to the Kruppel associated box (KRAB-containing zinc finger) transcription factor family of transcriptional repressors (in descending order of expression: E9.5 enriched *Zfp771*, *Zfp775*; E10.5 enriched *Zfp763*, *Zfp418*, *Zfp68*; E11.5 enriched *Zfp90*, *Zfp783*, *Zfp13*, *Zfp637*; E12.5 enriched *Zfp57*, *Zfp354b*, *Zfp110*, *Zfp324*, *Zfp715*; and E13.5 enriched *Zfp760*, *Zfp826*, *Zfp280d*, *Zfp207*, *Zfp788*); 11 genes belonged to the *Tmem* family of transmembrane-like proteins (E9.5 enriched *Tmem59l*, *Tmem115*, *Tmem54*, *Tmem178*, *Tmem101*; E10.5 *Tmem177*, *Tmem2*, *Tmem120a* ; E11.5 *Tmem138*; E12.5 *Tmem208*, *Tmem11*); 4 genes are metallopeptidases as part of *Adam* and *Adamts* familes (E9.5 enriched *Adamts18* and *Adamts1*; E10.5 *Adam10*; E11.5 *Adamts7* and E13.5 *Adamts6*); and 3 genes belonged to the SWI/SNF related, matrix associated, actin dependent chromatin regulators or *Smarc* genes (E9.5 *SmarcD2*; E11.5 *SmarcD3* and *SmarcE1*).

Zinc finger proteins containing the KRAB motif represent the largest single family of transcription factors, estimated to make up ∼30% of all annotated zinc finger transcription factors in the human genome (290/799) [15], therefore it is no surprise that ∼2% of all the stage-specific enriched genes or 12% of the total transcription factors belong to this category. What is unexpected, however, is that only 2 of the 11 genes identified have been previously studied; *Zfp110* knockout has been described to be perinatal lethal by E12.5, and *Zfp826* has documented skeletal and craniofacial defects [16]. Among the 91 transcription factors in this category, 51 have available knockouts, 46 (90%) of which have been described to exhibit various musculoskeletal/limb defects or are perinatal lethal. The remaining 5 KOs are either normal or do not have any reported limb defects (Table S4). This high percentage of transcription factors with skeletal defects suggests that most of the other 40 novel transcription factors in this category are likely to participate in important events during limb morphogenesis, particularly with a likely role during the narrow developmental time point when their transcription is relatively up-regulated.

Disintegrin and metalloproteinases (ADAM) and ADAMs with thrombospondin motifs (ADAMTS) are two subfamilies of metalloproteinases closely related to the matrix metalloproteinases (MMPs). Some members of these subfamilies are associated with various physiological and pathological processes involved in embryonic development, angiogenesis, coagulation, and arthritis [17]. 

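Adamts18 and Adamts1, proteases of the extracellular matrix, were up-regulated in E9.5 forelimb alone (1.15 ± 0.15 and 1.01 ± 0.14, log2 fold change ± standard error, limma), Adamts7 in E11.5 forelimb alone (1.16 ± 0.21) and Adamts6 in E13.5 forelimb alone (1.65 ± 0.16). Adamts6 had an adjusted p of 3.83e-12, with 5 of 5 forelimb arrays above both whole-embryo arrays. Adam10, which sheds membrane proteins, was up-regulated from E10.5 to E13.5, at 1.51 ± 0.09 and 1.24 ± 0.09 at these 2 stages. 2 of the 5 genes of the family were up-regulated (2 adjusted over the list alone), with a median log2 fold change of 0.29 (camera, adjusted p = 0.0721) at E13.5. They were picked from these arrays and are not independent evidence. Between E12.5 and E13.5, Adamts6 differed by 0.72 ± 0.12 in forelimb. Adam10, measured from the probe set of highest mean alone, stood at -0.04 in E13.5 forelimb over whole embryo (adjusted p = 0.782). Adamts18 (0.96, adjusted p = 2.22e-05) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 1. Adamts1 (0.72 to 0.97, adjusted p = 5.39e-06 to 2.98e-04) lost the call in E9.5 forelimb over whole embryo without E9.5 whole-embryo replicate 1 or E9.5 forelimb replicates 1 or 2. Adamts7 (0.89, adjusted p = 0.00455) lost the call in E11.5 forelimb over whole embryo without E11.5 whole-embryo replicate 1.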

Nineteen distinct ADAMTS genes have been identified in humans, 4 (21%) of which are enriched in the limb. Their substrates include procollagen, hyalectans, decorin, fibromodulin and cartilage oligomeric matrix protein, hence based on their previously characterized roles these 4 *Adamts* genes enriched during limb development are likely to contribute to joint and cartilage formation. *Adamts1* knockout has a described adipose tissue defect, while the function of all the other 3 (*Adamts 6, 7* and *18*) have not yet been examined in knockout mice. ADAM10, the other metalloproteinase found to be up-regulated in the limb at E10.5, causes embryonic lethality by E9.5 due to failure of the cardiovascular and nervous system failures [18].

### Hindlimb Identity is likely achieved by Inhibition of Forelimb-Specific Genes

The analysis of differentially expressed genes is a powerful approach for elucidating the genetic mechanisms underlying the morphological and evolutionary diversity of serially homologous structures within the same organism (hand vs. foot) or among different species (hand vs. wing). Most genes known to be involved in limb patterning processes have been shown to confirm highly similar expression patterns in both the fore- and the hind-limb, however they dictate the formation of skeletal elements that results in distinctly unique structures such as hands and fingers in the forelimb and feet and toes in the hindlimb. Despite these dramatically different phenotypic skeletal patterning outputs, to date only a few genes have been determined to regulate limb-type identity. These include the forelimb-restricted *Tbx5* and the hindlimb-restricted *Tbx4* and *Pitx1* transcription factors [19], [20], [21], [22]. It has been hypothesized that additional key regulators of limb identity exist. This hypothesis is based on several observations: *Pitx1*, *Tbx4* and *Tbx5* are all transcription factors however their target genes are not known, nor are the upstream transcriptional regulators that confirm their limb specificity. In addition, gain- and loss-of-function mutations in these genes result in partial limb-type transformation phenotypes suggesting that additional key molecules participate in limb-type specificity.

To identify new genes and formulate new hypotheses about initial patterning control and molecular pathways that dictate limb-specific identity we compared fore- and hind-limb expression at each time point (E10.5–E13.5, Figure 7A). Comprehensively, 855 transcripts were found to be up-regulated specifically in the fore- and 511 in the hind-limb, at least in one developmental time point. 

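Genes above whole embryo in forelimb and not in hindlimb included Tbx5 and Hoxc5, of the forelimb and its body level, at all 5 stages, and Pitx1 and Tbx4 did so for the hindlimb at all 4 stages measured. Hoxc5 had a log2 fold change of 1.92 ± 0.27 in E12.5 forelimb and -1.25 ± 0.27 in E12.5 hindlimb (standard error, limma), and Tbx4 had 3.38 ± 0.13 in hindlimb and 0.71 ± 0.13 in forelimb. Pitx1, which directs hindlimb identity, had 3.39 ± 0.20 and -2.02 ± 0.20, with an adjusted p of 1.77e-18 and 5 of 5 hindlimb arrays above both whole-embryo arrays. By this criterion 755 genes were specific to forelimb and 442 to hindlimb in at least 1 stage. The forelimb count was 1596 without the first whole-embryo replicate of E9.5. Hoxc5 (-1.28 to -1.22, adjusted p = 0.00254 to 0.00483) lost the call in E12.5 hindlimb over whole embryo without E12.5 whole-embryo replicates 1 or 2.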

230 transcripts were enriched in the forelimb at E9.5, 155 at E10.5, 245 at E11.5, 298 at E12.5 and 105 at E13.5. 

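The muscle receptor gene Chrna1 was specific to forelimb at E11.5 and E12.5, the cartilage gene Matn1 likewise, and the phosphate regulator Phex at E12.5 and E13.5. Matn1 had a log2 fold change over whole embryo of 1.68 ± 0.37 in E12.5 forelimb and 0.16 ± 0.37 in hindlimb (standard error, limma), and Phex 1.23 ± 0.14 and 0.08 ± 0.14 at E13.5. Phex had an adjusted p of 3.25e-10, with 5 of 5 forelimb arrays above both whole-embryo arrays. Forelimb-specific genes numbered 180 at E9.5, 138 at E10.5, 216 at E11.5, 270 at E12.5 and 113 at E13.5. The E9.5 count was 1068 and 66 without the first and second whole-embryo replicate of E9.5, and the E10.5 count 208 without the first of E11.5. The E12.5 count was 162 after quantile normalization. With 4 whole-embryo arrays as 1 control, the E10.5, E11.5 and E13.5 counts were 66, 54 and 172. That control was chosen after the data were seen. With each comparison fitted on its own groups, limma called 2 genes up-regulated in E9.5 forelimb, the most that could be specific there. Matn1 (1.57 to 1.79, adjusted p = 0.00193 to 0.00775) lost the call in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicates 1 or 2.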

In the hindlimb, we observed 278 enriched transcripts at E10.5, 151 at E11.5, 36 at E12.5 and 114 at E13.5 (Figure 7B).

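In hindlimb, the pluripotency factor gene Lin28a and Hoxc9 were specific at E10.5 and Dmrt2, a gene of somite derivatives, at E12.5. Over whole embryo, Hoxc9 had a log2 fold change of 1.19 ± 0.13 in E10.5 hindlimb and -0.77 ± 0.13 in forelimb (standard error, limma), and Lin28a had 3.90 ± 0.39 and 0.72 ± 0.38. Lin28a had an adjusted p of 1.51e-11 in hindlimb, with 4 of 4 hindlimb arrays above both whole-embryo arrays. Between E9.5 forelimb and E10.5 hindlimb, across the 2 sets of arrays, Lin28a differed by -0.96 log2 and Hoxc9 by -1.54. The E10.5 hindlimb arrays had a mean age of 10.17 days on the forelimb series. A younger hindlimb could thus hold part of the Lin28a difference at E10.5. Hindlimb-specific genes numbered 222 at E10.5, 142 at E11.5, 38 at E12.5 and 101 at E13.5. The E12.5 count was 21 without the first whole-embryo replicate of E12.5.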

**Figure 7:**
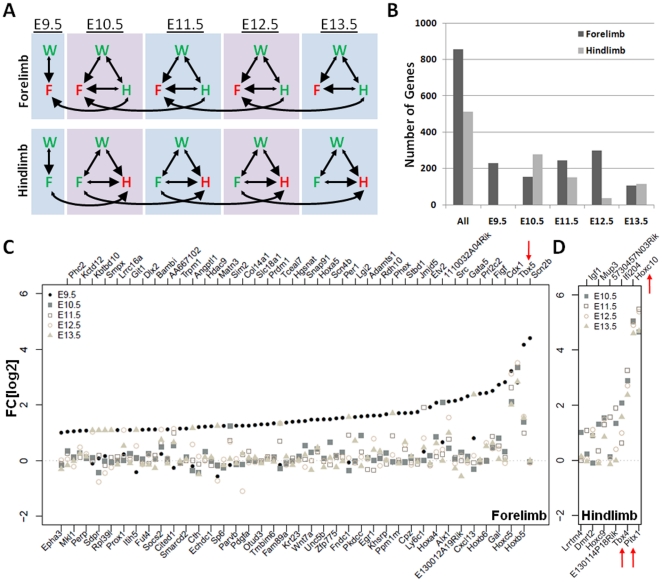
Identifying Genes that Contribute to Limb Identity. To identify genes specifically enriched in the forelimb or hindlimb, we adjusted for the developmental delay of hindlimbs by comparing forelimbs to same stage hindlimbs as well as to hindlimbs from a subsequent time point (A). More forelimb enriched genes were identified (B), and the genes with >2 fold up-regulation in the forelimb (C) or hindlimb (D) are displayed. Genes previously known to function as a limb-identity determinant are marked by red arrows (*Tbx5*; *Hoxc10*, *Tbx4*, *Pitx1*).

Figures 7C–D show genes up-regulated 2-fold or more in fore- (76) or hind-limb (11), relative to each other, in at least one time point. Furthermore, we examined the known molecular function, description of available knock-out mouse phenotypes and the documented limb expression pattern in whole mount mouse embryos for these genes and found 37% of them to have confirmed limb and skeletal phenotypes (fore- 29/76; hind-limb 6/11) in available knockout mice (Table S5). In addition, all genes that have been previously shown to be differentially expressed between fore- and hind-limbs, including *Pitx1*, *Tbx4*, *Tbx5*, and several *Hox* genes were also found to be differentially expressed at least at one sampled time point (Figure 7C–D; red arrows). 

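Compared directly at the same stage, the genes furthest above hindlimb after the limb-type genes included growth, muscle and matrix genes. At E10.5 they were Tgfb2, Pmaip1, Myf5, Fibin, Sim2, Negr1, Sptssb and Islr, of which Tgfb2 is a growth factor and Myf5 starts the muscle lineage, at 1.70 to 2.36 log2. At E11.5 they were Neb, Dner, Actn2, Ogn, Mia, Matn1 and Lmod3 (1.63 to 2.45), of which Neb, Actn2 and Lmod3 build the sarcomere. At E12.5 they were Myh8, Sbspon, Enpep, Prr32, Epyc, Dner and 4930512H18Rik (1.62 to 2.26), and at E13.5 Ibsp, Cxcl13, Abca8a, Atp1b4, Thbs4, Hoxb5 and Tnnt3 (1.52 to 2.52), of which Ibsp marks bone and Thbs4 tendon. Tgfb2 had a log2 difference of 2.36 (standard error 0.09, adjusted p = 3.97e-24) in limma, at 8.28 ± 0.24 (SD, n = 5) in forelimb and 5.92 ± 0.16 (SD, n = 4) in hindlimb. Furthest above forelimb were Lin28a, Aldh1a2, Mup10, Wnt2, Ifi204 and 2610528A11Rik at E10.5 (-3.18 to -2.04 for forelimb less hindlimb), E130114P18Rik, Calb2, Evx1os, Shh and Igf1 at E11.5 (-1.88 to -1.29), Calb2, Dmrt2 and Ifi204 at E12.5 (-2.59 to -1.01) and Ifi204, Aldh1a2, Pcp4, Gm3515 and Hoxa10 at E13.5 (-1.57 to -1.02). Aldh1a2 makes retinoic acid and Wnt2 is a growth factor of the trunk. With the replicate number within a stage as a block, Ifi204 at E12.5 and Aldh1a2 and Pcp4 at E13.5 lost the call. Between E9.5 forelimb and E10.5 hindlimb, Gm6958, Hoxb5, Hoxb1, Spata5l1, Zfp874a, Prl8a2, Gm26782, 3110045C21Rik and Cdx1 were highest (2.85 to 4.60) and AI506816, Cap1, Hoxd11, Tmem87a, Mab21l1, Cox6b2 and Supt16 lowest (-5.52 to -3.41), across the 2 sets of arrays. Of the genes specific by the comparison with whole embryo, 112 were also higher in forelimb and 11 in hindlimb when compared directly. Those of the hindlimb were Hoxb9, Hoxc9, Hoxc10, Pitx1, Tbx4, Lin28a, Ifi204, Dmrt2, E130114P18Rik, Evx1os and 2610528A11Rik. Without E9.5, 67 were higher in forelimb.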

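Pitx1 and Tbx4 stood higher in hindlimb and Tbx5 in forelimb at every stage. Pitx1 had log2 differences, forelimb less hindlimb, of -5.40 ± 0.16, -5.44 ± 0.16, -5.41 ± 0.15 and -4.90 ± 0.15 (standard error, limma) from E10.5 to E13.5, Tbx4 -2.93 ± 0.10, -3.32 ± 0.10, -2.67 ± 0.10 and -3.15 ± 0.10, and Tbx5 3.82 ± 0.17, 3.80 ± 0.17, 3.67 ± 0.16 and 2.68 ± 0.16. Pitx1 at E11.5 was at 5.27 ± 0.13 (SD, n = 4) in forelimb and 10.71 ± 0.11 (SD, n = 5) in hindlimb, with an adjusted p of 6.56e-28 and 4 of 4 forelimb arrays below every hindlimb array. Isl1, which starts the hindlimb field, was higher in hindlimb (-3.15 ± 0.21 at E10.5 and -2.02 ± 0.20 at E13.5). Anterior HoxC genes, of the forelimb level, were higher in forelimb, with Hoxc5 (3.17 ± 0.20) and Hoxc4 (2.28 ± 0.20) at E12.5, and Hoxb5 (1.53 ± 0.26) and Hoxd1 (1.19 ± 0.22) of the other clusters as well, although Hoxd1 was lower in forelimb at E10.5. 7 of the 15 anterior Hox genes were higher in forelimb (7 adjusted over the list alone), with a median log2 fold change of 0.90 (camera, adjusted p = 1.85e-15) at E12.5. Of the 9 genes listed for either limb type, 4 were higher in forelimb and 5 in hindlimb at E11.5. These forelimb and hindlimb arrays belong to 1 set, and probe sets of a gene differed by a median of 0.133 log2 at E11.5. Hoxd1 (1.02 to 1.17, adjusted p = 0.00106 to 0.00265) lost the call between the limbs at E12.5 without E12.5 forelimb replicates 4 or 5 or E12.5 hindlimb replicates 4 or 5.

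**Figure D1:**
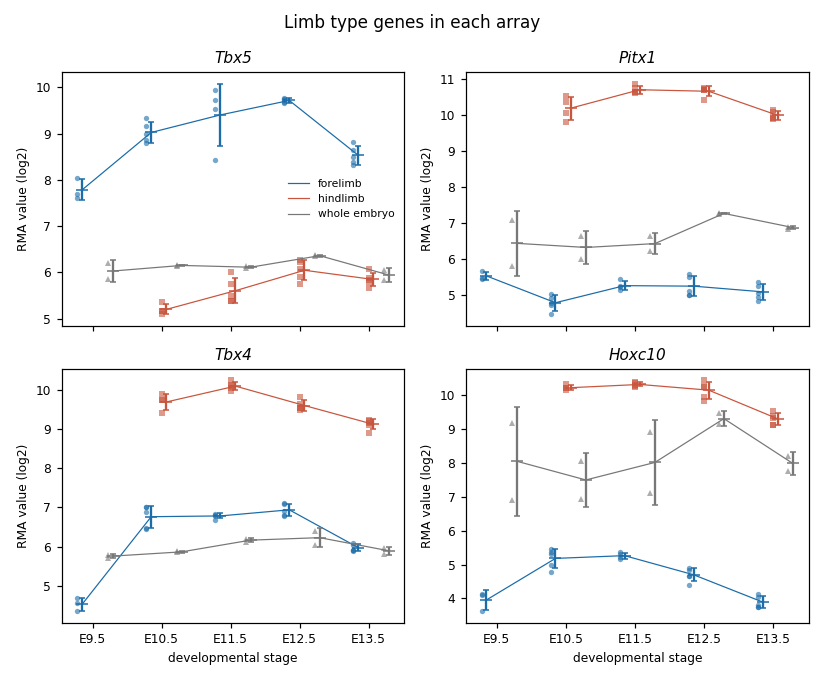
RMA values (log2) of Tbx5, Pitx1, Tbx4 and Hoxc10 against developmental stage in forelimb, hindlimb and whole embryo; points are arrays and bars the mean ± SD. Tbx5 is higher in forelimb (by 3.80 at E11.5) and the other 3 genes in hindlimb.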

The identification of these genes provided a positive control, and these differences were confirmed by whole mount *in situ* hybridization (Figure 8). Among the genes for which we could evaluate a protein function description based on GO classification confidence level and available experimental data, we found 25% (19/76) of fore- and 45% (5/11) of hind-limb genes to be known or putative transcription factors, suggesting that limb identity may be driven by a divergent transcriptional program, that uses different cohorts of transcription factors to instruct limb identity.

**Figure 8:**
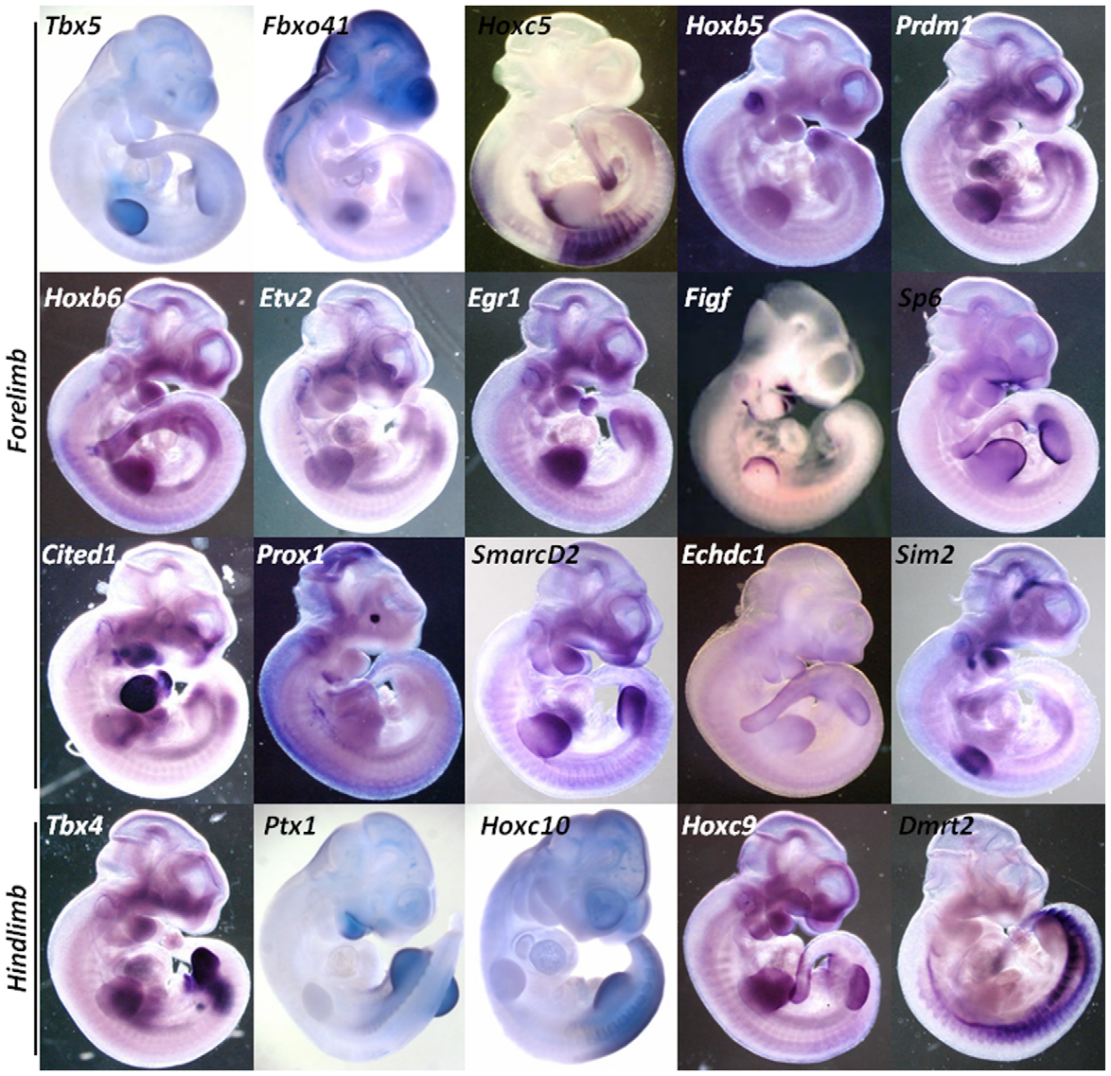
Expression Patterns of Fore- and Hind-limb Specific Genes. Qualitatively some genes identified as forelimb or hindlimb specific do not appear to be restricted to one limb such as *Sp6*, *SmarcD2* and *Hoxc10*, yet quantitatively these transcripts are >2 fold up-regulated in one limb in relationship to the other.

## Discussion

### Limb Morphogenesis is orchestrated by >35% of a Vertebrate Genome

This analysis provides a detailed description of the gene expression dynamics during murine limb development from limb bud initiation at E9.5 to a fully patterned autopod, at E13.5, and complements other efforts that attempt to study individual genes and pathways during limb morphogenesis through gene visualization (*in situs*) or targeted mutagenesis. Our analysis identified 3520 transcripts that are highly expressed in the limb and are likely to participate directly or indirectly in various aspects of limb patterning, growth and tissue function, dramatically increasing the repertoire of candidate genes that can be systematically studied in reverse genetic analysis to identify novel contributors to this intricate developmental process.

Since our analysis specifically focused on transcripts enriched in the limb >2-fold relative to whole embryo, we recognized that one potential limitation of our approach would be to falsely eliminate important limb genes that are expressed at very low levels in the limb, and do not meet these standards. To estimate the false negative rate, we used the average expression values to carry out a systematic survey of genes known to cause limb defects when mutated in knockout mice, yet are endogenously expressed at very levels in the limb. Our results estimate that up to 60% of these genes may be missed by this method suggesting that the list of genes in the limb may be much greater than the 3520 identified by the microarray experiment described herein. Nonetheless, using an estimate of 25000 total genes in the mouse genome, we can estimate that about ∼35% of a vertebrate genome participates in aspects related to limb patterning and morphogenesis.

### Identification of New Candidate Genes

In this manuscript, comprehensively, we have described ∼1500 genes that are highly expressed in the limb, and we provide detailed information about their known contribution to limb development including the molecular function, description of available knock-out mouse phenotypes and the documented limb expression in whole mount mouse embryos along with relevant citations. We find more than 30% of these genes to be novel or have not yet been examined in the context of limb development, and provide some new insights into expression dynamics and gene cohorts that may contribute to unique aspects of limb morphogenesis. Particularly we focused on describing a cohort of 137 novel transcripts which represent a useful resource of new limb candidates that can be further examined in the context of mutant mice. We also find a large number of transcription factors (E9.5: 27/184 or ∼15%; Table S4) to be specifically enriched during limb initiation, in contrast to all other time points examined (E10.5: 9.5%; E11.5: 5%; E12.5: 4.5%; 11%; Table S4), 30% of which are novel (9/27; Table S4, highlighted in grey). These genes are likely to be responsible for setting up cascades of gene activation or repression, therefore further analysis of these cohorts of genes will facilitate the dissection of gene regulatory networks underlying limb development through additional genomic and proteomic approaches. It also represents a starting point for interrogating parallel and overlapping gene networks that contribute to the specification, formation and growth of different tissues that comprise the developing limb and possibly be applicable to other organs in the mammalian body.

### Functional Redundancy during Limb Patterning

Similar to other published microarray reports, we too recognize that there is significant functional redundancy among paralogous and closely related genes in the limb. While one gene knockout may not reveal a limb or musculoskeletal phenotype, there is a high likelihood that closely related genes co-expressed in the limb may compensate for each other and be deemed as modifiers of limb development when analyzed in compound mutant allele configurations. This is the case for several transcription factors, such as *Lhx2*, *Lhx9* (the most highly up-regulated gene at E9.5), *Prrx1* and *Prrx2* which are all normal as single knockouts but *Lhx2/Lhx9* double knockouts display limb patterning and growth defects along AP and PD axis and *Prrx1/Prrx2* double knockouts exhibit postaxial polydactyly and bent zeugopods (Table S1; References S1). Similarly, genes for which the knockout phenotype is ‘normal’ or displays no limb/musculoskeletal abnormalities but the *in situ* expression reveals a remarkably strong and specialized pattern as in the case of *Wif1*, *Figf*, and *Pknox1* (to name a few from the 38 transcripts found to have no limb knockout phenotypes), there is a high likelihood that functionally related transcripts may be compensating for the loss of these genes.

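Lhx9 and Lhx2 were highest over whole embryo early and faded, while Prrx1 and Prrx2 stayed above it at every stage. Lhx9, a LIM homeobox gene of bud outgrowth, had log2 fold changes of 3.88 ± 0.15, 3.19 ± 0.14, 2.65 ± 0.14, 1.76 ± 0.14 and 0.80 ± 0.14 (standard error, limma) from E9.5 to E13.5, the last not called. Lhx2 had 2.33 ± 0.17, 2.74 ± 0.15 and 2.15 ± 0.16 at the first 3 stages and was not called at E12.5 (0.99 ± 0.15) or E13.5 (-0.40 ± 0.15). Prrx1, a homeobox gene of the limb mesenchyme, had 1.81 ± 0.10, 2.76 ± 0.10, 2.38 ± 0.10, 2.09 ± 0.10 and 1.93 ± 0.10, and Prrx2 1.99 ± 0.21, 2.24 ± 0.19, 2.48 ± 0.19, 2.10 ± 0.19 and 1.16 ± 0.19. Lhx9 was at 9.39 ± 0.07 (SD, n = 3) in E9.5 forelimb and 5.51 ± 0.08 (SD, n = 2) in whole embryo, the largest fold change of that stage, with an adjusted p of 3.67e-24 and 3 of 3 forelimb arrays above both whole-embryo arrays. With the probe set of the highest mean in place of the average, Prrx1 was not called at E12.5 (0.75) or E13.5 (0.68). With the E9.5 groups fitted alone, limma called 2 genes up-regulated in all. Prrx1 and Lhx2 were not called at E9.5 in that fit (adjusted p = 0.00246 and 0.0292, limma). In E9.5 whole embryo Prrx2 was at 8.80 ± 1.21 (SD, n = 2). The E9.5 values lie within 1 set of arrays, and the later ones compare limb with whole embryo across the 2 sets, where mean Dap signals were 11.0 log2 on E13.5 whole-embryo and 3.24 on E13.5 forelimb arrays. Lhx2 (1.01 to 1.13, adjusted p = 1.81e-07 to 5.32e-06) was called in E12.5 forelimb over whole embryo without E12.5 whole-embryo replicate 2 or E12.5 forelimb replicates 1 or 5.

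**Figure D2:**
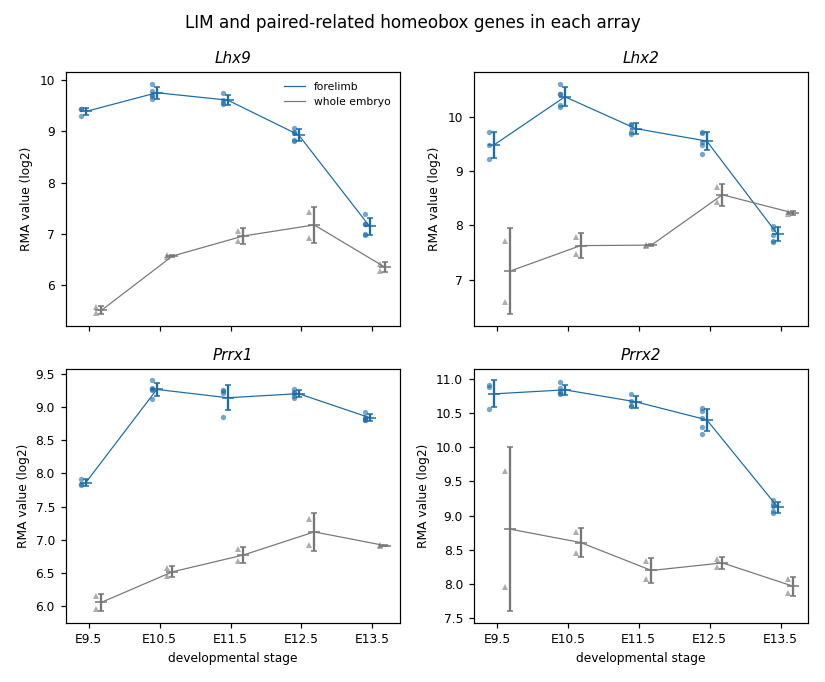
RMA values (log2) of Lhx9, Lhx2, Prrx1 and Prrx2 against developmental stage in forelimb and whole embryo; points are arrays and bars the mean ± SD. Lhx9 exceeds whole embryo by 3.88 at E9.5 and by 0.80 at E13.5.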

### Genetic Pathways Responsible for Limb Identity

Recently it has been proposed that limb identity is achieved by default in the forelimb, whereas *Tbx4* propagates a unique transcriptional program in the hindlimb through the systematic repression of certain transcripts that may primarily function to drive forelimb morphogenesis [23]. Our results are consistent with this view since we observed ∼7.5-fold less genes up-regulated in the hindlimb and 45% of these hindlimb up-regulated genes are transcription factors (Table S5). 

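Few genes besides the limb-type genes stood higher in hindlimb than in forelimb. At E12.5, apart from Hoxc10, Pitx1, Tbx4, Isl1 and Hoxc9, there were the calcium-binding protein gene Calb2 (-2.59 ± 0.17), Dmrt2 (-1.11 ± 0.21) and the interferon-induced Ifi204 (-1.01 ± 0.20) (log2 fold change of forelimb over hindlimb ± standard error, limma). Calb2 had an adjusted p of 9.96e-16, with 5 of 5 forelimb arrays below every hindlimb array. Genes higher in forelimb numbered 76 at E10.5, 57 at E11.5, 84 at E12.5 and 43 at E13.5, and genes higher in hindlimb 27, 18, 8 and 9. Between E9.5 forelimb and E10.5 hindlimb, 281 were higher in forelimb and 828 in hindlimb. With each comparison fitted on its own groups, the E10.5, E11.5 and E12.5 counts were 23, 23 and 53 in forelimb. Those of E10.5 and E11.5 in hindlimb were 7 and 8. With the probe set of highest mean, the E10.5 and E11.5 counts were 120 and 88 in forelimb and 30 and 18 in hindlimb. The paper takes the small number of hindlimb genes to fit a view in which hindlimb regulators repress the forelimb program. The arrays of both limbs belong to 1 set from E10.5 on, with mean Dap signals of 3.40 and 3.34 log2 in hindlimb at E10.5 and E11.5. Dmrt2 (-1.13 to -1.04, adjusted p = 0.00101 to 0.00212) lost the call between the limbs at E12.5 without E12.5 forelimb replicates 2, 3, 4 or 5 or E12.5 hindlimb replicates 1, 2, 3 or 5. Ifi204 (-1.01 to -0.89, adjusted p = 0.0012 to 0.0033) lost the call between the limbs at E12.5 without E12.5 forelimb replicates 2, 3 or 5 or E12.5 hindlimb replicates 1, 2, 3 or 5.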

Since it is generally recognized that the transcriptome can be used as a phenotypic character, and hence a potential source of defining limb identity, these findings suggest that these hindlimb up-regulated transcription factors are likely to play key roles in repressing the expression of forelimb specific genes in the hindlimb. 

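Hoxc10 and Hoxc9, which mark the body level of the hindlimb, were both higher there. Hoxc10 had log2 differences, forelimb less hindlimb, of -5.05 ± 0.26, -5.06 ± 0.26, -5.46 ± 0.24 and -5.41 ± 0.24 (standard error, limma) from E10.5 to E13.5, the largest of any gene at E12.5 and E13.5 and the second after Pitx1 at E10.5 and E11.5. Hoxc9 had -1.96 ± 0.10, -1.72 ± 0.10 and -1.77 ± 0.10 and was not called at E13.5 (-0.86 ± 0.10). At E12.5 Hoxc10 was at 4.70 ± 0.20 (SD, n = 5) in forelimb and 10.15 ± 0.25 (SD, n = 5) in hindlimb, with an adjusted p of 2.33e-21 and 5 of 5 forelimb arrays below every hindlimb array. 2 of the 4 posterior HoxC genes were higher in hindlimb (2 adjusted over the list alone), with a median log2 fold change of -1.02 (camera, adjusted p = 6.16e-08) at E12.5. Probe sets of a gene differed between the limbs by a median of 0.155 log2 at E12.5, within 1 set of arrays.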

*Hoxc10* was identified as the gene with the second highest expression level in the hindlimb, relative to forelimb, and its close relative *Hoxc9* was ranked 7^th^. Despite the fact that these two genes have displayed no hindlimb phenotypes in loss of function mice [24], [25], the dramatic up-regulation of these two genes in the hindlimb may suggest that these two homeobox transcription factors may have a yet not fully appreciated role in contributing to limb identity, in the mouse.

While it is still unclear what genetic components are required for specifying the identity of limbs to distinguish features unique to hands and feet, our data creates new opportunities to expand our current views, by comprehensively distinguishing genes that have restricted expression patterns, or are quantitatively distinct between fore- and hind-limbs. An alternative possibility to the *bauplan* hypothesis proposed where the forelimb represents the default genetic plan, and the hindlimb is primarily mediated by *Pitx1/Tbx4* is that limb identify represents the sum of both quantitative and qualitative shifts in expression patterns that ultimately give rise to bones that are different shapes and sizes, along with the accompanying muscle/vasculature/nerve architecture. 

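At E10.5, the pluripotency gene Lin28a, the retinoic acid enzyme gene Aldh1a2 and the Hox gene Hoxd1 were higher in hindlimb. Lin28a had a log2 difference, forelimb less hindlimb, of -3.18 (standard error 0.30, adjusted p = 1.18e-10) in limma, with 5 of 5 forelimb arrays below every hindlimb array. Hoxd1 and Aldh1a2 had -1.61 ± 0.24 and -2.19 ± 0.31 (standard error). Lin28a had -0.96 between E9.5 forelimb and E10.5 hindlimb, across the 2 sets of arrays, so stage could hold part of its difference. At an adjusted p under 0.001 from limma and at any fold change, 180 genes were higher in hindlimb and 505 in forelimb at E10.5. The same counts were 48 and 209 at E11.5, 42 and 346 at E12.5, and 98 and 187 at E13.5. Probe sets of a gene differed by a median of 0.175 log2 between the limbs at E10.5.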

While we only find 11 transcripts to be enriched more than >2 fold in the hindlimb we actually observe a much larger number of genes that are significantly more highly expressed in the hindlimb at E10.5 than in the forelimb (Figure 7B), but at less than a 2-fold threshold. Unfortunately, because the hindlimb has a slight developmental delay of almost half a day, it is very hard to determine what genes expressed in the E9.5 forelimb overlap with an equivalent developmental stage in the hindlimb, and we have yet to determine which of these transcripts are truly differentially expressed, or represent a slight developmental delay.

A recent report examining digit identity in chicken identified *Socs2* as a transcript highly expressed specifically in the third wing digit, but excluded in all other forelimb and hindlimb digits. This gene was also identified by our study as one of the most enriched forelimb specific gene, uniquely up-regulated in the E12.5 forelimb-hindlimb comparison, suggesting that this transcript may be involved in specifying forelimb digit identity, in mice and chickens [26]. 

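Socs2, which damps growth hormone and cytokine signals, was higher in forelimb than in hindlimb by 0.33 ± 0.07 log2 at E10.5, 0.49 ± 0.07 at E11.5, 0.58 ± 0.07 at E12.5 and 0.46 ± 0.07 at E13.5 (standard error, limma). None of these reached a fold change of 2. At E12.5 Socs2 was at 6.19 ± 0.09 (SD, n = 5) in forelimb and 5.61 ± 0.12 (SD, n = 5) in hindlimb, with an adjusted p of 2e-08 and 5 of 5 forelimb arrays above every hindlimb array. With its probe set of the highest mean in place of the average, Socs2 was called at E12.5, at 1.16. The paper proposes that the transcript may take part in forelimb digit identity. Probe sets of a gene differed by a median of 0.112 log2 between the limbs at E13.5, within 1 set of arrays.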

The findings by Wang *et al* suggest that further functional characterization of the novel genes we found to be up-regulated in the forelimb are likely to emerge as contributors for morphological genetic programs. One other possibility that has not yet been explored and may account for morphological differences in limb and digit identity is gene repression *via* micro RNAs (miRNA). Recently, it has been shown that miRNAs can determine cell fate. In particular Yoo *et al* were able to change the fate of human fibroblasts into neurons through the overexpression of a particular set of miRNAs. It is therefore plausible that hindlimb identify may be driven by a miRNA down-regulation of forelimb specific genes. While this is still a hypothesis, future characterization of miRNA profiles during limb development will be able to confirm if regulatory RNAs play a significant role in limb morphogenesis.

### Candidate Genes for Limb Defects in Humans

Our work was primarily motivated by the disconnect between the number of syndromes accompanied by hand and digit malformation which exceeds the number of confirmed genes associated with these syndromes by more than 4 fold (84 genes confirmed to cause congenital limb defects/341 syndromes with hand/digit defects). The work herein offers the opportunity to shed light on the genetic basis for some of these well documented limb defects that sometimes occur with significant frequency. With the advancement of highly quantitative platforms for gene expression analysis that gives raw counts of mRNA, one could envision the generation of a limb-specific array representing a large percentage of transcripts enriched in the limb that can be tested on limb derived RNA from ENU derived mutant mice that display limb defects. Such a platform would expedite mapping of candidate genes to their physical location in the mouse genome. Alternatively, one can envision a genotyping platform that allows patients with congenital hand/foot defect to be tested for candidate mutations in these genes. In general finding transcriptional differences between healthy and diseased or malformed organs will ultimately represent a powerful approach to linking genotypes to phenotypes.

## Materials and Methods

### Animals

**A**pprovals for work conducted on the mice used in this study were granted by Lawrence Livermore National Laboratory Institutional Animal Care and Use Committee, under application no. 168. Animals were treated humanely; housing and experimental procedures followed the guidelines outlined in the National Institute of Health ‘Principles of Laboratory Care’.

### Tissue Collection and RNA Isolation

Wildtype mice (FVB) were used as the tissue source for the microarray analysis. Embryonic day 0.5 (E0.5) was established at noon the day a plug was identified. Pregnant females were euthanized by CO_2_ followed by cervical dislocation, and harvested embryos were dissected under a dissecting scope in ice cold RNase-free phosphate buffered saline (PBS). Embryos were staged according to Wanek at al. (1989) [27]. For each sample fore- or hind-limb buds were from one embryo only, from a total of 5 embryos. All analyzed embryos are experimental replicates and originate from one mouse plug. Total RNA was isolated using Qiagen Rnasy, per manufacturer's suggestions.

### QC and Microarray Hybridization

Microarray expression analysis was performed using Affymetrix® Mouse GeneChips 430 2 (430v2). Hybridization of biotin-labeled cRNA fragment to Mouse Genome 430 2.0 array, washing, staining with streptavidin-phycoerythrin (Molecular Probes), and signal-amplification were performed according to the manufacturer's instructions.

### Microarray Preprocessing and Identification of Differentially Expressed Genes

Fifty-two array data sets were analyzed to search for genes with expression levels significantly altered between different time points and between fore- and hind-limb. For each time point, up to 5 biological replicates were obtained from the same litter for each limb, and 2 from whole embryos. Each sample represents the total RNA collected for fore-, hind-limbs, and whole-embryo homogenates from single embryos, for up to 12 arrays per time point. Mouse Genome 430 2.0 arrays contain 45,101 probe sets associated with ∼20,000 genes. Probe sets were mapped to genes using information provided by the Jackson Laboratory (http://www.informatics.jax.org/). Compared to the whole embryo controls, we identified 6216 differentially expressed genes. All data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GSE30138).

All analyses were performed using R [28], BioConductor [29], and several customized Perl scripts. R packages “affy” [30] and “simpleaffy” [31] and “affyQCReport” [32] were employed to evaluate the quality of the arrays by means of images, histograms, box plots, degradation plots, and scatter plots. CEL files were scrutinized for spatial artifacts using Harshlight package (PMC1274260). Using the median value of a group of replicates as the reference value, we corrected a small blemish affecting the readings for one of the whole-embryo control samples at E12.5. Expression values were derived using the Robust Multichip Average (RMA) protocol [33] with default settings. All analyses were done at the so-called sequence level, i.e., data from probes representing the same gene were combined. We did not apply any unspecific filter on the expression values. Differentially expressed genes were identified using an empirical Bayes method implemented in the R package “Limma” [34]. P-values were corrected for multiple testing using a 5% false discovery rate [35]. The expression fold change (FC) of a gene was calculated as the ratio between its average normalized expression value in a given limb sample and in the time-matched control. Therefore, a fold change of 1 (log2 FC = 0) indicates no change, while a fold change of 2 (log2 FC = 1) equals a doubling in transcript abundance, and a fold change of 0.5 represents a reduction by half (log2 FC = −1).Genes with expression fold-changes of 2 or greater with adjusted p-value<0.001 were considered differentially expressed.

### Top Up-regulated Forelimb Genes

Genes that were differentially expressed (i.e., displayed a fold-change of 2 or greater, with an adjusted p-value<0.001) between fore-limb samples and time-matched controls were sorted by decreasing fold change values.

### Clustering Analysis

We sorted the 3215 genes up-regulated with respect to controls at least at one fore-limb developmental stage based on expression fold change similarity. For this purpose, at each developmental stage, genes were classified into either up-regulated or down-regulated/unchanged, and separated into the 31 non-overlapping clusters representing all possible combinations of expression patterns at 5 different forelimb developmental stages. For instance, cluster 1 (Figure 4A) comprises genes up-regulated in forelimb at time 9.5, and down-regulated/unchanged at all other considered time points.

### Functional analysis

Functional analysis was based on over-representation of GO terms (PMCID: PMC3013640). Statistical enrichment of GO terms was quantified by using the hypergeometric distribution statistics. We report categories with p-values adjusted for multiple testing using Benjamini and Hochberg's method [35] that are smaller than 0.05.

### Limb identity

Since hindlimb development is delayed by an approximate half a day, to account for transcriptional changed due to this forelimb/hindlimb developmental discrepancy, we defined forelimb specific genes as genes that are up-regulated in forelimbs with respect to time matched controls (i.e., displayed a fold-change of 2 or greater, with an adjusted p-value<0.001) at a particular developmental stage, and not up-regulated in hind-limbs within the same stage, as well as in the subsequent developmental stage. Similarly, we defined hind-limb specific genes as genes that are up-regulated in hindlimb at a given developmental stage with respect to time matched controls, and not up-regulated in forelimbs within the same stage, as well as in the preceding developmental stage.

### Whole Mount *In situ* Hybridization (WISH)

WISH was performed as previously described [36] with some modifications. Briefly, embryos were isolated from timed pregnancies of C57BL6 mice (Jackson Labs) and fixed overnight at 4°C in 4%PFA in PBS and stored in 100% Methanol at −20°C until ready to use. Embryos were rehydrated gradually into PBT, and endogenous peroxidase quenched with 6% H_2_O_2_ in PBT for one hour. Hybridization was performed with digoxigenin labeled antisense riboprobes for 16 hrs at 70°C. Post-incubation the embryos were washed in 50% formamide, 4X SSC, 1% SDS and 50% Formamide, 2XSSC for one hour each at 65°C. After blocking embryos (2% Roche Blocking agent in 1XMAB) for 1 hr, embryos were incubated overnight at 4°C in 1∶3000 anti-digoxigenin AP Fab fragment antibody. Color was developed with BM Purple. For probe info see *Material and Methods S1*.

## Supporting Information

Figure S1 **Known Genes Identified among the Top 100 Up-regulated Genes.** 279 genes were examined for their putative protein function, available *in situ* expression in the limb, and description of null mouse phenotype. Here are some *in situ* expression patterns for the genes known to function during limb development. *LacZ expression pattern of the knock-in allele.
(TIF) Click here for additional data file.

Figure S2 **Whole Embryo and Limb Average Expression Values.** Whole embryo expression values are independent of whether a gene is up-regulated or not in the limb (P-value = 0.4×10−13, Wilcoxon rank sum test). Solid lines represent expression distribution for limb and dashed lines for whole embryo [all (green); up-regulated in limb (black); not up-regulated (red)].
(TIF) Click here for additional data file.

Figure S3 **Whole Embryo and Limb Normalized Log2 Expression Values for Oscillating Genes.** The log2 expression values were normalized for each gene such that the mean and standard deviation across all arrays are 0 and 1, respectively. The height of the bar represents the average of this normalized expression value for each sample. Whole embryo expression is visualized by black bars and limb expression by red bars. Each cluster (A) On E10.5, E12.5; (B) On E10.5, E13.5; (C) On E9.5, E11.5; (D) Off E9.5, E11.5; (E) Off E12.5, has whole embryo values below 0 (except for E13.5 in panel C), suggesting that whole embryo expression is very low relative to limb expression which is dominantly above 0.
(TIF) Click here for additional data file.

Table S1 **Top 100 upregulated genes.**
(PDF) Click here for additional data file.

Table S2 **Expression values for genes known to function during limb development, or family members of signal transduction pathways known to contribute to limb patterning.**
(PDF) Click here for additional data file.

Table S3 **Clusters of Differential Gene Expression.**
(PDF) Click here for additional data file.

Table S4 **Stage-specific enriched genes.**
(PDF) Click here for additional data file.

Table S5 **Forelimb and Hindlimb up-regulated transcripts.**
(XLSX) Click here for additional data file.

Material and Methods S1 **In Situ Probe Information.**
(PDF) Click here for additional data file.

References S1 **Supplemental references.**
(PDF) Click here for additional data file.

# Supplementary material for: Global Gene Expression Analysis of Murine Limb Development
**Source:** PLoS One. 2011 Dec 9;6(12):e28358. doi: 10.1371/journal.pone.0028358
**Supplement:** Table S1 — Top 100 upregulated genes.

**Table S1. Top 100 upregulated genes.** From each forelimb comparison (forelimb vs whole embryo) we examined the top 100 limb-enriched genes, corresponding to a total of 279 non-redundant transcripts. The putative function, expression pattern and KO phenotype of each transcript was examined in Pubmed, MGI (<http://www.informatics.jax.org/phenotypes.shtml>), and Visigene (<http://genome.ucsc.edu/cgi-bin/hgVisiGene>). For genes with KO mice available, the most descriptive reference is cited. Abbreviations: Musculoskeletal (MSK; genes highlighted in brown), Yes (Y), Normal (N), Not available (NA), embryonic lethal prior to limb formation (EL; highlighted in purple), anterior-posterior (AP), proximal-distal (PD), Knockout (KO), double knockout (dKO), embryonic day (E). \*Gene also present in Table S4; \*\*Gene also present in Table S5; \*\*\*Gene also present in Tables S4/5. \*limb *in situ* expression in Figure S1. ~limb *in situ* expression detected in a species other than mouse. LogFC value that classifies a gene in the top 100 category is indicated in bold and italics, additional values are included for timepoints where the gene is significantly upregulated, but not among the top 100. Novel genes are highlighted in grey. Cited references are listed in References S1.

| No. | Gene Symbol      | E9.5 FL     |                 | E10.5 FL    |                 | E11.5 FL    |                 | E12.5 FL    |                 | E13.5 FL    |                 | Putative Function                   | KO phenotype                                                            | Ref     | In situ | MSK Function |
|-----|------------------|-------------|-----------------|-------------|-----------------|-------------|-----------------|-------------|-----------------|-------------|-----------------|-------------------------------------|-------------------------------------------------------------------------|---------|---------|--------------|
|     |                  | logFC       | Adj. p-val      | logFC       | Adj. p-val      | logFC       | Adj. p-val      | logFC       | Adj. p-val      | logFC       | Adj. p-val      |                                     |                                                                         |         |         |              |
| 1   | Lhx9*            | <b>3.75</b> | <b>3.90E-24</b> | 2.78        | 1.5E-21         | 2.69        | 1E-20           | 1.89        | 3E-16           |             |                 | Transcription factor                | Lhx2/Lhx9 dKOs patterning and growth dedects along AP and PD            | [1]     | Y       | Y            |
| 2   | Wif1             | <b>3.70</b> | <b>2.30E-14</b> | <b>3.39</b> | <b>2.50E-15</b> | 2.54        | 2.5E-11         | 1.47        | 2.8E-06         |             |                 | Wnt signaling modulator             | no reported limb phenotype                                              | [2]     | Y       | N            |
| 3   | HoxD9            | <b>3.69</b> | <b>1.70E-20</b> | 2.59        | 2E-17           | 2.15        | 1.5E-14         | 1.37        | 1.6E-09         |             |                 | Transcription factor                | forelimb patterning                                                     | [3-4]   | Y       | Y            |
| 4   | Fgf**            | <b>3.27</b> | <b>2.70E-17</b> | 1.20        | 2.9E-07         |             |                 |             |                 |             |                 | growth factor                       | no reported limb phenotype                                              | [5]     | Y       | N            |
| 5   | C130021120Rik    | <b>2.94</b> | <b>4.60E-22</b> | <b>3.95</b> | <b>2.00E-28</b> | <b>3.81</b> | <b>2.60E-27</b> | <b>3.35</b> | <b>3.10E-26</b> | <b>3.58</b> | <b>9.90E-28</b> | novel                               | unknown                                                                 |         | NA      |              |
| 6   | Cdo1             | <b>2.81</b> | <b>5.00E-20</b> | 2.21        | 1.3E-18         | 1.41        | 3.2E-12         |             |                 |             |                 | dioxigenase activity                | unknown                                                                 |         | NA      |              |
| 7   | Rspo4            | <b>2.78</b> | <b>1.20E-14</b> | 1.76        | 5.2E-11         |             |                 |             |                 |             |                 | wnt signaling ligand                | unknown                                                                 |         | NA      |              |
| 8   | Scn2b**          | <b>2.72</b> | <b>8.00E-18</b> |             |                 |             |                 |             |                 |             |                 | sodium channel                      | no reported limb phenotype                                              |         | NA      | N            |
| 9   | Bhlha9           | <b>2.57</b> | <b>2.30E-15</b> | 2.53        | 2.6E-17         | 1.63        | 3.2E-11         |             |                 |             |                 | Transcription factor                | unknown                                                                 |         | NA      |              |
| 10  | Lef1*            | <b>2.57</b> | <b>6.00E-10</b> | <b>3.31</b> | <b>4.10E-15</b> | <b>2.95</b> | <b>3.10E-13</b> | 2.24        | 2.4E-10         | 1.98        | 5.4E-09         | Transcription factor                | Wnt3a KO phenotype in Lef1/Tcf1 dKOs; arrested limb development at E9.5 | [6]     | Y       | Y            |
| 11  | Pfn1             | <b>2.53</b> | <b>2.70E-04</b> | <b>4.66</b> | <b>6.90E-11</b> | <b>4.88</b> | <b>4.70E-11</b> | <b>2.53</b> | <b>2.50E-05</b> |             |                 | Profilin1: actin binding protein    | lethal, Col2pfn1 --progressive chondrodysplasia                         | [7]     | NA      | Y            |
| 12  | E130012A19Rik*** | <b>2.45</b> | <b>2.00E-04</b> |             |                 |             |                 |             |                 |             |                 | novel                               | unknown                                                                 |         | NA      |              |
| 13  | Scn4b***         | <b>2.44</b> | <b>8.00E-13</b> |             |                 |             |                 |             |                 |             |                 | sodium channel                      | unknown                                                                 |         | NA      |              |
| 14  | HoxD8*           | <b>2.41</b> | <b>4.60E-15</b> | 2.37        | 5.1E-17         | 2.23        | 8.8E-16         | 1.69        | 1.2E-12         | 2.16        | 6.9E-16         | Transcription factor                | axial skeletal patterning defects; thoracic and lumber defects          | [8]     | Y       | Y            |
| 15  | Mup1             | <b>2.41</b> | <b>2.70E-04</b> | 2.52        | 0.000013        |             |                 |             |                 |             |                 | lipocalin family member             | unknown                                                                 |         | NA      |              |
| 16  | Lhx2*            | <b>2.33</b> | <b>7.00E-15</b> | 2.74        | 2.3E-19         | 2.15        | 1.5E-15         |             |                 |             |                 | Transcription factor                | Lhx2/Lhx9 dKOs patterning and growth dedects along AP and PD            | [1]     | Y       | Y            |
| 17  | Tbx15*           | <b>2.29</b> | <b>2.30E-15</b> | <b>3.85</b> | <b>4.70E-25</b> | <b>2.89</b> | <b>2.10E-20</b> | 1.95        | 2.30E-15        | 1.37        | 6.2E-11         | Transcription factor                | reduction in bone size and shape                                        | [9]     | Y       | Y            |
| 18  | Bmp7             | <b>2.21</b> | <b>3.00E-12</b> | 2.75        | 3.20E-17        | <b>2.89</b> | <b>1.50E-17</b> | 2.42        | 1.60E-15        |             |                 | growth factor                       | Involved in chondrogenesis and osteoblast differentiation,              | [10]    | Y       | Y            |
| 19  | Shox2*           | <b>2.21</b> | <b>1.00E-16</b> | <b>3.69</b> | <b>2.90E-26</b> | 2.71        | 2.40E-21        | 2.15        | 1.40E-18        | 1.85        | 1.4E-16         | Transcription factor                | chondrogenesis, short stature                                           | [11]    | Y       | Y            |
| 20  | Capn6            | <b>2.19</b> | <b>5.50E-19</b> | <b>3.31</b> | <b>4.40E-27</b> | <b>3.00</b> | <b>3.00E-25</b> | 2.42        | 1.10E-22        | 1.68        | 1.6E-17         | Ca(2+)-dependent cysteine proteases | unknown                                                                 |         | NA      |              |
| 21  | Cdx1***          | <b>2.17</b> | <b>1.00E-11</b> |             |                 |             |                 |             |                 |             |                 | Transcription factor                | skeletal defects                                                        | [12]    | Y       | Y            |
| 22  | Cpz***           | <b>2.17</b> | <b>3.40E-08</b> |             |                 |             |                 |             |                 |             |                 | carboxypepsidase                    | unknown                                                                 |         | NA      |              |
| 23  | Pkdc**           | <b>2.16</b> | <b>6.20E-09</b> | 1.67        | 4.7E-08         | 1.20        | 0.000034        |             |                 |             |                 | kinase                              | delayed ossification; short limbs; cleft palate                         | [13-14] | NA      | Y            |
| 24  | HoxC5**          | <b>2.15</b> | <b>8.50E-07</b> |             |                 |             |                 | 1.56        | 0.000011        | 1.55        | 0.000013        | Transcription factor                | skeletal defects; patterning of the rib cage                            | [15]    | Y       | Y            |
| 25  | Tmem173          | <b>2.15</b> | <b>1.20E-15</b> | 1.04        | 7.6E-09         |             |                 |             |                 |             |                 | transmembrane protein               | no reported limb phenotype                                              | [16]    | NA      | N            |
| 26  | Prrx1*           | <b>2.14</b> | <b>4.10E-22</b> | 2.22        | 1.2E-24         | 1.57        | 3.1E-19         | 1.37        | 9.8E-18         | 1.16        | 1.4E-15         | Transcription factor                | prx1/2 dKOs limb abnormalities including postaxial polydactyly and      | [17]    | Y       | Y            |
| 27  | Hoxb5***         | <b>2.14</b> | <b>2.30E-05</b> |             |                 |             |                 |             |                 |             |                 | Transcription factor                | specifies the position of the limb                                      | [18]    | Y       | Y            |
| 28  | Crlf1            | <b>2.14</b> | <b>4.90E-10</b> | 1.93        | 8.4E-11         | 2.26        | 2.8E-12         | 1.34        | 3.7E-07         |             |                 | cytokine receptor                   | motorneuronal defects                                                   | [19]    | NA      | N            |
| 29  | HoxD10*          | <b>2.11</b> | <b>3.60E-19</b> | <b>2.94</b> | <b>3.50E-26</b> | 2.32        | 3.00E-22        | <b>2.68</b> | <b>4.80E-25</b> | 2.11        | 1.1E-21         | Transcription factor                | hindlimb defects, anterior shift in the position of patella             | [20]    | Y       | Y            |
| 30  | Trp53*           | <b>2.07</b> | <b>2.20E-04</b> | <b>3.25</b> | <b>2.60E-09</b> | <b>3.48</b> | <b>1.00E-09</b> |             |                 |             |                 | nuclear transport                   | abnormal osteoblast morphology, tumorigenesis                           | [21]    | Y       | Y            |
| 31  | Lix1             | <b>2.06</b> | <b>5.90E-09</b> | <b>3.82</b> | <b>7.30E-19</b> | 2.08        | 1.40E-10        | 1.97        | 2.30E-10        | 2.02        | 1.3E-10         | novel                               | unknown                                                                 | [22]    | Y~      |              |
| 32  | Daam2            | <b>2.05</b> | <b>3.10E-10</b> | 1.99        | 7.6E-12         | 1.46        | 3.6E-08         |             |                 |             |                 | actin binding                       | unknown                                                                 | [23]    | Y       |              |
| 33  | Snai1*           | <b>2.05</b> | <b>1.40E-05</b> | <b>2.82</b> | <b>5.70E-10</b> | <b>2.86</b> | <b>8.70E-10</b> | 1.49        | 1.20E-04        |             |                 | Transcription factor                | craniofacial; skeletal defect, embryonic lethal                         | [24]    | Y       | Y            |
| 34  | Ifrd2            | <b>2.04</b> | <b>8.30E-06</b> | 2.35        | 1.8E-08         | 2.00        | 9.1E-07         |             |                 |             |                 | novel                               | unknown                                                                 |         | NA      |              |
| 35  | Wnt6             | <b>2.04</b> | <b>3.30E-12</b> | 1.05        | 5.6E-07         |             |                 |             |                 |             |                 | wnt signaling ligand                | unknown                                                                 | [2]     | Y       |              |
| 36  | Cldn6            | <b>2.02</b> | <b>2.10E-04</b> | 1.92        | 0.000041        |             |                 |             |                 |             |                 | tight junction                      | KO has no obvious defects; normal                                       | [25]    | NA      | N            |
| 37  | Pdpx             | <b>2.01</b> | <b>2.00E-05</b> | 1.45        | 0.00018         | 1.50        | 0.00018         |             |                 |             |                 | phosphatase                         | unknown                                                                 |         | NA      |              |
| 38  | HoxA9*           | <b>2.00</b> | <b>1.60E-19</b> | 1.32        | 9.1E-16         |             |                 |             |                 | 1.36        | 2.7E-16         | Transcription factor                | Forelimb and axial skeletal patterning defects                          | [3]     | Y       | Y            |
| 39  | Prrx2*           | <b>1.99</b> | <b>3.50E-10</b> | 2.24        | 1.1E-13         | 2.48        | 1.4E-14         | 2.10        | 6.7E-13         | 1.16        | 1.1E-06         | Transcription factor                | prx1/2 dKOs limb abnormalities including postaxial polydactyly and      | [17]    | Y       | Y            |
| 40  | Upf1             | <b>1.98</b> | <b>7.20E-05</b> | 2.27        | 4E-07           | 2.11        | 2.8E-06         |             |                 |             |                 | mRNA decay                          | perinatal lethal by E7.5                                                | [26]    | NA      | EL           |
| 41  | Fgf8*            | <b>1.94</b> | <b>1.10E-05</b> | <b>4.18</b> | <b>1.00E-15</b> | 2.07        | 2.40E-07        | 1.30        | 2.90E-04        |             |                 | growth factor/signaling             | essential for limb outgrowth and patterning                             | [27]    | Y       | Y            |
| 42  | Wnt7a***         | <b>1.94</b> | <b>1.30E-11</b> |             |                 |             |                 |             |                 |             |                 | wnt signaling ligand                | required for normal DV and AP patterning of the limb                    | [28]    | Y       | Y            |
| 43  | Btbd11*          | <b>1.94</b> | <b>7.20E-15</b> |             |                 |             |                 |             |                 |             |                 | novel                               | unknown                                                                 |         | Y       |              |

|     |                |      |          |      |          |      |          |             |                 |                      |                            |       |    |    |
|-----|----------------|------|----------|------|----------|------|----------|-------------|-----------------|----------------------|----------------------------|-------|----|----|
| 268 | Rtl1*          |      |          |      |          |      |          | <b>2.36</b> | <b>4.60E-17</b> | novel                | perinatal lethal E15.5-E19 | [120] | NA | EL |
| 269 | Clk4           | 1.48 | 9.2E-11  | 1.28 | 7.3E-09  | 1.80 | 3.5E-13  | <b>2.35</b> | <b>7.90E-17</b> | kinase               | unknown                    |       | NA |    |
| 270 | Fyttd1         | 1.94 | 2E-14    | 2.04 | 1.1E-14  | 2.41 | 1.8E-17  | <b>2.34</b> | <b>3.50E-17</b> | novel                | unknown                    |       | NA |    |
| 271 | 9630010G10Rik* |      |          |      |          |      |          | <b>2.34</b> | <b>1.20E-13</b> | novel                | unknown                    |       | NA |    |
| 272 | Rbm39*         |      |          |      |          |      |          | <b>2.33</b> | <b>2.00E-22</b> | transcription factor | lethal                     | [121] | NA | EL |
| 273 | Arid5b*        | 2.15 | 0.000017 | 2.06 | 0.000054 | 2.22 | 9.3E-06  | <b>2.28</b> | <b>6.30E-06</b> | transcription factor | lethal/skeletal defect     | [122] | Y  | Y  |
| 274 | Ttc14*         |      |          |      |          |      |          | <b>2.27</b> | <b>8.90E-18</b> | novel                | unknown                    |       | NA |    |
| 275 | Nsa2           | 1.97 | 4.1E-22  | 2.21 | 1.9E-23  | 1.97 | 2.8E-22  | <b>2.27</b> | <b>7.80E-25</b> | novel                | unknown                    |       | NA |    |
| 276 | 5830474E16Rik* |      |          |      |          |      |          | <b>2.27</b> | <b>6.10E-10</b> | novel                | unknown                    |       | NA |    |
| 277 | Zfp101         |      |          | 1.01 | 3.7E-09  | 1.33 | 1.1E-12  | <b>2.26</b> | <b>3.70E-20</b> | transcription factor | unknown                    |       | Y  |    |
| 278 | Tgfbfr3        |      |          | 1.38 | 1.1E-07  | 1.74 | 2.1E-10  | <b>2.25</b> | <b>1.50E-13</b> | receptor             | skeltal defects/lethal     | [123] | NA | Y  |
| 279 | Thoc2          | 1.18 | 0.000011 | 1.07 | 7.40E-05 | 1.64 | 1.50E-08 | <b>2.25</b> | <b>5.10E-12</b> | novel                | unknown                    |       | NA |    |

# Supplementary material for: Global Gene Expression Analysis of Murine Limb Development
**Source:** PLoS One. 2011 Dec 9;6(12):e28358. doi: 10.1371/journal.pone.0028358
**Supplement:** Table S3 — Clusters of Differential Gene Expression.

**Table S3. Clusters of Differential Gene Expression.** 20 major clusters were identified that grouped into the 4 major categories depicted in Figure 4. All transcripts from each cluster as listed in this table, and the Log2FC values.

| Up Early-down late   |     |     |     |     |     | Up late-down early    |     |     |     |     |     | Peak at 11             |     |     |     |     |   | On 10-11               |     |     |     |     |    | On 11-12               |     |     |     |     |   |
|----------------------|-----|-----|-----|-----|-----|-----------------------|-----|-----|-----|-----|-----|------------------------|-----|-----|-----|-----|---|------------------------|-----|-----|-----|-----|----|------------------------|-----|-----|-----|-----|---|
| E9                   | E10 | E11 | E12 | E13 |     | E9                    | E10 | E11 | E12 | E13 |     | E9                     | E10 | E11 | E12 | E13 |   | E9                     | E10 | E11 | E12 | E13 |    | E9                     | E10 | E11 | E12 | E13 |   |
| Cluster 1 (44 genes) |     |     |     |     |     | Cluster 6 (475 genes) |     |     |     |     |     | Cluster 10 (401 genes) |     |     |     |     |   | Cluster 12 (491 genes) |     |     |     |     |    | Cluster 14 (153 genes) |     |     |     |     |   |
| Hoxd8                | 2.4 | 2.4 | 2.2 | 1.7 | 2.2 | Tes3-ps               | 0   | 1.2 | 1.1 | 1.1 | 1.2 | AA987161               | 0   | 1.3 | 1.4 | 2   | 0 | Eno1                   | 0   | 1.3 | 1.8 | 0   | 0  | Fam101a                | -1  | -1  | 1.5 | 1.2 | 0 |
| Rabl3                | 1   | 3.1 | 2.4 | 2   | 1.2 | Atp5e                 | 0   | 1.6 | 1.7 | 1.6 | 1.3 | Dapk3                  | 0   | 2.4 | 2.5 | 1.6 | 0 | Taf8                   | 0   | 1.1 | 1.3 | 0   | 0  | Stxbp6                 | 0   | 0   | 2   | 1.9 | 0 |
| Mmp14                | 1.3 | 1.6 | 2.3 | 1.1 | 1.8 | Golt1b                | 0   | 1.9 | 1.4 | 1.7 | 1.1 | 4931414P19Rik          | 0   | 1.7 | 1.2 | 1.2 | 0 | Top3a                  | 0   | 1.1 | 1.4 | 0   | 0  | Rwdd3                  | 0   | 0   | 1.4 | 1   | 0 |
| Tbx15                | 2.3 | 3.8 | 2.9 | 1.9 | 1.4 | Ext1                  | 0   | 1.2 | 1.6 | 1.7 | 1.3 | Arl16                  | 0   | 1.3 | 1.5 | 1.7 | 0 | Cuta                   | 0   | 1.4 | 1.5 | 0   | 0  | Cryab                  | -1  | 0   | 1   | 1.2 | 0 |
| Lef1                 | 2.6 | 3.3 | 3   | 2.2 | 2   | Med27                 | 0   | 2.4 | 2.3 | 2.1 | 1.5 | Stambp                 | 0   | 1.3 | 1.7 | 1.3 | 0 | Rnaset2a               | 0   | 1   | 1.1 | 0   | 0  | Col17a1                | 0   | 0   | 2.3 | 2.1 | 0 |
| Pknx1                | 1.9 | 2.4 | 1.7 | 1.8 | 1.3 | Six4                  | 0   | 1.5 | 1   | 1.2 | 1.2 | Cdh3                   | 0   | 1.2 | 1.9 | 1.4 | 0 | Ufd1l                  | 0   | 1.1 | 1.1 | 0   | 0  | Csgalnact1             | 0   | 0   | 1   | 1.4 | 0 |
| Fam120a              | 1.1 | 1.6 | 1.2 | 1.1 | 1   | Epbb4.1l2             | 0   | 1.6 | 1.7 | 1.5 | 1.4 | Hspb1                  | 0   | 1.5 | 1.5 | 1.4 | 0 | Ccdc23                 | 0   | 1.1 | 1.5 | 0   | 0  | Atpaf2                 | 0   | 0   | 1.2 | 1.1 | 0 |
| Efnra                | 1.2 | 3.2 | 3.1 | 2.7 | 2   | Akt1s1                | 0   | 3.1 | 3.8 | 2.9 | 1.5 | Serinc2                | 0   | 1.5 | 2.6 | 1.3 | 0 | Snx2                   | 0   | 1   | 1.2 | 0   | 0  | A930041H05Rik          | 0   | 0   | 1.3 | 1.1 | 0 |
| Tbx5                 | 1.8 | 2.4 | 2.8 | 3   | 2.6 | 4933407H18Rik         | 0   | 1.5 | 1.6 | 1.7 | 1.7 | Helq                   | 0   | 1.6 | 1.4 | 1.2 | 0 | Atxn2l                 | 0   | 1.3 | 1.2 | 0   | 0  | AU020094               | 0   | 0   | 1.8 | 1.1 | 0 |
| Hoxa11               | 1.8 | 3.4 | 3   | 2   | 1.8 | Trpm7                 | 0   | 1.2 | 1.2 | 1.3 | 1.6 | Lrp5                   | 0   | 1.8 | 1.9 | 1.2 | 0 | D430042O09Rik          | 0   | 1.4 | 1.5 | 0   | 0  | Myf1                   | 0   | 0   | 3.6 | 3.3 | 0 |
| Pdia4                | 1   | 3.3 | 3.2 | 3   | 2.8 | Srpk2                 | 0   | 1.2 | 1.2 | 1.4 | 1.4 | Spata7                 | 0   | 1.3 | 1.6 | 1.4 | 0 | Rpl41                  | 0   | 1.1 | 1.4 | 0   | 0  | Mtrr                   | 0   | 0   | 1.1 | 1.6 | 0 |
| Dbn1                 | 1.1 | 2   | 2.1 | 1.1 | 1.1 | Smek1                 | 0   | 1.7 | 1.3 | 1.5 | 1.4 | Ubxn8                  | 0   | 1.5 | 1.7 | 1.1 | 0 | Vps33b                 | 0   | 1.2 | 1.6 | 0   | 0  | Chrna1                 | 0   | 0   | 1.7 | 1.2 | 0 |
| Hoxd10               | 2.1 | 2.9 | 2.3 | 2.7 | 2.1 | Agtr2                 | 0   | 2.4 | 2.7 | 2   | 1.5 | Sf3b5                  | 0   | 1.1 | 1.4 | 1.5 | 0 | Usp15                  | 0   | 1.2 | 1   | 0   | 0  | Acot13                 | 0   | 0   | 1   | 1.3 | 0 |
| Waf2                 | 1.1 | 2.2 | 2.3 | 1.7 | 1.3 | Slc25a24              | 0   | 3.6 | 3.7 | 3.3 | 3.5 | Gm5617                 | 0   | 1.1 | 1.4 | 1.2 | 0 | Tecr                   | 0   | 1.2 | 1.4 | 0   | 0  | C1qtnf7                | 0   | 0   | 1.5 | 1.5 | 0 |
| Etv5                 | 1.7 | 2.4 | 2.2 | 1.4 | 1.1 | A430107O13Rik         | 0   | 1.5 | 1.2 | 1.6 | 1.4 | Cep68                  | 0   | 1.8 | 1.7 | 1.5 | 0 | Unc119                 | 0   | 1   | 1.1 | 0   | 0  | Ndufc2                 | 0   | 0   | 1.2 | 1.3 | 0 |
| Zfp146               | 1.1 | 4.9 | 4.9 | 5.3 | 4.2 | Btbd3                 | 0   | 1.3 | 1   | 1.5 | 1.3 | Cyp4f16                | 0   | 1.5 | 1.6 | 1.1 | 0 | Smtn                   | 0   | 1.5 | 1.4 | 0   | 0  | Srd5a1                 | 0   | 0   | 1.3 | 1.3 | 0 |
| Slpr3                | 1.5 | 2.7 | 2.3 | 1.7 | 1.5 | Dynlrb1               | 0   | 3.1 | 3.1 | 1.9 | 1.5 | 1700048O20Rik          | 0   | 1.2 | 1.2 | 1.8 | 0 | 2310047B19Rik          | 0   | 1.3 | 1   | 0   | 0  | Ngrn                   | 0   | 0   | 1.2 | 1   | 0 |
| Prrx2                | 2   | 2.2 | 2.5 | 2.1 | 1.2 | Rpl37                 | 0   | 2.3 | 2.7 | 1.8 | 1.4 | Ccdc89                 | 0   | 1.4 | 1.2 | 1.3 | 0 | Dhx38                  | 0   | 1.3 | 1.3 | 0   | 0  | 1810030N24Rik          | 0   | 0   | 1   | 1.2 | 0 |
| Rarg                 | 1.6 | 3   | 2.9 | 2   | 1.5 | Il6st                 | 0   | 1.1 | 1.3 | 1.5 | 1.3 | Mdm2                   | 0   | 1   | 1.4 | 1   | 0 | Rrp1                   | 0   | 1   | 1.2 | 0   | 0  | Kdelc2                 | 0   | 0   | 1.5 | 1.5 | 0 |
| Socs2                | 1.2 | 2.2 | 2.1 | 1.9 | 1.3 | 2610018G03Rik         | 0   | 1.4 | 1.9 | 2.1 | 1.8 | Pigb                   | 0   | 1.5 | 1.3 | 1.6 | 0 | 1110032A03Rik          | 0   | 1   | 1   | 0   | 0  | Brdt                   | 0   | 0   | 1.5 | 1.5 | 0 |
| Sdcccag3             | 1.2 | 3   | 3   | 2.1 | 1.6 | Sfxn4                 | 0   | 1.5 | 1.3 | 1.6 | 1.2 | Cldn10a                | 0   | 1.6 | 1.3 | 1.2 | 0 | Macc1                  | 0   | 1.1 | 1.3 | 0   | 0  | Lgals3                 | 0   | 0   | 1.4 | 1.4 | 0 |
| Tshz1                | 1.5 | 1.1 | 1.7 | 1.7 | 1.6 | Cdc26                 | 0   | 1.2 | 1.5 | 1.3 | 1.1 | Pcdhb7                 | 0   | 1.1 | 1.8 | 1.5 | 0 | Uqcr11                 | 0   | 1.4 | 1.5 | 0   | 0  | 2410017P09Rik          | 0   | 0   | 1.1 | 1   | 0 |
| Gpc3                 | 1.4 | 2.7 | 2.6 | 1.7 | 1.2 | Tgfr1                 | 0   | 1.6 | 1.6 | 1.3 | 1.3 | Fkbp7                  | 0   | 1.1 | 1.4 | 1.3 | 0 | Rfc1                   | 0   | 1.1 | 1.2 | 0   | 0  | Papss2                 | 0   | 0   | 2.9 | 2.7 | 0 |
| Fam171a1             | 1.2 | 2.6 | 2.9 | 1.9 | 1.3 | Tmem26                | 0   | 1.7 | 1.5 | 1.3 | 1.4 | Ptcd1                  | 0   | 1.2 | 1.4 | 1.3 | 0 | Rasip1                 | 0   | 1.3 | 1.3 | 0   | 0  | Mgp                    | 0   | 0   | 1.6 | 1.6 | 0 |
| Mxsl                 | 1.7 | 2   | 1.9 | 1.9 | 1.6 | Lmnbl1                | 0   | 2.1 | 2   | 2.1 | 1.5 | 2610029G23Rik          | 0   | 1.5 | 1.4 | 1.2 | 0 | BC027344               | 0   | 2.1 | 1.7 | 0   | 0  | Prdxdd1                | 0   | 0   | 1.5 | 1.1 | 0 |
| Ephb4                | 1.1 | 2.9 | 3.3 | 2.2 | 2.1 | Fcho2                 | 0   | 1.9 | 1.6 | 2.3 | 2.9 | Dotd4                  | 0   | 2.1 | 2.6 | 1.4 | 0 | D10Wsu102e             | 0   | 1.1 | 1.2 | 0   | 0  | Gpx7                   | 0   | 0   | 1   | 1.1 | 0 |
| Zkscan5              | 1.3 | 2.2 | 2.4 | 1.3 | 1   | 1110057K04Rik         | 0   | 1.5 | 1.2 | 1.4 | 1   | Fmc1                   | 0   | 1.5 | 1.8 | 1.6 | 0 | E130309D02Rik          | 0   | 1.1 | 1.2 | 0   | 0  | Rgnf                   | 0   | 0   | 1.2 | 1.1 | 0 |
| Tbx3                 | 1.8 | 2.1 | 1.8 | 1.9 | 2.1 | Zfp825                | 0   | 1.7 | 1.6 | 1.4 | 1.3 | 1700052K11Rik          | 0   | 1.3 | 1.6 | 1.4 | 0 | Snd1                   | 0   | 1.4 | 1.6 | 0   | 0  | Cadm2                  | 0   | 0   | 1.2 | 1.1 | 0 |
| Parp8                | 1.2 | 1.9 | 1.4 | 1.5 | 1.2 | Tmem184c              | 0   | 1.1 | 1.1 | 1.2 | 1.4 | Cd99                   | 0   | 1.8 | 2.3 | 1.5 | 0 | Ccdc85b                | 0   | 1.6 | 1.8 | 0   | 0  | Ccdc109a               | 0   | 0   | 1.2 | 1.1 | 0 |
| Lix1                 | 2.1 | 3.8 | 2.1 | 2   | 1.2 | Emi2                  | 0   | 1.8 | 1.9 | 1.4 | 1.1 | Narf                   | 0   | 1.4 | 1.2 | 1   | 0 | Rasgef1b               | 0   | 1.7 | 1.9 | 0   | -2 | Spag7                  | 0   | 0   | 1.4 | 1   | 0 |
| Snm1                 | 1.9 | 4.2 | 4   | 2.7 | 1.5 | Sntb2                 | 0   | 1.4 | 1   | 1.5 | 1.2 | Artm                   | 0   | 2.2 | 2.4 | 2   | 0 | Atp5l                  | 0   | 1.2 | 1.3 | 0   | 0  | Zfp709                 | 0   | 0   | 1.2 | 1.3 | 0 |
| Hand2                | 1.4 | 2.4 | 2.7 | 1.9 | 1.5 | Chd4                  | 0   | 2.5 | 2.2 | 1.6 | 1.6 | Tm9sf4                 | 0   | 1.1 | 1.3 | 1   | 0 | Traip                  | 0   | 1.1 | 1.1 | 0   | 0  | Car12                  | 0   | 0   | 1.2 | 1.5 | 0 |
| Cxcl14               | 1.3 | 3.9 | 4   | 2.5 | 1.6 | Cdc23                 | 0   | 2.8 | 2.8 | 2.3 | 1.5 | Taf1c                  | 0   | 1.1 | 1.5 | 1.3 | 0 | Pltp                   | 0   | 1.3 | 1.6 | 0   | 0  | 5730455P16Rik          | 0   | 0   | 1.1 | 1.2 | 0 |
| Fmn13                | 1.1 | 2.3 | 2.2 | 1.7 | 1.5 | Exosc10               | 0   | 1.5 | 1.8 | 1.2 | 1   | Zfp882                 | 0   | 1.5 | 1.6 | 1.5 | 0 | Hsbp1                  | 0   | 1.2 | 1.2 | 0   | 0  | Il17b                  | 0   | 0   | 1.2 | 1.3 | 0 |
| Prrx1                | 2.1 | 2.2 | 1.6 | 1.4 | 1.2 | Fam176a               | 0   | 1.8 | 2.5 | 2.1 | 1.2 | Lig3                   | 0   | 1.5 | 1.5 | 1.3 | 0 | Safb2                  | 0   | 1.6 | 1.4 | 0   | 0  | Cops4                  | 0   | 0   | 1   | 1   | 0 |
| Cl30021120Rik        | 2.9 | 4   | 3.8 | 3.4 | 3.6 | Shroom2               | 0   | 1.6 | 1.6 | 1.4 | 1.6 | Tie1                   | 0   | 1.8 | 1.5 | 1.4 | 0 | 1700106N22Rik          | 0   | 1.2 | 1.1 | 0   | 0  | Arl5a                  | 0   | 0   | 1.1 | 1.1 | 0 |
| Shox2                | 2.2 | 3.7 | 2.7 | 2.2 | 1.9 | 9530018H14Rik         | 0   | 1.9 | 2.4 | 2.3 | 1.4 | Sfrs2ip                | 0   | 1.2 | 1.1 | 1.1 | 0 | Tomm40                 | 0   | 1.4 | 1.7 | 0   | 0  | 1110007C09Rik          | 0   | 0   | 1.6 | 1.3 | 0 |
| Ifitm2               | 1.3 | 3.7 | 4.3 | 2.6 | 1.8 | 8430426H19Rik         | 0   | 3   | 3   | 3   | 2.5 | Calml4                 | 0   | 3.1 | 1.7 | 1.6 | 0 | Vps25                  | 0   | 1.4 | 1.5 | 0   | 0  | Zswim7                 | 0   | 0   | 1.7 | 1.4 | 0 |
| Dusp7                | 1.5 | 3.1 | 3.2 | 1.8 | 2   | Cdh5                  | 0   | 1.4 | 1.5 | 1.4 | 1   | Gm7444                 | 0   | 1.6 | 1.5 | 1.5 | 0 | Psmad4                 | 0   | 1.2 | 1.5 | 0   | 0  | Phlda2                 | -1  | 0   | 1.6 | 1.5 | 0 |
| Nolc1                | 1.2 | 3.5 | 3.3 | 3.1 | 2.2 | Sep15                 | 0   | 1.3 | 1.6 | 1.2 | 1.1 | Timp3                  | 0   | 1.3 | 1.1 | 1.1 | 0 | Wdr1                   | 0   | 1.2 | 1.4 | 0   | 0  | Gm70                   | 0   | 0   | 1.2 | 1.3 | 0 |
| Capn6                | 2.2 | 3.3 | 3   | 2.4 | 1.7 | Mdfl                  | 0   | 2.5 | 2.7 | 2.4 | 1.5 | Rsrc1                  | 0   | 1.7 | 1.3 | 1   | 0 | Puf60                  | 0   | 1.1 | 1.2 | 0   | 0  | Mcts1                  | 0   | 0   | 1.1 | 1.1 | 0 |
| Kcnc3                | 1.4 | 2.8 | 3.1 | 2.9 | 2.1 | Cacna1h               | 0   | 1.2 | 1.4 | 1.1 | 1.1 | Med12                  | 0   | 1.5 | 1.7 | 1   | 0 | Dnajc14                | 0   | 1.1 | 1.1 | 0   | 0  | Cyt1l                  | 0   | 0   | 1.1 | 2.6 | 0 |
| Sema5a               | 1.6 | 1.8 | 1.6 | 1.2 | 1.1 | Gna12                 | 0   | 3   | 2.7 | 2.2 | 1.7 | Mrp149                 | 0   | 1.3 | 1.3 | 1.2 | 0 | Fbrsl1                 | 0   | 1.5 | 1.2 | 0   | 0  | Lum                    | -2  | 0   | 1.6 | 1.4 | 0 |
| Sema3a               | 1.5 | 1.6 | 1.4 | 1.6 | 1.3 | Fvl                   | 0   | 1.3 | 1.5 | 2.5 | 1   | 1110059G10Rik          | 0   | 1.3 | 1.3 | 1.1 | 0 | Tpmt                   | 0   | 1.5 | 1.4 | 0   | 0  | Galnt4                 | 0   | 0   | 1.3 | 1.3 | 0 |
|                      |     |     |     |     |     | Zdhhc20               | 0   | 1.4 | 1.6 | 1.4 | 1.7 | Angptl2                | 0   | 2.1 | 2.3 | 1.8 | 0 | Comt1                  | 0   | 1.1 | 1.1 | 0   | 0  | Creb3l4                | 0   | 0   |     |     |   |

# Supplementary material for: Global Gene Expression Analysis of Murine Limb Development
**Source:** PLoS One. 2011 Dec 9;6(12):e28358. doi: 10.1371/journal.pone.0028358
**Supplement:** Table S4 — Stage-specific enriched genes.

**Table S4. Stage-specific enriched genes.** The putative function, expression pattern and KO phenotype of each transcript was examined in Pubmed, MGI (<http://www.informatics.jax.org/phenotypes.shtml>), and Visigene (<http://genome.ucsc.edu/cgi-bin/hgVisiGene>). For genes with KO mice available, the most descriptive reference is cited (see References S1). Abbreviations: Musculoskeletal (MSK), Yes (Y), Normal (N), Not available (NA), embryonic lethal prior to limb formation (EL), anterior-posterior (AP), proximal-distal (PD), Knockout (KO), double knockout (dKO), embryonic day (E). Novel genes are highlighted in grey and genes with confirmed MSKs are in brown. All other genes have normal or no MSK KO phenotypes. \**in situ* available in Figure 6. References cited are included in References S1.

#### E10.5 FL

#### E11.5 FL

### E12.5 FL

### E13.5 FL

# Supplementary material for: Global Gene Expression Analysis of Murine Limb Development
**Source:** PLoS One. 2011 Dec 9;6(12):e28358. doi: 10.1371/journal.pone.0028358
**Supplement:** Material and Methods S1 — In Situ Probe Information.

## **Material and Methods S1**

### **In Situ Probe Information**

Novel Genes without available Image Clones were PCR amplified from mouse genomic DNA.

| <b>Gene</b>   | <b>Forward Primer</b> | <b>Reverse Primer</b> |
|---------------|-----------------------|-----------------------|
| BC017612      | TCAAAGGGAAGCCAAAGAAA  | CAAATCCCATCAAGCACAGA  |
| C130050O18rik | GACTATGACGGCCATGTGTG  | ATATGCATCCGAGTCCAGGT  |
| Lmx1-B        | CTGCTGTGCAAGGGTGACTA  | GCTACTTCCGTAGGGGCTCT  |
| Lix1          | CATGAGGAGACTGTGCAGGA  | CTGGTGGAGGCTACTGCTTC  |
| C130021I20Rik | ATGAAAGTGCTCGTGGTGTG  | CAGGGTGGAGACCAATGAAC  |
| 6230427J02Rik | AGGAAGAGGAGGAAGGCTTG  | AGTTCATGAGGGCTGCAAAT  |
|               |                       |                       |
| <b>Gene</b>   | <b>Accession #</b>    | <b>Image Clone #</b>  |
| Fbxo41        | BC070445              | 30536738              |
| Tbx5          | BC090639              | 30548234              |
| Hoxc10        | BC053405              | 30059581              |
| Pitx1         | BC012696              | 4192818               |
| Nnat          | BC036984              | 4981517               |
| 1200009O22Rik | BC059224              | 6406165               |
| Phf6          | BC057374              | 6826091               |
| Cap1          | BC005472              | 3590890               |
| Net1          | BC004699              | 3499258               |
| Frg1          | BC002027              | 3487998               |
| Aass          | BC005420              | 3600654               |
| Dusp7         | BC010207              | 3964527               |
| Fibin         | BC027250              | 3603588               |

# Supplementary material for: Global Gene Expression Analysis of Murine Limb Development
**Source:** PLoS One. 2011 Dec 9;6(12):e28358. doi: 10.1371/journal.pone.0028358
**Supplement:** References S1 — Supplemental references.

## References S1

1. Wynick D, Small CJ, Bacon A, Holmes FE, Norman M, et al. (1998) Galanin regulates prolactin release and lactotroph proliferation. *Proc Natl Acad Sci U S A* 95: 12671-12676.
2. Tzchori I, Day TF, Carolan PJ, Zhao Y, Wassif CA, et al. (2009) LIM homeobox transcription factors integrate signaling events that control three-dimensional limb patterning and growth. *Development* 136: 1375-1385.
3. Witte F, Dokas J, Neuendorf F, Mundlos S, Stricker S (2009) Comprehensive expression analysis of all Wnt genes and their major secreted antagonists during mouse limb development and cartilage differentiation. *Gene Expr Patterns* 9: 215-223.
4. Fromental-Ramain C, Warot X, Messadecq N, LeMeur M, Dolle P, et al. (1996) Hoxa-13 and Hoxd-13 play a crucial role in the patterning of the limb autopod. *Development* 122: 2997-3011.
5. Kmita M, Fraudeau N, Herault Y, Duboule D (2002) Serial deletions and duplications suggest a mechanism for the collinearity of Hoxd genes in limbs. *Nature* 420: 145-150.
6. Trelles RD, Leon JR, Kawakami Y, Simoes S, Izpisua Belmonte JC (2002) Expression of the chick vascular endothelial growth factor D gene during limb development. *Mech Dev* 116: 239-242.
7. Galceran J, Farinas I, Depew MJ, Clevers H, Grosschedl R (1999) Wnt3a<sup>-/-</sup>-like phenotype and limb deficiency in Lef1<sup>-/-</sup>Tcf1<sup>-/-</sup> mice. *Genes Dev* 13: 709-717.
8. Bottcher RT, Wiesner S, Braun A, Wimmer R, Berna A, et al. (2009) Profilin 1 is required for abscission during late cytokinesis of chondrocytes. *Embo J* 28: 1157-1169.
9. van den Akker E, Fromental-Ramain C, de Graaff W, Le Mouellie H, Brulet P, et al. (2001) Axial skeletal patterning in mice lacking all paralogous group 8 Hox genes. *Development* 128: 1911-1921.
10. Singh MK, Petry M, Haenig B, Lescher B, Leitges M, et al. (2005) The T-box transcription factor Tbx15 is required for skeletal development. *Mech Dev* 122: 131-144.
11. Bandyopadhyay A, Tsuji K, Cox K, Harfe BD, Rosen V, et al. (2006) Genetic analysis of the roles of BMP2, BMP4, and BMP7 in limb patterning and skeletogenesis. *PLoS Genet* 2: e216.
12. Cobb J, Dierich A, Huss-Garcia Y, Duboule D (2006) A mouse model for human short-stature syndromes identifies Shox2 as an upstream regulator of Runx2 during long-bone development. *Proc Natl Acad Sci U S A* 103: 4511-4515.
13. Houle M, Sylvestre JR, Lohnes D (2003) Retinoic acid regulates a subset of Cdx1 function in vivo. *Development* 130: 6555-6567.
14. Kinoshita M, Era T, Jakt LM, Nishikawa S (2009) The novel protein kinase Vlk is essential for stromal function of mesenchymal cells. *Development* 136: 2069-2079.
15. Imuta Y, Nishioka N, Kiyonari H, Sasaki H (2009) Short limbs, cleft palate, and delayed formation of flat proliferative chondrocytes in mice with targeted disruption of a putative protein kinase gene, Pkdcc (AW548124). *Dev Dyn* 238: 210-222.
16. McIntyre DC, Rakshit S, Yallowitz AR, Loken L, Jeannotte L, et al. (2007) Hox patterning of the vertebrate rib cage. *Development* 134: 2981-2989.

17. Ishikawa H, Barber GN (2008) STING is an endoplasmic reticulum adaptor that facilitates innate immune signalling. *Nature* 455: 674-678.
18. ten Berge D, Brouwer A, Korving J, Martin JF, Meijlink F (1998) Prx1 and Prx2 in skeletogenesis: roles in the craniofacial region, inner ear and limbs. *Development* 125: 3831-3842.
19. Rancourt DE, Tsuzuki T, Capecchi MR (1995) Genetic interaction between *hoxb-5* and *hoxb-6* is revealed by nonallelic noncomplementation. *Genes Dev* 9: 108-122.
20. Forger NG, Prevette D, deLapeyriere O, de Bovis B, Wang S, et al. (2003) Cardiotrophin-like cytokine/cytokine-like factor 1 is an essential trophic factor for lumbar and facial motoneurons in vivo. *J Neurosci* 23: 8854-8858.
21. Carpenter EM, Goddard JM, Davis AP, Nguyen TP, Capecchi MR (1997) Targeted disruption of *Hoxd-10* affects mouse hindlimb development. *Development* 124: 4505-4514.
22. Robanus-Maandag E, Giovannini M, van der Valk M, Niwa-Kawakita M, Abramowski V, et al. (2004) Synergy of *Nf2* and *p53* mutations in development of malignant tumours of neural crest origin. *Oncogene* 23: 6541-6547.
23. Swindell EC, Moeller C, Thaller C, Eichele G (2001) Cloning and expression analysis of chicken *Lix1*, a founding member of a novel gene family. *Mech Dev* 109: 405-408.
24. Nakaya MA, Habas R, Biris K, Dunty WC, Jr., Kato Y, et al. (2004) Identification and comparative expression analyses of *Daam* genes in mouse and *Xenopus*. *Gene Expr Patterns* 5: 97-105.
25. Murray SA, Oram KF, Gridley T (2007) Multiple functions of *Snail* family genes during palate development in mice. *Development* 134: 1789-1797.
26. Anderson WJ, Zhou Q, Alcalde V, Kaneko OF, Blank LJ, et al. (2008) Genetic targeting of the endoderm with claudin-6CreER. *Dev Dyn* 237: 504-512.
27. Medghalchi SM, Frischmeyer PA, Mendell JT, Kelly AG, Lawler AM, et al. (2001) *Rent1*, a trans-effector of nonsense-mediated mRNA decay, is essential for mammalian embryonic viability. *Hum Mol Genet* 10: 99-105.
28. Lewandoski M, Sun X, Martin GR (2000) *Fgf8* signalling from the AER is essential for normal limb development. *Nat Genet* 26: 460-463.
29. Parr BA, McMahon AP (1995) Dorsalizing signal *Wnt-7a* required for normal polarity of D-V and A-P axes of mouse limb. *Nature* 374: 350-353.
30. Firulli BA, Krawchuk D, Centonze VE, Vargesson N, Virshup DM, et al. (2005) Altered *Twist1* and *Hand2* dimerization is associated with Saethre-Chotzen syndrome and limb abnormalities. *Nat Genet* 37: 373-381.
31. Stephen LJ, Fawkes AL, Verhoeve A, Lemke G, Brown A (2007) A critical role for the *EphA3* receptor tyrosine kinase in heart development. *Dev Biol* 302: 66-79.
32. Caubit X, Core N, Boned A, Kerridge S, Djabali M, et al. (2000) Vertebrate orthologues of the *Drosophila* region-specific patterning gene *teashirt*. *Mech Dev* 91: 445-448.
33. Ferretti E, Villaescusa JC, Di Rosa P, Fernandez-Diaz LC, Longobardi E, et al. (2006) Hypomorphic mutation of the *TALE* gene *Prep1* (*pKnox1*) causes a major reduction of *Pbx* and *Meis* proteins and a pleiotropic embryonic phenotype. *Mol Cell Biol* 26: 5650-5662.

34. Bell SM, Schreiner CM, Hess KA, Anderson KP, Scott WJ (2003) Asymmetric limb malformations in a new transgene insertional mutant, footless. *Mech Dev* 120: 597-605.
35. Werling U, Schorle H (2002) Transcription factor gene AP-2 gamma essential for early murine development. *Mol Cell Biol* 22: 3149-3156.
36. Zirzow S, Ludtke TH, Brons JF, Petry M, Christoffels VM, et al. (2009) Expression and requirement of T-box transcription factors Tbx2 and Tbx3 during secondary palate development in the mouse. *Dev Biol* 336: 145-155.
37. Wakamiya M, Blackburn MR, Jurecic R, McArthur MJ, Geske RS, et al. (1995) Disruption of the adenosine deaminase gene causes hepatocellular impairment and perinatal lethality in mice. *Proc Natl Acad Sci U S A* 92: 3673-3677.
38. Cifuentes-Diaz C, Frugier T, Tiziano FD, Lacene E, Roblot N, et al. (2001) Deletion of murine SMN exon 7 directed to skeletal muscle leads to severe muscular dystrophy. *J Cell Biol* 152: 1107-1114.
39. Conover JC, Erickson JT, Katz DM, Bianchi LM, Poueymirou WT, et al. (1995) Neuronal deficits, not involving motor neurons, in mice lacking BDNF and/or NT4. *Nature* 375: 235-238.
40. Boulet AM, Capecchi MR (2004) Multiple roles of Hoxa11 and Hoxd11 in the formation of the mammalian forelimb zeugopod. *Development* 131: 299-309.
41. Boumil RM, Letts VA, Roberts MC, Lenz C, Mahaffey CL, et al. A missense mutation in a highly conserved alternate exon of dynamin-1 causes epilepsy in fitful mice. *PLoS Genet* 6.
42. Oh J, Takahashi R, Adachi E, Kondo S, Kuratomi S, et al. (2004) Mutations in two matrix metalloproteinase genes, MMP-2 and MT1-MMP, are synthetic lethal in mice. *Oncogene* 23: 5041-5048.
43. Peters B, Kirfel J, Bussow H, Vidal M, Magin TM (2001) Complete cytolysis and neonatal lethality in keratin 5 knockout mice reveal its fundamental role in skin integrity and in epidermolysis bullosa simplex. *Mol Biol Cell* 12: 1775-1789.
44. Muller AJ, Baker JF, DuHadaway JB, Ge K, Farmer G, et al. (2003) Targeted disruption of the murine Bin1/Amphiphysin II gene does not disable endocytosis but results in embryonic cardiomyopathy with aberrant myofibril formation. *Mol Cell Biol* 23: 4295-4306.
45. Davenport TG, Jerome-Majewska LA, Papaioannou VE (2003) Mammary gland, limb and yolk sac defects in mice lacking Tbx3, the gene mutated in human ulnar mammary syndrome. *Development* 130: 2263-2273.
46. Boskey AL, Gelb BD, Pourmand E, Kudrashov V, Doty SB, et al. (2009) Ablation of cathepsin k activity in the young mouse causes hypermineralization of long bone and growth plates. *Calcif Tissue Int* 84: 229-239.
47. Yonemasu R, Minami M, Nakatsu Y, Takeuchi M, Kuraoka I, et al. (2005) Disruption of mouse XAB2 gene involved in pre-mRNA splicing, transcription and transcription-coupled DNA repair results in preimplantation lethality. *DNA Repair (Amst)* 4: 479-491.
48. Beverdam A, Brouwer A, Reijnen M, Korving J, Meijlink F (2001) Severe nasal clefting and abnormal embryonic apoptosis in Alx3/Alx4 double mutant mice. *Development* 128: 3975-3986.
49. Agarwal P, Wylie JN, Galceran J, Arkhitko O, Li C, et al. (2003) Tbx5 is essential for forelimb bud initiation following patterning of the limb field in the mouse embryo. *Development* 130: 623-633.

50. Lohnes D, Mark M, Mendelsohn C, Dolle P, Dierich A, et al. (1994) Function of the retinoic acid receptors (RARs) during development (I). Craniofacial and skeletal abnormalities in RAR double mutants. *Development* 120: 2723-2748.
51. Gawenis LR, Ledoussal C, Judd LM, Prasad V, Alper SL, et al. (2004) Mice with a targeted disruption of the AE2 Cl<sup>-</sup>/HCO<sub>3</sub><sup>-</sup> exchanger are achlorhydric. *J Biol Chem* 279: 30531-30539.
52. Bensoussan V, Lallemand Y, Moreau J, Cloment CS, Langa F, et al. (2008) Generation of an Msx2-GFP conditional null allele. *Genesis* 46: 276-282.
53. Ihrie RA, Reczek E, Horner JS, Khachatryan L, Sage J, et al. (2003) Perp is a mediator of p53-dependent apoptosis in diverse cell types. *Curr Biol* 13: 1985-1990.
54. Gross MK, Moran-Rivard L, Velasquez T, Nakatsu MN, Jagla K, et al. (2000) Lbx1 is required for muscle precursor migration along a lateral pathway into the limb. *Development* 127: 413-424.
55. Zhang Z, Verheyden JM, Hassell JA, Sun X (2009) FGF-regulated Etv genes are essential for repressing Shh expression in mouse limb buds. *Dev Cell* 16: 607-613.
56. Basson MA, Akbulut S, Watson-Johnson J, Simon R, Carroll TJ, et al. (2005) Sprouty1 is a critical regulator of GDNF/RET-mediated kidney induction. *Dev Cell* 8: 229-239.
57. Lallemand Y, Nicola MA, Ramos C, Bach A, Cloment CS, et al. (2005) Analysis of Msx1; Msx2 double mutants reveals multiple roles for Msx genes in limb development. *Development* 132: 3003-3014.
58. Mukhopadhyay R, Ho YS, Swiatek PJ, Rosen BP, Bhattacharjee H (2006) Targeted disruption of the mouse Asna1 gene results in embryonic lethality. *FEBS Lett* 580: 3889-3894.
59. Moon YS, Smas CM, Lee K, Villena JA, Kim KH, et al. (2002) Mice lacking paternally expressed Pref-1/Dlk1 display growth retardation and accelerated adiposity. *Mol Cell Biol* 22: 5585-5592.
60. Ding H, Wu X, Bostrom H, Kim I, Wong N, et al. (2004) A specific requirement for PDGF-C in palate formation and PDGFR-alpha signaling. *Nat Genet* 36: 1111-1116.
61. Su X, Paris M, Gi YJ, Tsai KY, Cho MS, et al. (2009) TAp63 prevents premature aging by promoting adult stem cell maintenance. *Cell Stem Cell* 5: 64-75.
62. Imamoto A, Soriano P (1993) Disruption of the csk gene, encoding a negative regulator of Src family tyrosine kinases, leads to neural tube defects and embryonic lethality in mice. *Cell* 73: 1117-1124.
63. Witke W, Li W, Kwiatkowski DJ, Southwick FS (2001) Comparisons of CapG and gelsolin-null macrophages: demonstration of a unique role for CapG in receptor-mediated ruffling, phagocytosis, and vesicle rocketing. *J Cell Biol* 154: 775-784.
64. Ansorge HL, Meng X, Zhang G, Veit G, Sun M, et al. (2009) Type XIV Collagen Regulates Fibrillogenesis: PREMATURE COLLAGEN FIBRIL GROWTH AND TISSUE DYSFUNCTION IN NULL MICE. *J Biol Chem* 284: 8427-8438.
65. Zhao Q, Behringer RR, de Crombrughe B (1996) Prenatal folic acid treatment suppresses acrania and meroanencephaly in mice mutant for the Cart1 homeobox gene. *Nat Genet* 13: 275-283.
66. Johnstone KA, DuBose AJ, Futtner CR, Elmore MD, Brannan CI, et al. (2006) A human imprinting centre demonstrates conserved acquisition but diverged maintenance of imprinting in a mouse model for Angelman syndrome imprinting defects. *Hum Mol Genet* 15: 393-404.

67. Davis AP, Capecchi MR (1994) Axial homeosis and appendicular skeleton defects in mice with a targeted disruption of *hoxd-11*. *Development* 120: 2187-2198.
68. Huntington ND, Puthalakath H, Gunn P, Naik E, Michalak EM, et al. (2007) Interleukin 15-mediated survival of natural killer cells is determined by interactions among Bim, Noxa and Mcl-1. *Nat Immunol* 8: 856-863.
69. Gao Y, Lan Y, Ovitt CE, Jiang R (2009) Functional equivalence of the zinc finger transcription factors *Osr1* and *Osr2* in mouse development. *Dev Biol* 328: 200-209.
70. Nara N, Nakayama Y, Okamoto S, Tamura H, Kiyono M, et al. (2007) Disruption of CXC motif chemokine ligand-14 in mice ameliorates obesity-induced insulin resistance. *J Biol Chem* 282: 30794-30803.
71. Khokha MK, Hsu D, Brunet LJ, Dionne MS, Harland RM (2003) Gremlin is the BMP antagonist required for maintenance of Shh and Fgf signals during limb patterning. *Nat Genet* 34: 303-307.
72. Lu X, Borchers AG, Jolicoeur C, Rayburn H, Baker JC, et al. (2004) PTK7/CCK-4 is a novel regulator of planar cell polarity in vertebrates. *Nature* 430: 93-98.
73. Gurniak CB, Perlas E, Witke W (2005) The actin depolymerizing factor n-cofilin is essential for neural tube morphogenesis and neural crest cell migration. *Dev Biol* 278: 231-241.
74. Bladt F, Riethmacher D, Isenmann S, Aguzzi A, Birchmeier C (1995) Essential role for the c-met receptor in the migration of myogenic precursor cells into the limb bud. *Nature* 376: 768-771.
75. Pettitt SJ, Liang Q, Rairdan XY, Moran JL, Prosser HM, et al. (2009) Agouti C57BL/6N embryonic stem cells for mouse genetic resources. *Nat Methods* 6: 493-495.
76. Wang W, Wang YG, Reginato AM, Glotzer DJ, Fukai N, et al. (2004) Groucho homologue Grg5 interacts with the transcription factor Runx2-Cbfa1 and modulates its activity during postnatal growth in mice. *Dev Biol* 270: 364-381.
77. Banks KG, Johnson KA, Lerner CP, Mahaffey CL, Bronson RT, et al. (2003) Retroposon compensatory mechanism hypothesis not supported: Zfa knockout mice are fertile. *Genomics* 82: 254-260.
78. Yamada R, Mizutani-Koseki Y, Koseki H, Takahashi N (2004) Requirement for Mab21l2 during development of murine retina and ventral body wall. *Dev Biol* 274: 295-307.
79. Haberland M, Mokalled MH, Montgomery RL, Olson EN (2009) Epigenetic control of skull morphogenesis by histone deacetylase 8. *Genes Dev* 23: 1625-1630.
80. Bruneau S, Johnson KR, Yamamoto M, Kuroiwa A, Duboule D (2001) The mouse *Hoxd13*(*spdh*) mutation, a polyalanine expansion similar to human type II synpolydactyly (SPD), disrupts the function but not the expression of other *Hoxd* genes. *Dev Biol* 237: 345-353.
81. Bagi Z, Frangos JA, Yeh JC, White CR, Kaley G, et al. (2005) PECAM-1 mediates NO-dependent dilation of arterioles to high temporal gradients of shear stress. *Arterioscler Thromb Vasc Biol* 25: 1590-1595.
82. Mendelsohn C, Lohnes D, Decimo D, Lufkin T, LeMeur M, et al. (1994) Function of the retinoic acid receptors (RARs) during development (II). Multiple abnormalities at various stages of organogenesis in RAR double mutants. *Development* 120: 2749-2771.
83. Chiang YJ, Sommers CL, Jordan MS, Gu H, Samelson LE, et al. (2004) Inactivation of c-Cbl reverses neonatal lethality and T cell developmental arrest of SLP-76-deficient mice. *J Exp Med* 200: 25-34.

84. Gu JL, Muller S, Mancino V, Offermanns S, Simon MI (2002) Interaction of G alpha(12) with G alpha(13) and G alpha(q) signaling pathways. *Proc Natl Acad Sci U S A* 99: 9352-9357.
85. Rahuel C, Filipe A, Ritie L, El Nemer W, Patey-Mariaud N, et al. (2008) Genetic inactivation of the laminin alpha5 chain receptor Lu/BCAM leads to kidney and intestinal abnormalities in the mouse. *Am J Physiol Renal Physiol* 294: F393-406.
86. Gerety SS, Wang HU, Chen ZF, Anderson DJ (1999) Symmetrical mutant phenotypes of the receptor EphB4 and its specific transmembrane ligand ephrin-B2 in cardiovascular development. *Mol Cell* 4: 403-414.
87. Yamada G, Mansouri A, Torres M, Stuart ET, Blum M, et al. (1995) Targeted mutation of the murine goosecoid gene results in craniofacial defects and neonatal death. *Development* 121: 2917-2922.
88. Wirth KG, Wutz G, Kudo NR, Desdouets C, Zetterberg A, et al. (2006) Separase: a universal trigger for sister chromatid disjunction but not chromosome cycle progression. *J Cell Biol* 172: 847-860.
89. Scholzen TE, Steinhoff M, Bonaccorsi P, Klein R, Amadesi S, et al. (2001) Neutral endopeptidase terminates substance P-induced inflammation in allergic contact dermatitis. *J Immunol* 166: 1285-1291.
90. Liu CY, Birk DE, Hassell JR, Kane B, Kao WW (2003) Keratocan-deficient mice display alterations in corneal structure. *J Biol Chem* 278: 21672-21677.
91. Stadler HS, Higgins KM, Capecchi MR (2001) Loss of Eph-receptor expression correlates with loss of cell adhesion and chondrogenic capacity in Hoxa13 mutant limbs. *Development* 128: 4177-4188.
92. Storm EE, Kingsley DM (1996) Joint patterning defects caused by single and double mutations in members of the bone morphogenetic protein (BMP) family. *Development* 122: 3969-3979.
93. Diaz F, Thomas CK, Garcia S, Hernandez D, Moraes CT (2005) Mice lacking COX10 in skeletal muscle recapitulate the phenotype of progressive mitochondrial myopathies associated with cytochrome c oxidase deficiency. *Hum Mol Genet* 14: 2737-2748.
94. Rahkonen O, Su M, Hakovirta H, Koskivirta I, Hormuzdi SG, et al. (2004) Mice with a deletion in the first intron of the Col1a1 gene develop age-dependent aortic dissection and rupture. *Circ Res* 94: 83-90.
95. Lloyd C, Yu QC, Cheng J, Turksen K, Degenstein L, et al. (1995) The basal keratin network of stratified squamous epithelia: defining K15 function in the absence of K14. *J Cell Biol* 129: 1329-1344.
96. Zhang H, Lawson WE, Polosukhin VV, Pozzi A, Blackwell TS, et al. (2007) Inhibitor of differentiation 1 promotes endothelial survival in a bleomycin model of lung injury in mice. *Am J Pathol* 171: 1113-1126.
97. Ohbayashi N, Shibayama M, Kurotaki Y, Imanishi M, Fujimori T, et al. (2002) FGF18 is required for normal cell proliferation and differentiation during osteogenesis and chondrogenesis. *Genes Dev* 16: 870-879.
98. Tasheva ES, Koester A, Paulsen AQ, Garrett AS, Boyle DL, et al. (2002) Mimecan/osteoglycin-deficient mice have collagen fibril abnormalities. *Mol Vis* 8: 407-415.
99. Ibdah JA, Paul H, Zhao Y, Binford S, Salleng K, et al. (2001) Lack of mitochondrial trifunctional protein in mice causes neonatal hypoglycemia and sudden death. *J Clin Invest* 107: 1403-1409.
100. Preston P, Wartosch L, Gunzel D, Fromm M, Kongsuphol P, et al. Disruption of the K<sup>+</sup> channel beta-subunit KCNE3 reveals an important role in intestinal and tracheal Cl<sup>-</sup> transport. *J Biol Chem* 285: 7165-7175.

101. Orkin RW, Williams BR, Cranley RE, Poppke DC, Brown KS (1977) Defects in the cartilaginous growth plates of brachymorphic mice. *J Cell Biol* 73: 287-299.
102. Tsukuba T, Okamoto K, Okamoto Y, Yanagawa M, Kohmura K, et al. (2003) Association of cathepsin E deficiency with development of atopic dermatitis. *J Biochem* 134: 893-902.
103. McGowan KM, Tong X, Colucci-Guyon E, Langa F, Babinet C, et al. (2002) Keratin 17 null mice exhibit age- and strain-dependent alopecia. *Genes Dev* 16: 1412-1422.
104. Sahr KE, Lambert AJ, Ciciotte SL, Mohandas N, Peters LL (2009) Targeted deletion of the gamma-adducin gene (Add3) in mice reveals differences in alpha-adducin interactions in erythroid and nonerythroid cells. *Am J Hematol* 84: 354-361.
105. Brunet LJ, McMahon JA, McMahon AP, Harland RM (1998) Noggin, cartilage morphogenesis, and joint formation in the mammalian skeleton. *Science* 280: 1455-1457.
106. Yae K, Keng VW, Koike M, Yusa K, Kouno M, et al. (2006) Sleeping beauty transposon-based phenotypic analysis of mice: lack of Arpc3 results in defective trophoblast outgrowth. *Mol Cell Biol* 26: 6185-6196.
107. Ning Y, Schuller AG, Bradshaw S, Rotwein P, Ludwig T, et al. (2006) Diminished growth and enhanced glucose metabolism in triple knockout mice containing mutations of insulin-like growth factor binding protein-3, -4, and -5. *Mol Endocrinol* 20: 2173-2186.
108. Sock E, Schmidt K, Hermanns-Borgmeyer I, Bosl MR, Wegner M (2001) Idiopathic weight reduction in mice deficient in the high-mobility-group transcription factor Sox8. *Mol Cell Biol* 21: 6951-6959.
109. Jerome-Majewska LA, Achkar T, Luo L, Lupu F, Lacy E The trafficking protein Tmed2/p24beta(1) is required for morphogenesis of the mouse embryo and placenta. *Dev Biol* 341: 154-166.
110. Graef IA, Chen F, Chen L, Kuo A, Crabtree GR (2001) Signals transduced by Ca(2+)/calcineurin and NFATc3/c4 pattern the developing vasculature. *Cell* 105: 863-875.
111. Watanabe T, Sato T, Amano T, Kawamura Y, Kawamura N, et al. (2008) Dnm3os, a non-coding RNA, is required for normal growth and skeletal development in mice. *Dev Dyn* 237: 3738-3748.
112. Bok D, Galbraith G, Lopez I, Woodruff M, Nusinowitz S, et al. (2003) Blindness and auditory impairment caused by loss of the sodium bicarbonate cotransporter NBC3. *Nat Genet* 34: 313-319.
113. O'Donnell N, Zachara NE, Hart GW, Marth JD (2004) Ogt-dependent X-chromosome-linked protein glycosylation is a requisite modification in somatic cell function and embryo viability. *Mol Cell Biol* 24: 1680-1690.
114. Babu GJ, Bhupathy P, Timofeyev V, Petrashevskaya NN, Reiser PJ, et al. (2007) Ablation of sarcolipin enhances sarcoplasmic reticulum calcium transport and atrial contractility. *Proc Natl Acad Sci U S A* 104: 17867-17872.
115. Li X, Liu P, Liu W, Maye P, Zhang J, et al. (2005) Dkk2 has a role in terminal osteoblast differentiation and mineralized matrix formation. *Nat Genet* 37: 945-952.
116. Munroe RJ, Bergstrom RA, Zheng QY, Libby B, Smith R, et al. (2000) Mouse mutants from chemically mutagenized embryonic stem cells. *Nat Genet* 24: 318-321.
117. Bussen M, Petry M, Schuster-Gossler K, Leitges M, Gossler A, et al. (2004) The T-box transcription factor Tbx18 maintains the separation of anterior and posterior somite compartments. *Genes Dev* 18: 1209-1221.

118. Ichikawa-Shindo Y, Sakurai T, Kamiyoshi A, Kawate H, Iinuma N, et al. (2008) The GPCR modulator protein RAMP2 is essential for angiogenesis and vascular integrity. *J Clin Invest* 118: 29-39.
119. Nguyen-Tran VT, Kubalak SW, Minamisawa S, Fiset C, Wollert KC, et al. (2000) A novel genetic pathway for sudden cardiac death via defects in the transition between ventricular and conduction system cell lineages. *Cell* 102: 671-682.
120. Sekita Y, Wagatsuma H, Nakamura K, Ono R, Kagami M, et al. (2008) Role of retrotransposon-derived imprinted gene, *Rtl1*, in the feto-maternal interface of mouse placenta. *Nat Genet* 40: 243-248.
121. Hansen J, Floss T, Van Sloun P, Fuchtbauer EM, Vauti F, et al. (2003) A large-scale, gene-driven mutagenesis approach for the functional analysis of the mouse genome. *Proc Natl Acad Sci U S A* 100: 9918-9922.
122. Schmahl J, Raymond CS, Soriano P (2007) PDGF signaling specificity is mediated through multiple immediate early genes. *Nat Genet* 39: 52-60.
123. Stenvers KL, Tursky ML, Harder KW, Kountouri N, Amatayakul-Chantler S, et al. (2003) Heart and liver defects and reduced transforming growth factor beta2 sensitivity in transforming growth factor beta type III receptor-deficient embryos. *Mol Cell Biol* 23: 4371-4385.
124. Chen C, Bharucha V, Chen Y, Westenbroek RE, Brown A, et al. (2002) Reduced sodium channel density, altered voltage dependence of inactivation, and increased susceptibility to seizures in mice lacking sodium channel beta 2-subunits. *Proc Natl Acad Sci U S A* 99: 17072-17077.
125. Siegenthaler JA, Ashique AM, Zarbalis K, Patterson KP, Hecht JH, et al. (2009) Retinoic acid from the meninges regulates cortical neuron generation. *Cell* 139: 597-609.
126. Chen J, Bush JO, Ovitt CE, Lan Y, Jiang R (2007) The TGF-beta pseudoreceptor gene *Bambi* is dispensable for mouse embryonic development and postnatal survival. *Genesis* 45: 482-486.
127. Isono K, Fujimura Y, Shinga J, Yamaki M, J OW, et al. (2005) Mammalian polyhomeotic homologues *Phc2* and *Phc1* act in synergy to mediate polycomb repression of *Hox* genes. *Mol Cell Biol* 25: 6694-6706.
128. Ansel KM, Ngo VN, Hyman PL, Luther SA, Forster R, et al. (2000) A chemokine-driven positive feedback loop organizes lymphoid follicles. *Nature* 406: 309-314.
129. Metcalf D, Greenhalgh CJ, Viney E, Willson TA, Starr R, et al. (2000) Gigantism in mice lacking suppressor of cytokine signalling-2. *Nature* 405: 1069-1073.
130. Palmer S, Groves N, Schindeler A, Yeoh T, Biben C, et al. (2001) The small muscle-specific protein *Csl* modifies cell shape and promotes myocyte fusion in an insulin-like growth factor 1-dependent manner. *J Cell Biol* 153: 985-998.
131. Lorenz-Depiereux B, Guido VE, Johnson KR, Zheng QY, Gagnon LH, et al. (2004) New intragenic deletions in the *Phex* gene clarify X-linked hypophosphatemia-related abnormalities in mice. *Mamm Genome* 15: 151-161.
132. Shambloott MJ, Bugg EM, Lawler AM, Gearhart JD (2002) Craniofacial abnormalities resulting from targeted disruption of the murine *Sim2* gene. *Dev Dyn* 224: 373-380.
133. Lai DM, Tu YK, Hsieh YH, Hsu WM, Lee CC, et al. (2007) Angiopoietin-like protein 1 expression is related to intermuscular connective tissue and cartilage development. *Dev Dyn* 236: 2643-2652.
134. Rodriguez TA, Sparrow DB, Scott AN, Withington SL, Preis JI, et al. (2004) *Cited1* is required in trophoblasts for placental development and for embryo growth and survival. *Mol Cell Biol* 24: 228-244.

135. van der Weyden L, Wei L, Luo J, Yang X, Birk DE, et al. (2006) Functional knockout of the matrilin-3 gene causes premature chondrocyte maturation to hypertrophy and increases bone mineral density and osteoarthritis. *Am J Pathol* 169: 515-527.
136. Wellik DM, Capecchi MR (2003) Hox10 and Hox11 genes are required to globally pattern the mammalian skeleton. *Science* 301: 363-367.
137. Lanctot C, Moreau A, Chamberland M, Tremblay ML, Drouin J (1999) Hindlimb patterning and mandible development require the Ptx1 gene. *Development* 126: 1805-1810.
138. Menke DB, Guenther C, Kingsley DM (2008) Dual hindlimb control elements in the Tbx4 gene and region-specific control of bone size in vertebrate limbs. *Development* 135: 2543-2553.
139. Lupu F, Terwilliger JD, Lee K, Segre GV, Efstratiadis A (2001) Roles of growth hormone and insulin-like growth factor 1 in mouse postnatal growth. *Dev Biol* 229: 141-162.
140. Seo KW, Wang Y, Kokubo H, Kettlewell JR, Zarkower DA, et al. (2006) Targeted disruption of the DM domain containing transcription factor Dmrt2 reveals an essential role in somite patterning. *Dev Biol* 290: 200-210.
141. Hildebrand JD, Soriano P (2002) Overlapping and unique roles for C-terminal binding protein 1 (CtBP1) and CtBP2 during mouse development. *Mol Cell Biol* 22: 5296-5307.
142. Ning Y, Schuller AG, Bradshaw S, Rotwein P, Ludwig T, et al. (2006) Diminished growth and enhanced glucose metabolism in triple knockout mice containing mutations of insulin-like growth factor binding protein-3, -4, and -5. *Mol Endocrinol* 20: 2173-2186.
143. Meffre E, Nussenzweig MC (2002) Deletion of immunoglobulin beta in developing B cells leads to cell death. *Proc Natl Acad Sci U S A* 99: 11334-11339.
144. Yu H, Smallwood PM, Wang Y, Vidaltamayo R, Reed R, et al. Frizzled 1 and frizzled 2 genes function in palate, ventricular septum and neural tube closure: general implications for tissue fusion processes. *Development* 137: 3707-3717.
145. Bjork BC, Turbe-Doan A, Prysak M, Herron BJ, Beier DR Prdm16 is required for normal palatogenesis in mice. *Hum Mol Genet* 19: 774-789.
146. Gonzalez-Garcia A, Pritchard CA, Paterson HF, Mavria G, Stamp G, et al. (2005) RalGDS is required for tumor formation in a model of skin carcinogenesis. *Cancer Cell* 7: 219-226.
147. Caubit X, Lye CM, Martin E, Core N, Long DA, et al. (2008) Teashirt 3 is necessary for ureteral smooth muscle differentiation downstream of SHH and BMP4. *Development* 135: 3301-3310.
148. Ferdous A, Caprioli A, Iacovino M, Martin CM, Morris J, et al. (2009) Nkx2-5 transactivates the Ets-related protein 71 gene and specifies an endothelial/endocardial fate in the developing embryo. *Proc Natl Acad Sci U S A* 106: 814-819.
149. Hertveldt V, Louryan S, van Reeth T, Dreze P, van Vooren P, et al. (2008) The development of several organs and appendages is impaired in mice lacking Sp6. *Dev Dyn* 237: 883-892.
150. Cenci S, Weitzmann MN, Gentile MA, Aisa MC, Pacifici R (2000) M-CSF neutralization and egr-1 deficiency prevent ovariectomy-induced bone loss. *J Clin Invest* 105: 1279-1287.

How the deposited data were processed for this re-analysis (not part of the article)

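Gene expression was measured on Affymetrix whole-genome mouse arrays in forelimb, hindlimb and whole embryo of FVB mice from E9.5 to E13.5, on 14 groups of tissue and stage. Total RNA was labelled in 2 cycles, with 1 sample per array and 2 to 5 arrays per group. The limb replicates of a stage come from 1 litter, which cannot be separated from the stage. The authors corrected the background, normalized and summarized the probe sets with RMA at default settings, in a version that is not stated, and corrected a blemish on 1 E12.5 whole-embryo array from the median of replicates. The deposited values are intensities on a linear scale, and log2 was taken before any step, although the plan written beforehand took them to be log2 values already. 45101 probe sets were present on 51 arrays, and no array was left out. Tissue and stage were taken from the title of each array, also for the 2 arrays whose other labels name another tissue or stage.

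The probe table listed 35890 probe sets, of which 34958 with exactly 1 gene symbol were used and 932 with several were left out, as were 9211 without an entry. Log2 values were averaged over the probe sets of a gene, which gave 18194 genes, 9182 with 1 probe set and 9012 with 2 or more. Of 474 genes in the lists below, 30 had no such probe set. Vegfd, Lnpk, Tfap2b, Cemip2 and Zfp950 are the symbols here of the genes the paper calls Figf, Lnp, Tcfap2b, Tmem2 and Zfp826, and Ntf3, Bax and Zfp68 were not analysed here.

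All groups were fitted together with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with 37 residual degrees of freedom, and tested with empirical Bayes moderated t statistics. Each limb group was compared with whole embryo of its stage, forelimb with hindlimb of its stage and E9.5 forelimb with E10.5 hindlimb, and each limb with its next stage. The change of enrichment between stages was tested as the difference of 2 comparisons with whole embryo. A gene was called where its fold change was 2 or greater at a Benjamini-Hochberg adjusted p under 0.001 within the comparison, as in the paper, and a call is lost where either is missed. Gene lists were tested with camera at a preset correlation between genes of 0.01 and an adjusted p under 0.05, and again with an estimated correlation. The lists were the 27 textbook groups of limb, tissue and organ genes, written before the files were opened, and 14 taken from the paper. The textbook lists are limb mesenchyme transcription factors, apical ectodermal ridge, hedgehog pathway, posterior HoxA and HoxD genes, anterior Hox genes, posterior HoxC genes, cartilage, osteoblast, skeletal muscle, tendon, joint, surface ectoderm and epidermis, endothelium, neural progenitors and neurons, neural crest and Schwann cells, liver, heart, erythroid cells, macrophages, kidney, gut and lung epithelium, lens and retina, mitosis and DNA replication, BMP pathway, WNT pathway, FGF pathway, retinoic acid pathway and limb type genes.

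Named are, in each comparison of a limb with whole embryo or with the other limb, the 10 highest and 10 lowest called genes whose arrays do not overlap, every gene the paper names in its text, its figure of pathway genes or the tables used, and of each list up to 4 called genes of largest change, or the largest where none is called. Chance alone leaves no overlap in 20% of genes with 3 arrays against 2, 13.3% with 4 against 2, 9.52% with 5 against 2 and 0.794% with 5 against 5, and 653 of the 671 genes called at E9.5 against whole embryo and 2532 of the 2534 called in E10.5 forelimb had none.

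Ages of the arrays were read off the forelimb series as the time in steps of 0.01 day at which the interpolated forelimb means of 877 genes lie closest, with an array's own group recomputed without it. Arrays were also regrouped at most 100 times per comparison of limb groups. The precision was tested on simulated data with 100 genes changed by 2 times and 100 by 4 times. The comparisons were E9.5 and E10.5 forelimb against whole embryo, E10.5 forelimb against hindlimb and E11.5 against E10.5 forelimb. In this order, 54%, 49%, 42% and 45% of the genes changed by 2 times were called. All genes changed by 4 times were called, and no unchanged gene was. A change of 2 times equals the fold threshold, so the first percentages do not measure precision alone. By the adjusted p alone, 83%, 90%, 97% and 94% of the genes changed by 2 times passed. The simulated error of these genes had an SD of 0.155 log2 at E9.5 and 0.130 at E10.5 against whole embryo. The real E9.5 whole-embryo pair had the lowest correlation of any pair within a group, 0.969. The simulated percentages and the absence of false calls may therefore be too favourable for the comparisons with whole embryo. The log2 values of the probe sets lie between 2.29 and 14.79 with a median of 5.31, near the background for many genes.

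The alternatives were set before the data were examined, apart from those named below as added. They were each comparison fitted on its own groups, the probe set of highest mean or of largest interquartile range for a gene, a call from any probe set, an adjusted p under 0.05, an intensity trend with robust variance, genes with a mean log2 of 5 or more, arrays centred on their median, quantile normalization, adjustment over all comparisons together, the replicate number as a block, the removal of the 2 arrays in conflict and of each array in turn, other genes or distances for the age, and camera with an estimated correlation. Added after the data were seen were a call only from every probe set, 4 whole-embryo arrays as 1 control at every stage, the age from E10.5 on, and values between neighbouring stages for the genes of Table S5.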

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

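The control of 4 whole-embryo arrays and the hindlimb change of genes of E13.5 were chosen only after the result was seen. The whole-embryo and E9.5 forelimb arrays differed from all later limb arrays in spiked transcripts for which the paper gives no values. Dap, Thr, Lys and Phe had median log2 signals of 11.44, 9.51, 8.27 and 8.32 on these 13 arrays and of 3.35, 3.79, 3.09 and 4.72 on the 38 later limb arrays, and a first component with 38.2% of the variance separates the same arrays. The number of genes higher than whole embryo, 378 in E9.5 forelimb and 1908 at E10.5, follows the same division. The E9.5 number rose strongly without the first whole-embryo replicate of E9.5 and fell without the second. The size of its contrast with E10.5 thus depends on single arrays. A preparation of the target that differs between the sets was tested by probe sets of 1 gene, whose log2 fold changes disagreed 2.177 times as much at E10.5 as at E9.5, and by comparisons without a shared array, where the change from E9.5 to E10.5 in forelimb correlated at 0.489 with E13.5 hindlimb over whole embryo, against -0.0214 and 0.121 for the next 2 steps. Both are consistent with a technical part in the fold changes across the sets, whose size these arrays cannot give, while a limb that grows less like the embryo could also raise the correlation.

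At E10.5 and E11.5 more genes were higher in limb than in whole embryo than at E12.5 and E13.5, by a ratio of 1.60. The whole-embryo arrays of E10.5 and E11.5 had 99th percentiles of 12.10 to 12.42 and 11.92 to 12.16 log2, against 12.61 to 12.70 on the later limb arrays. After quantile normalization the ratio was 1.183, and with 4 whole-embryo arrays of other stages as the control 1.192. Of the 881 genes called at E11.5 and not at E12.5 in forelimb, 3 (0.341%) were higher in E11.5 than in E12.5 forelimb. By the test of the difference, 45 lost enrichment. Of simulated genes changed by 2 times between E10.5 and E11.5 forelimb, 45% were called. The 0.341% therefore argues against a fall of 2-fold or more in most of the 881 genes. A smaller fall in limb stays open, since the call needs a fold change of 2. The narrower range of these whole-embryo arrays is consistent with part of the larger counts.

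Genes higher in forelimb than in hindlimb outnumbered the reverse, with 260 calls against 62 from E10.5 to E13.5, a ratio of 4.194, and the unmatched comparison of E9.5 forelimb, with 281 against 828, had no such excess. Of the 57 genes higher in E11.5 forelimb, 48 (84.2%) also rose in hindlimb from E10.5 to E12.5, against 3.52% of all genes, as did 14 of the 43 genes higher in E13.5 forelimb, and neither comparison of limbs shares an array with that change. Placed on the forelimb series, hindlimb arrays had mean ages of 10.17, 11.16, 11.97 and 13.25 days, on average 0.437 day below the nominal age at E11.5 and E12.5. A forelimb ahead in development is consistent with most of the calls at E11.5 and with fewer at E13.5.

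Some arrays lay far from the others of their group, 7 values among 80 groups of 4 or 5 arrays over 10 measures, where chance gives about 1 in 20 groups. The 99th percentile of the log2 values was 12.68 (others 12.70 to 12.70) on replicate 3 of E10.5 hindlimb and 12.67 (others 12.69 to 12.70) on replicate 2 of E12.5 hindlimb. The interquartile range was 4.34 (others 4.29 to 4.29) on replicate 2 of E11.5 hindlimb. The 3′ less 5′ signal of Actb was 0.70 (others 0.20 to 0.25) on replicate 3 of E11.5 forelimb and 0.19 (others 0.24 to 0.26) on replicate 4 of E11.5 hindlimb. Pitx1 was 10.42 (others 10.69 to 10.76) on replicate 2 of E12.5 hindlimb. Replicate 1 of E12.5 hindlimb had an age of 11.40 (others 12.07 to 12.14) days on the forelimb series.

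The enrichment of genes in limb over whole embryo changed between successive stages in both directions. In forelimb, 1006 genes gained and 322 lost enrichment from E9.5 to E10.5, 112 and 55 from E10.5 to E11.5, 45 and 217 from E11.5 to E12.5, and 113 and 556 from E12.5 to E13.5, by the test of the difference in limma. In hindlimb, 90 and 55 did from E10.5 to E11.5, 48 and 237 from E11.5 to E12.5, and 100 and 404 from E12.5 to E13.5. Only the first forelimb step crosses between the sets of arrays, and a constant offset between the sets cancels in the others. After quantile normalization the step from E11.5 to E12.5 had 101 gains and 177 losses in forelimb and 102 and 160 in hindlimb. The numbers also depend on single whole-embryo arrays. The 112 and 55 became 67 and 31 without replicate 1 of E10.5, and the first of them 61 without replicate 2 of E10.5 and 70 without replicate 2 of E11.5. The 45 became 73 without replicate 2 of E11.5 and 75 without replicate 2 of E12.5, and the 217 became 461 without replicate 1 of E9.5, 461 without replicate 2 of E9.5, 119 and 667 without replicate 1 or 2 of E11.5. The 113 became 227 without replicate 2 of E12.5 and 72 without replicate 2 of E13.5. In hindlimb the 90 became 56 and 48 without replicate 1 or 2 of E10.5, and the 55 became 31 without replicate 1.

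On 4 of the arrays, transcripts of both sexes were present although the paper states that samples were taken from single embryos. The log2 values of Xist, transcribed from the inactive X, and Eif2s3y, a gene of the Y chromosome, were 8.55 and 4.92, 6.83 and 5.58 and 7.55 and 5.60 on the E9.5 forelimb arrays and 8.61 and 5.25 on replicate 2 of E10.5 hindlimb. On all other arrays at most 1 of the genes was above its bound of 6 or 4.5, with Xist up to 4.89 beside the Y gene and Eif2s3y up to 3.33 beside Xist. The same gene was on in 15 of 18 same-numbered forelimb and hindlimb arrays, with exceptions at replicates 2 and 3 of E10.5 and replicate 4 of E11.5.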

How the results depend on the processing

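The common whole-embryo control, the rule of every probe set and the age from E10.5 on were chosen only after the result was seen. A count is described as moved where it changed by more than 1.5 times, and each value is followed by the reported one in brackets. None of the 95 counts moved with a trend and robust variance in limma, a mean of 5 or more, adjustment over all comparisons together or removal of the 2 arrays in conflict. With the filter, of 576 named log2 fold changes 4 lost the call, and without the 2 arrays, of 576 named log2 fold changes 8 lost the call and 1 gained it. The filter leaves out genes near the array background, where fold changes are compressed.

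With each comparison fitted on its own groups, the spread rests on the arrays of those groups alone. Under this fit 24 counts moved down and 1 moved up. 2 (378) in E9.5 forelimb were higher than whole embryo. 17 (293) in E9.5 forelimb were lower than whole embryo. 670 (1006) from E9.5 to E10.5 in forelimb, 42 (112) from E10.5 to E11.5 in forelimb, 21 (45) from E11.5 to E12.5 in forelimb and 25 (90) from E10.5 to E11.5 in hindlimb gained enrichment over whole embryo. 155 (322) from E9.5 to E10.5 in forelimb, 22 (55) from E10.5 to E11.5 in forelimb, 116 (217) from E11.5 to E12.5 in forelimb and 21 (55) from E10.5 to E11.5 in hindlimb lost enrichment over whole embryo. 63 (106) from E11.5 to E12.5 in hindlimb rose between stages. 23 (76) at E10.5, 23 (57) at E11.5 and 53 (84) at E12.5 were higher in forelimb than in hindlimb. 7 (27) at E10.5 and 8 (18) at E11.5 were lower in forelimb than in hindlimb. 0 (144) at E9.5, 341 (209) at E10.5, 0 (12) at E9.5 and E11.5 and 1 (46) at E9.5, E10.5, E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 1 (33) of the union of the 100 highest forelimb genes was up-regulated at 5 stages. 0 (158) at E9.5 and not E10.5 in forelimb were up-regulated at 1 of 2 successive stages. 0 (180) at E9.5 were forelimb-specific. 36 (112) were forelimb-specific and higher in forelimb than in hindlimb. 7 (11) were hindlimb-specific and higher in hindlimb than in forelimb. Of 576 named log2 fold changes, 100 lost the call.

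The probe set of highest mean stood for a gene in place of the average, and the cause was not tested. 962 (620) in E10.5 hindlimb were lower than whole embryo. 526 (322) from E9.5 to E10.5 in forelimb lost enrichment over whole embryo. 551 (328) from E9.5 to E10.5 in forelimb fell between stages. 541 (281) were higher in E9.5 forelimb than in E10.5 hindlimb. 120 (76) at E10.5 and 88 (57) at E11.5 were higher in forelimb than in hindlimb. 234 (144) at E9.5, 25 (42) at E10.5 and E12.5, 13 (20) at E10.5 and E13.5 and 21 (12) at E9.5 and E11.5 were up-regulated in forelimb at these stages and no other. 261 (158) at E9.5 and not E10.5 in forelimb were up-regulated at 1 of 2 successive stages. 291 (180) at E9.5 were forelimb-specific. Grb10 at -0.0521 (3.44), Fgfr3 at -0.36 (1.10), Mef2c at -0.0769 (1.09) and Adam10 at -0.0414 (1.24) changed sign in E13.5 forelimb over whole embryo. Tfap2c at -0.16 (1.57) changed sign in E10.5 forelimb over whole embryo. Gna12 at -0.0840 (1.39) changed sign in E11.5 forelimb over whole embryo. Gna12 at -0.39 (1.02) changed sign in E12.5 forelimb over whole embryo. Here, of 576 named log2 fold changes 30 lost the call, 6 gained it and 7 changed sign.

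The probe set of largest interquartile range over all arrays favours probe sets that differ, which raises counts by its construction. 624 (378) in E9.5 forelimb, 3492 (1908) in E10.5 forelimb, 3783 (2124) in E11.5 forelimb, 3177 (1550) in E12.5 forelimb and 2303 (1008) in E13.5 forelimb were higher than whole embryo. 3351 (1778) in E10.5 hindlimb, 3819 (2140) in E11.5 hindlimb, 2797 (1293) in E12.5 hindlimb and 2411 (1109) in E13.5 hindlimb were higher than whole embryo. 1167 (626) in E10.5 forelimb, 1255 (663) in E11.5 forelimb, 1510 (990) in E12.5 forelimb, 1177 (620) in E10.5 hindlimb and 1355 (718) in E11.5 hindlimb were lower than whole embryo. 2293 (1006) from E9.5 to E10.5 in forelimb, 204 (45) from E11.5 to E12.5 in forelimb, 264 (113) from E12.5 to E13.5 in forelimb, 221 (48) from E11.5 to E12.5 in hindlimb and 168 (100) from E12.5 to E13.5 in hindlimb gained enrichment over whole embryo. 617 (322) from E9.5 to E10.5 in forelimb and 933 (556) from E12.5 to E13.5 in forelimb lost enrichment over whole embryo. 2497 (1044) from E9.5 to E10.5 in forelimb, 510 (258) from E12.5 to E13.5 in forelimb, 161 (106) from E11.5 to E12.5 in hindlimb and 571 (282) from E12.5 to E13.5 in hindlimb rose between stages. 644 (328) from E9.5 to E10.5 in forelimb, 760 (235) from E12.5 to E13.5 in forelimb and 319 (72) from E12.5 to E13.5 in hindlimb fell between stages. 599 (281) were higher in E9.5 forelimb than in E10.5 hindlimb. 2268 (828) were lower in E9.5 forelimb than in E10.5 hindlimb. 119 (76) at E10.5 and 92 (57) at E11.5 were higher in forelimb than in hindlimb. 8248 (5474) differed from whole embryo in at least 1 limb comparison. 5180 (3304) were higher than whole embryo in at least 1 limb comparison. 4889 (3035) were up-regulated in forelimb at any stage. 708 (433) at E10.5, E11.5 and E12.5, 1548 (524) at E10.5, E11.5, E12.5 and E13.5, 70 (42) at E10.5 and E12.5, 20 (12) at E9.5 and E11.5 and 165 (46) at E9.5, E10.5, E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 3077 (1688) at E10.5 and not E9.5 in forelimb were up-regulated at 1 of 2 successive stages. Tfap2c at -0.16 (1.57) changed sign in E10.5 forelimb over whole embryo. Fgfr3 at -0.36 (1.10) changed sign in E13.5 forelimb over whole embryo. By this choice, of 576 named log2 fold changes 14 lost the call, 11 gained it and 2 changed sign.

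A gene called when any of its probe sets passes has more chances by construction. 839 (378) in E9.5 forelimb, 3658 (1908) in E10.5 forelimb, 3896 (2124) in E11.5 forelimb, 3241 (1550) in E12.5 forelimb and 2375 (1008) in E13.5 forelimb were higher than whole embryo. 3487 (1778) in E10.5 hindlimb, 3896 (2140) in E11.5 hindlimb, 2864 (1293) in E12.5 hindlimb and 2530 (1109) in E13.5 hindlimb were higher than whole embryo. 544 (293) in E9.5 forelimb, 1239 (626) in E10.5 forelimb, 1334 (663) in E11.5 forelimb, 1712 (990) in E12.5 forelimb and 2369 (1477) in E13.5 forelimb were lower than whole embryo. 1297 (620) in E10.5 hindlimb, 1416 (718) in E11.5 hindlimb, 1692 (988) in E12.5 hindlimb and 2364 (1520) in E13.5 hindlimb were lower than whole embryo. 2392 (1006) from E9.5 to E10.5 in forelimb, 339 (45) from E11.5 to E12.5 in forelimb, 419 (113) from E12.5 to E13.5 in forelimb, 138 (90) from E10.5 to E11.5 in hindlimb and 378 (48) from E11.5 to E12.5 in hindlimb gained enrichment over whole embryo. 304 (100) from E12.5 to E13.5 in hindlimb gained enrichment over whole embryo. 735 (322) from E9.5 to E10.5 in forelimb, 105 (55) from E10.5 to E11.5 in forelimb, 363 (217) from E11.5 to E12.5 in forelimb, 1077 (556) from E12.5 to E13.5 in forelimb and 102 (55) from E10.5 to E11.5 in hindlimb lost enrichment over whole embryo. 461 (237) from E11.5 to E12.5 in hindlimb and 658 (404) from E12.5 to E13.5 in hindlimb lost enrichment over whole embryo. 2542 (1044) from E9.5 to E10.5 in forelimb, 175 (109) from E11.5 to E12.5 in forelimb, 649 (258) from E12.5 to E13.5 in forelimb, 585 (355) from E10.5 to E11.5 in hindlimb and 170 (106) from E11.5 to E12.5 in hindlimb rose between stages. 713 (282) from E12.5 to E13.5 in hindlimb rose between stages. 770 (328) from E9.5 to E10.5 in forelimb, 812 (235) from E12.5 to E13.5 in forelimb and 336 (72) from E12.5 to E13.5 in hindlimb fell between stages. 738 (281) were higher in E9.5 forelimb than in E10.5 hindlimb. 2282 (828) were lower in E9.5 forelimb than in E10.5 hindlimb. 144 (76) at E10.5, 93 (57) at E11.5 and 135 (84) at E12.5 were higher in forelimb than in hindlimb. 8825 (5474) differed from whole embryo in at least 1 limb comparison. 5645 (3304) were higher than whole embryo in at least 1 limb comparison. 5320 (3035) were up-regulated in forelimb at any stage. 222 (144) at E9.5, 204 (135) at E12.5, 683 (433) at E10.5, E11.5 and E12.5, 1340 (524) at E10.5, E11.5, E12.5 and E13.5 and 124 (61) at E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 181 (96) at E12.5 and E13.5, 78 (42) at E10.5 and E12.5, 33 (20) at E10.5 and E13.5, 32 (12) at E9.5 and E11.5 and 212 (46) at E9.5, E10.5, E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 56 (33) of the union of the 100 highest forelimb genes were up-regulated at 5 stages. 3107 (1688) at E10.5 and not E9.5 in forelimb, 288 (158) at E9.5 and not E10.5 in forelimb and 405 (174) at E12.5 and not E11.5 in hindlimb were up-regulated at 1 of 2 successive stages. 313 (180) at E9.5, 209 (138) at E10.5, 409 (270) at E12.5, 174 (113) at E13.5 and 1165 (755) at any stage were forelimb-specific. 59 (38) at E12.5 were hindlimb-specific. 171 (112) were forelimb-specific and higher in forelimb than in hindlimb. By that rule, of 576 named log2 fold changes 1 lost the call and 13 gained it.

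A gene called only when every probe set passes has fewer chances by construction, a rule added after the data were seen. 942 (1908) in E10.5 forelimb, 1180 (2124) in E11.5 forelimb, 719 (1550) in E12.5 forelimb, 377 (1008) in E13.5 forelimb and 867 (1778) in E10.5 hindlimb were higher than whole embryo. 1100 (2140) in E11.5 hindlimb, 549 (1293) in E12.5 hindlimb and 439 (1109) in E13.5 hindlimb were higher than whole embryo. 433 (663) in E11.5 forelimb and 475 (718) in E11.5 hindlimb were lower than whole embryo. 417 (1006) from E9.5 to E10.5 in forelimb, 66 (112) from E10.5 to E11.5 in forelimb, 19 (45) from E11.5 to E12.5 in forelimb, 63 (113) from E12.5 to E13.5 in forelimb and 50 (90) from E10.5 to E11.5 in hindlimb gained enrichment over whole embryo. 21 (48) from E11.5 to E12.5 in hindlimb and 40 (100) from E12.5 to E13.5 in hindlimb gained enrichment over whole embryo. 32 (55) from E10.5 to E11.5 in forelimb lost enrichment over whole embryo. 499 (1044) from E9.5 to E10.5 in forelimb rose between stages. 355 (828) were lower in E9.5 forelimb than in E10.5 hindlimb. 3427 (5474) differed from whole embryo in at least 1 limb comparison. 1836 (3304) were higher than whole embryo in at least 1 limb comparison. 1686 (3035) were up-regulated in forelimb at any stage. 100 (209) at E10.5, 93 (203) at E13.5, 212 (433) at E10.5, E11.5 and E12.5, 170 (524) at E10.5, E11.5, E12.5 and E13.5 and 30 (61) at E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 36 (96) at E12.5 and E13.5, 11 (42) at E10.5 and E12.5, 4 (20) at E10.5 and E13.5 and 18 (46) at E9.5, E10.5, E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 16 (33) of the union of the 100 highest forelimb genes were up-regulated at 5 stages. 800 (1688) at E10.5 and not E9.5 in forelimb, 639 (1021) at E11.5 and not E12.5 in hindlimb and 88 (174) at E12.5 and not E11.5 in hindlimb were up-regulated at 1 of 2 successive stages. 333 (544) were shared by the groups of E10.5 forelimb and E11.5 hindlimb. 77 (138) at E10.5 and 62 (113) at E13.5 were forelimb-specific. 128 (222) at E10.5, 67 (142) at E11.5, 21 (38) at E12.5, 64 (101) at E13.5 and 246 (442) at any stage were hindlimb-specific. Under it, of 576 named log2 fold changes 68 lost the call.

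An adjusted p under 0.05 in place of 0.001 is the looser threshold. 189 (112) from E10.5 to E11.5 in forelimb, 90 (45) from E11.5 to E12.5 in forelimb, 166 (90) from E10.5 to E11.5 in hindlimb and 78 (48) from E11.5 to E12.5 in hindlimb gained enrichment over whole embryo. 103 (55) from E10.5 to E11.5 in forelimb, 519 (217) from E11.5 to E12.5 in forelimb, 95 (55) from E10.5 to E11.5 in hindlimb and 571 (237) from E11.5 to E12.5 in hindlimb lost enrichment over whole embryo. 23 (12) at E9.5 and E11.5 were up-regulated in forelimb at these stages and no other.

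Centring every array on its median changed the median log2 fold change of all genes against whole embryo from -0.08 to 0.09 to -0.17 to 0.14 over the 9 comparisons, and the cause was not tested. 71 (113) from E12.5 to E13.5 in forelimb gained enrichment over whole embryo. 391 (235) from E12.5 to E13.5 in forelimb and 131 (72) from E12.5 to E13.5 in hindlimb fell between stages. 12 (20) at E10.5 and E13.5 and 23 (12) at E9.5 and E11.5 were up-regulated in forelimb at these stages and no other. After centring, of 576 named log2 fold changes 8 lost the call and 3 gained it.

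Quantile normalization of the deposited log2 values gave medians of -0.08 to 0.03, and the cause was not tested. 229 (378) in E9.5 forelimb, 1195 (1908) in E10.5 forelimb, 1324 (2124) in E11.5 forelimb, 1158 (1778) in E10.5 hindlimb and 1331 (2140) in E11.5 hindlimb were higher than whole embryo. 496 (322) from E9.5 to E10.5 in forelimb lost enrichment over whole embryo. 101 (45) from E11.5 to E12.5 in forelimb and 102 (48) from E11.5 to E12.5 in hindlimb gained enrichment over whole embryo. 123 (209) at E10.5, 206 (338) at E11.5, 231 (414) at E10.5 and E11.5, 212 (433) at E10.5, E11.5 and E12.5 and 7 (12) at E9.5 and E11.5 were up-regulated in forelimb at these stages and no other. 30 (46) at E9.5, E10.5, E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 1078 (1688) at E10.5 and not E9.5 in forelimb and 525 (1021) at E11.5 and not E12.5 in hindlimb were up-regulated at 1 of 2 successive stages. 267 (544) were shared by the groups of E10.5 forelimb and E11.5 hindlimb. 162 (270) at E12.5 were forelimb-specific. After it, of 576 named log2 fold changes 38 lost the call and 2 gained it.

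With the replicate number within a stage as a block, the following moved, and the cause was not tested. 71 (112) from E10.5 to E11.5 in forelimb, 48 (90) from E10.5 to E11.5 in hindlimb and 31 (48) from E11.5 to E12.5 in hindlimb gained enrichment over whole embryo. 32 (55) from E10.5 to E11.5 in forelimb, 109 (217) from E11.5 to E12.5 in forelimb, 34 (55) from E10.5 to E11.5 in hindlimb and 112 (237) from E11.5 to E12.5 in hindlimb lost enrichment over whole embryo. With the block, of 576 named log2 fold changes 16 lost the call and 1 gained it. Hand2 at 1.08 (adjusted p = 2.32e-05) gained it in E9.5 forelimb over whole embryo. Pfn1 at 2.54 (adjusted p = 0.0017), Actc1 at -4.52 (adjusted p = 0.00121), Plk1 at 1.01 (adjusted p = 0.00176), Nnat at 1.72 (adjusted p = 0.0014), Tbx6 at -0.96 (adjusted p = 0.00981) and Tmem115 at 1.03 (adjusted p = 0.00129) lost it in E9.5 forelimb over whole embryo. Gas1 at 0.95 (adjusted p = 1.26e-07), Tgfbr3 at 0.95 (adjusted p = 1.42e-06), Col14a1 at 0.90 (adjusted p = 1.19e-04) and Zfp354b at 0.92 (adjusted p = 6.09e-04) lost it in E12.5 forelimb over whole embryo. En1 at 0.97 (adjusted p = 0.00134) lost it in E10.5 forelimb over whole embryo. Myog at 2.51 (adjusted p = 0.00381) and Zfp637 at 0.99 (adjusted p = 5.76e-08) lost it in E11.5 forelimb over whole embryo. Ifi204 at -1.01 (adjusted p = 0.00131) lost it between the limbs at E12.5. Aldh1a2 at -1.43 (adjusted p = 0.00106) and Pcp4 at -1.18 (adjusted p = 0.00335) lost it between the limbs at E13.5. The numbers were not taken as pairs, since 9 of 18 same-numbered forelimb and hindlimb arrays correlate above 0.1 after removal of the group means. At E12.5 and E13.5, 10 of 10 correlate above 0 and 7 of them above 0.1, and all have the same sex gene, so a shared embryo at these stages stays open.

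With 4 whole-embryo arrays as 1 control at every stage, an alternative added after the data were seen, stage is no longer matched and the cause was not tested. 1283 (293) in E9.5 forelimb, 1480 (626) in E10.5 forelimb, 1050 (663) in E11.5 forelimb, 1610 (620) in E10.5 hindlimb and 1231 (718) in E11.5 hindlimb were lower than whole embryo. 1266 (2124) in E11.5 forelimb and 1398 (2140) in E11.5 hindlimb were higher than whole embryo. 28 (338) at E11.5, 321 (203) at E13.5, 89 (414) at E10.5 and E11.5, 78 (129) at E11.5 and E12.5 and 0 (12) at E9.5 and E11.5 were up-regulated in forelimb at these stages and no other. 30 (46) at E9.5, E10.5, E11.5, E12.5 and E13.5 were up-regulated in forelimb at these stages and no other. 16 (33) of the union of the 100 highest forelimb genes were up-regulated at 5 stages. 335 (1021) at E11.5 and not E12.5 in hindlimb and 109 (174) at E12.5 and not E11.5 in hindlimb were up-regulated at 1 of 2 successive stages. 239 (544) were shared by the groups of E10.5 forelimb and E11.5 hindlimb. 66 (138) at E10.5, 54 (216) at E11.5 and 172 (113) at E13.5 were forelimb-specific. 60 (142) at E11.5 were hindlimb-specific. 71 (112) were forelimb-specific and higher in forelimb than in hindlimb. Nnat at -0.60 (1.85), Tbx15 at -0.14 (1.59), Pth1r at -0.71 (1.08) and Tmem178 at -0.36 (1.36) changed sign in E9.5 forelimb over whole embryo. Krt15 at -2.65 (1.02), Krt5 at -0.22 (2.98), Col9a1 at -0.31 (1.14) and Col2a1 at -0.93 (1.45) changed sign in E10.5 forelimb over whole embryo. Krt15 at -0.32 (1.46), C1qc at -0.26 (1.24) and Col11a1 at -0.21 (1.22) changed sign in E11.5 forelimb over whole embryo. Hapln1 at -0.12 (1.92) changed sign in E12.5 forelimb over whole embryo. Against this control, of 406 named log2 fold changes 64 lost the call, 2 gained it and 12 changed sign.

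Over E10.5 to E13.5 only, stages are fewer by construction. 67 (112) were forelimb-specific and higher in forelimb than in hindlimb. The age of hindlimb arrays on the forelimb series used other genes, and the cause was not tested. With all genes called between forelimb stages, the mean age was 10.35 days (10.17) in E10.5 hindlimb and 13.21 days (13.25) in E13.5 hindlimb. With stages from E10.5 on, added after the data were seen, the mean age was 10.52 days (10.17) in E10.5 hindlimb, as a series that starts at E10.5 cannot place an array earlier.

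Leaving out each array in turn moved 28 of 95 counts, and 66 of 576 named log2 fold changes lost the call without at least 1 array. Fewer arrays remain by construction, and a lone whole-embryo array is taken to vary like the others. The lowest and highest values follow.

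378 genes higher than whole embryo in E9.5 forelimb: 120 without E9.5 whole-embryo replicate 2 and 1633 without E9.5 whole-embryo replicate 1. 322 genes that lost enrichment over whole embryo from E9.5 to E10.5 in forelimb: 223 without E10.5 whole-embryo replicate 2 and 805 without E9.5 whole-embryo replicate 1. 112 genes that gained enrichment over whole embryo from E10.5 to E11.5 in forelimb: 61 without E10.5 whole-embryo replicate 2 and 124 without E9.5 whole-embryo replicate 1. 55 genes that lost enrichment over whole embryo from E10.5 to E11.5 in forelimb: 31 without E10.5 whole-embryo replicate 1 and 59 without E10.5 hindlimb replicate 3. 45 genes that gained enrichment over whole embryo from E11.5 to E12.5 in forelimb: 31 without E12.5 whole-embryo replicate 1 and 75 without E12.5 whole-embryo replicate 2. 217 genes that lost enrichment over whole embryo from E11.5 to E12.5 in forelimb: 119 without E11.5 whole-embryo replicate 1 and 667 without E11.5 whole-embryo replicate 2. 113 genes that gained enrichment over whole embryo from E12.5 to E13.5 in forelimb: 72 without E13.5 whole-embryo replicate 2 and 227 without E12.5 whole-embryo replicate 2. 90 genes that gained enrichment over whole embryo from E10.5 to E11.5 in hindlimb: 48 without E10.5 whole-embryo replicate 2 and 109 without E10.5 hindlimb replicate 4. 55 genes that lost enrichment over whole embryo from E10.5 to E11.5 in hindlimb: 31 without E10.5 whole-embryo replicate 1 and 64 without E9.5 whole-embryo replicate 1. 48 genes that gained enrichment over whole embryo from E11.5 to E12.5 in hindlimb: 32 without E11.5 whole-embryo replicate 1 and 79 without E11.5 whole-embryo replicate 2. 237 genes that lost enrichment over whole embryo from E11.5 to E12.5 in hindlimb: 113 without E11.5 whole-embryo replicate 1 and 839 without E11.5 whole-embryo replicate 2. 144 genes up-regulated in forelimb at these stages and no other at E9.5: 48 without E9.5 whole-embryo replicate 2 and 910 without E9.5 whole-embryo replicate 1.

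209 genes up-regulated in forelimb at these stages and no other at E10.5: 152 without E11.5 whole-embryo replicate 2 and 376 without E11.5 whole-embryo replicate 1. 338 genes up-regulated in forelimb at these stages and no other at E11.5: 234 without E9.5 whole-embryo replicate 1 and 669 without E11.5 whole-embryo replicate 2. 135 genes up-regulated in forelimb at these stages and no other at E12.5: 103 without E12.5 whole-embryo replicate 1 and 313 without E12.5 whole-embryo replicate 2. 414 genes up-regulated in forelimb at these stages and no other at E10.5 and E11.5: 203 without E9.5 whole-embryo replicate 1 and 520 without E12.5 whole-embryo replicate 1. 42 genes up-regulated in forelimb at these stages and no other at E10.5 and E12.5: 28 without E12.5 whole-embryo replicate 1 and 76 without E12.5 whole-embryo replicate 2. 20 genes up-regulated in forelimb at these stages and no other at E10.5 and E13.5: 12 without E12.5 whole-embryo replicate 2 and 27 without E12.5 whole-embryo replicate 1. 12 genes up-regulated in forelimb at these stages and no other at E9.5 and E11.5: 3 without E9.5 whole-embryo replicate 2 and 121 without E9.5 whole-embryo replicate 1. 46 genes up-regulated in forelimb at these stages and no other at E9.5, E10.5, E11.5, E12.5 and E13.5: 27 without E9.5 whole-embryo replicate 2 and 96 without E9.5 whole-embryo replicate 1. 33 of the union of the 100 highest forelimb genes up-regulated at 5 stages: 24 without E9.5 whole-embryo replicate 2 and 52 without E9.5 whole-embryo replicate 1. 158 genes up-regulated at 1 of 2 successive stages at E9.5 and not E10.5 in forelimb: 54 without E9.5 whole-embryo replicate 2 and 1036 without E9.5 whole-embryo replicate 1. 174 genes up-regulated at 1 of 2 successive stages at E12.5 and not E11.5 in hindlimb: 112 without E12.5 whole-embryo replicate 1 and 371 without E12.5 whole-embryo replicate 2. 544 genes shared by the groups of E10.5 forelimb and E11.5 hindlimb: 315 without E9.5 whole-embryo replicate 1 and 706 without E12.5 whole-embryo replicate 1.

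180 genes forelimb-specific at E9.5: 66 without E9.5 whole-embryo replicate 2 and 1068 without E9.5 whole-embryo replicate 1. 138 genes forelimb-specific at E10.5: 99 without E10.5 whole-embryo replicate 1 and 208 without E11.5 whole-embryo replicate 1. 38 genes hindlimb-specific at E12.5: 21 without E12.5 whole-embryo replicate 1 and 55 without E12.5 whole-embryo replicate 2. 755 genes forelimb-specific at any stage: 655 without E9.5 whole-embryo replicate 2 and 1596 without E9.5 whole-embryo replicate 1.

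Of the 64 tests of gene lists described, 23 no longer had an adjusted p under 0.05 from camera with an estimated correlation between genes. With the probe set of highest mean 3 lost it and 1 gained it, and without the 2 arrays in conflict 1 lost it.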

Differences from the paper's values

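The rule of every probe set, the common whole-embryo control, the age from E10.5 on and the comparison of neighbouring stages were chosen only after the result was seen. The paper combines the probes of a gene in a way that it does not state, and the alternatives other than these were set before the data were examined.

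The paper's number of genes up-regulated in forelimb at E9.5 and E11.5 and at no other stage is 22, and the number here 12. The difference closed with the probe set of highest mean, the probe set of largest interquartile range, any probe set, an adjusted p under 0.05 and median-centred arrays and without E9.5 forelimb replicate 1, and with no other alternative set before the data were examined.

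For Lhx9 (over whole embryo), the paper's log2 fold changes are 3.75 in E9.5 forelimb and 2.78 in E10.5 forelimb, and the values here are 3.88 and 3.19. Lhx9 no longer differed in E9.5 forelimb with quantile normalization and without E9.5 whole-embryo replicate 1. The Lhx9 difference in E10.5 forelimb stayed under every alternative set before the data were examined.

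For Prrx1 (over whole embryo), the paper's log2 fold changes are 2.14 in E9.5 forelimb, 2.22 in E10.5 forelimb, 1.57 in E11.5 forelimb, 1.37 in E12.5 forelimb and 1.16 in E13.5 forelimb, and the values here are 1.81, 2.76, 2.38, 2.09 and 1.93. Prrx1 no longer differed in E9.5 forelimb with the probe set of highest mean. The Prrx1 difference in E10.5 forelimb, in E11.5 forelimb, in E12.5 forelimb and in E13.5 forelimb stayed under every alternative set before the data were examined.

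For Hand2 (over whole embryo), the paper's log2 fold changes are 2.7 in E11.5 forelimb, 1.9 in E12.5 forelimb and 1.5 in E13.5 forelimb, and the values here are 3.11, 2.42 and 1.04. Hand2 no longer differed in E11.5 forelimb with the probe set of highest mean. Hand2 no longer differed in E12.5 forelimb with the probe set of highest mean. Hand2 no longer differed in E13.5 forelimb with the probe set of highest mean and any probe set.

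For Tbx5 (forelimb less hindlimb), the paper's log2 fold change is 3.343 at E10.5, and the value here is 3.82. Tbx5 no longer differed at E10.5 with the probe set of highest mean.

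For Pitx1 (hindlimb less forelimb), the paper's log2 fold change is 5.953 at E11.5, and the value here is 5.44. The Pitx1 difference at E11.5 stayed under every alternative set before the data were examined.

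For Tbx4 (hindlimb less forelimb), the paper's log2 fold change is 5.254 at E10.5, and the value here is 2.93. The Tbx4 difference at E10.5 stayed under every alternative set before the data were examined.

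For Hoxc10 (hindlimb less forelimb), the paper's log2 fold change is 6.256 at E10.5, and the value here is 5.05. The Hoxc10 difference at E10.5 stayed under every alternative set before the data were examined.

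For Hoxc9 (hindlimb less forelimb), the paper's log2 fold change is 1.237 at E13.5, and the value here is 0.86. The Hoxc9 difference at E13.5 stayed under every alternative set before the data were examined.

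For Socs2 (forelimb less hindlimb), the paper's log2 fold changes are 0.243 between E9.5 forelimb and E10.5 hindlimb, 0.496 at E10.5, 0.615 at E11.5, 1.119 at E12.5 and 0.746 at E13.5, and the values here are 0.41, 0.33, 0.49, 0.58 and 0.46. Socs2 no longer differed at E11.5 with the probe set of highest mean and the probe set of largest interquartile range and without E11.5 forelimb replicate 1. Socs2 no longer differed at E12.5 with the probe set of highest mean, the probe set of largest interquartile range and any probe set. Socs2 no longer differed at E13.5 with the probe set of highest mean, the probe set of largest interquartile range and any probe set. The Socs2 difference between E9.5 forelimb and E10.5 hindlimb and at E10.5 stayed under every alternative set before the data were examined.

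Table S5 does not state which stages its columns compare, and the values given here for its genes from E10.5 on are those of the same stage. Between neighbouring stages, with the forelimb 1 stage before the hindlimb, a comparison chosen after the values were seen that leaves 23 of 64 forelimb and 1 of 10 hindlimb genes of the table without a call, the values are 5.91 for Pitx1 in E11.5 hindlimb, 5.17 and 6.27 for Tbx4 and Hoxc10 in E10.5 hindlimb, 1.24 for Hoxc9 in E13.5 hindlimb and 3.42 for Tbx5 in E10.5 forelimb, nearer to the paper's. Of 112 values of forelimb genes with 1 probe set, 71 lay within 0.02 log2 of the paper's at the same stage, 30 between neighbouring stages and 98 by either comparison. The paper defines genes specific to a limb by both the same and the neighbouring stage, so its columns may hold values of both comparisons.

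Over the paper's tables, the fold changes of genes with 1 probe set came closer than those of genes with several. Table S1, of which 276 genes are at hand, shares 201 genes and 676 values with the data, with a correlation of 0.635. Of 282 values of genes with 1 probe set 250 lay within 0.02 log2 of the paper's, and of 394 values of genes with 2 or more 9 did, with a median difference of -0.756 (here less the paper). Table S5 shares 74 of 87 genes, with a correlation of 0.919, and 95 of 160 and 33 of 200 values lay within that distance. Of its genes, 51 of 64 listed for forelimb and 8 of 10 listed for hindlimb were called here at any stage between the limbs. Table S2 is not at hand, and of Table S3, which is held with 1601 genes, Hand2 alone was compared. The paper counts 52 arrays, and 51 are analysed here. The paper's range of expression values for Shh reaches 8.8, and the highest forelimb mean here was 7.37 log2.

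Several genes that the paper places at a stage or in a group differ here. Among genes of the hedgehog pathway the paper names Gli2 as the enriched one of 7. Disp1, Gas1 and Gli3 were also up-regulated here, but the paper's list of these 7 genes is not at hand. Whether Disp1, Gas1 and Gli3 are among the 7, and so differ from the paper, could not be checked. Gas1 is also in the paper's panel of digit morphogenesis, drawn from a cluster of up-regulated genes, so it may be no difference. Socs2, which the paper gives as up-regulated between the limbs at E12.5, was not called at any stage. Hoxc9, which the paper ranks 7th in hindlimb over forelimb without naming a stage, was called from E10.5 to E12.5 and not at E13.5. Hand2, which Table S3 gives as up-regulated at all 5 stages, with 1.4 at E9.5, was not called at E9.5. Adam10, placed by the paper at E10.5 alone, was up-regulated from E10.5 to E13.5, and Zfp783, placed at E11.5, was up-regulated at E13.5. Not called at the stage the paper gives were Zfp771 and Smarcd2 at E9.5, Zfp763 and Tmem177 at E10.5, Tmem138 and Smarce1 at E11.5, Zfp715 at E12.5 and Zfp788 at E13.5. Lmo3, which the paper counts among its stage-specific genes, was lower in forelimb than in whole embryo here.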

Other observations

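Genes of macrophages rose in the limb bud between E10.5 and E11.5, and genes of red blood cells fell between E11.5 and E12.5. In forelimb, the complement genes C1qa (1.63 ± 0.13), C1qc (1.37 ± 0.16) and C1qb (1.17 ± 0.14) and the mannose receptor Mrc1 (1.09 ± 0.16) rose from E10.5 to E11.5 (log2 fold change ± standard error, limma), and in hindlimb C1qa (1.44 ± 0.13), Mrc1 (1.32 ± 0.16) and C1qc (1.16 ± 0.16) did. C1qa had an adjusted p of 9.29e-14 in forelimb, with 4 of 4 E11.5 arrays above every E10.5 array. 5 of the 11 macrophage genes were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 0.87 (camera, adjusted p = 1.19e-11) in forelimb, and 5 of the 11 macrophage genes were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 0.92 (camera, adjusted p = 1.14e-08) in hindlimb. Compared between the limbs at E11.5, these genes had a median of 0.36 (camera, adjusted p = 1.18e-06), higher in forelimb. From E11.5 to E12.5 the forelimb lost the blood group gene Rhag (-2.61 ± 0.24), the erythroid regulator Klf1 (-1.80 ± 0.21) and the embryonic globin Hbb-bh1 (-1.65 ± 0.15). 6 of the 10 erythroid genes were down-regulated (6 adjusted over the list alone), with a median log2 fold change of -1.11 (camera, adjusted p = 1.61e-17) in forelimb, and 6 of the 10 erythroid genes were down-regulated (6 adjusted over the list alone), with a median log2 fold change of -1.13 (camera, adjusted p = 9.89e-13) in hindlimb.

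The lists of muscle, tendon, cartilage and bone genes had medians higher in forelimb than in hindlimb of the same nominal stage. A minority of the muscle, cartilage and bone genes was called singly. At E11.5 the muscle genes Tnnt1 (1.49 ± 0.23) and Chrna1 (1.39 ± 0.14) and at E13.5 Tnnt3 (1.52 ± 0.17) and Myh8 (1.46 ± 0.21) were higher in forelimb (log2 difference ± standard error, limma), while the migrating precursor gene Pax3 (-1.17 ± 0.15) was lower. 2 of the 26 skeletal muscle genes were higher in forelimb and 1 lower in forelimb (7 and 1 adjusted over the list alone), with a median log2 fold change of 0.86 (camera, adjusted p = 5.47e-16) at E11.5, and 3 of the 26 skeletal muscle genes were higher in forelimb (3 adjusted over the list alone), with a median log2 fold change of 0.68 (camera, adjusted p = 3.29e-17) at E13.5. The cartilage matrix genes Epyc (1.70 ± 0.26), Comp (1.27 ± 0.20) and Acan (1.18 ± 0.22) were higher in E12.5 forelimb, and 5 of the 22 cartilage genes were higher in forelimb (5 adjusted over the list alone), with a median log2 fold change of 0.38 (camera, adjusted p = 3.46e-09, and adjusted p = 0.0643 with an estimated correlation). The bone sialoprotein gene Ibsp (2.52 ± 0.22) was higher in E13.5 forelimb, and 2 of the 7 osteoblast genes were higher in forelimb (2 adjusted over the list alone), with a median log2 fold change of 0.42 (camera, adjusted p = 2.74e-10). Ibsp had an adjusted p of 3.13e-11, with 5 of 5 forelimb arrays above every hindlimb array. The tendon genes had a median of 0.47 (camera, adjusted p = 4.22e-09) at E11.5, and the joint genes a median of 0.40 (camera, adjusted p = 3.80e-08). Acan (0.92 to 1.15, adjusted p = 0.00128 to 0.00326) lost the call between the limbs at E12.5 without E12.5 forelimb replicates 2, 4 or 5 or E12.5 hindlimb replicate 1.

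The genes the study chose on these samples for its figure panels and text are not independent evidence for their groups. 3 of the 3 genes of epithelial differentiation were up-regulated (3 adjusted over the list alone), with a median log2 fold change of 2.34 (camera, adjusted p = 0.0025) in E11.5 forelimb against whole embryo. 1 of the 2 genes of neuronal differentiation was up-regulated (1 adjusted over the list alone), with a median log2 fold change of 1.30 (camera, adjusted p = 0.0612) in E10.5 forelimb. 2 of the 3 genes of epithelial to mesenchymal transition were up-regulated (2 adjusted over the list alone), with a median log2 fold change of 1.02 (camera, adjusted p = 0.0171, and adjusted p = 0.0606 with an estimated correlation) in E12.5 forelimb. 4 of the 5 genes of cartilage development were up-regulated (4 adjusted over the list alone), with a median log2 fold change of 1.27 (camera, adjusted p = 2.72e-10) from E10.5 to E11.5 in forelimb. 16 of the 34 other genes the text names were up-regulated and 3 down-regulated (16 and 3 adjusted over the list alone), with a median log2 fold change of 0.88 (camera, adjusted p = 2.87e-05, and adjusted p = 0.0586 with an estimated correlation) in E10.5 forelimb.

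Of the arrays, 2 carry titles that conflict with their other labels, and Pitx1, a gene of hindlimb identity, was used to test the titles. The array titled hindlimb E11.5 replicate 5 had a log2 Pitx1 value of 10.65, against a mean of 10.72 on the other hindlimb arrays of E11.5 and 5.27 in forelimb. The array titled forelimb E12.5 replicate 5 had 5.52, against 5.19 on the other forelimb arrays of E12.5 and 10.66 in hindlimb. The larger distance from the group of the title, 0.327, excludes a swap of the limbs, and says nothing of the stage.

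Regroupings of the arrays of each comparison without whole embryo, 35 to 100 for each, never called as many genes as the real grouping, which excludes chance in all 12 groupings of arrays. The paper takes the limb replicates of a stage from the same litter, and a difference between litters stays open in the 8 comparisons of different stages. The real count and the highest other were 1109 against 608 between E9.5 forelimb and E10.5 hindlimb, and 103 against 73, 75 against 39, 92 against 16 and 52 against 3 between the limbs from E10.5 to E13.5. Between successive forelimb stages they were 1372 against 259, 377 against 267, 139 against 106 and 493 against 70, and between hindlimb stages 422 against 268, 150 against 64 and 354 against 19. Whole embryo has 2 arrays per stage, and comparisons against it were not regrouped.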
